# MAP kinase ERK5 modulates cancer cell sensitivity to extrinsic apoptosis induced by death-receptor agonists

**DOI:** 10.1038/s41419-023-06229-6

**Published:** 2023-11-02

**Authors:** Sergio Espinosa-Gil, Saska Ivanova, Elisenda Alari-Pahissa, Melek Denizli, Beatriz Villafranca-Magdalena, Maria Viñas-Casas, Idoia Bolinaga-Ayala, Andrés Gámez-García, Claudia Faundez-Vidiella, Eva Colas, Miguel Lopez-Botet, Antonio Zorzano, José Miguel Lizcano

**Keywords:** Apoptosis, Cell signalling

## Abstract

Death receptor ligand TRAIL is a promising cancer therapy due to its ability to selectively trigger extrinsic apoptosis in cancer cells. However, TRAIL–based therapies in humans have shown limitations, mainly due inherent or acquired resistance of tumor cells. To address this issue, current efforts are focussed on dissecting the intracellular signaling pathways involved in resistance to TRAIL, to identify strategies that sensitize cancer cells to TRAIL-induced cytotoxicity. In this work, we describe the oncogenic MEK5-ERK5 pathway as a critical regulator of cancer cell resistance to the apoptosis induced by death receptor ligands. Using 2D and 3D cell cultures and transcriptomic analyses, we show that ERK5 controls the proteostasis of TP53INP2, a protein necessary for full activation of caspase-8 in response to TNFα, FasL or TRAIL. Mechanistically, ERK5 phosphorylates and induces ubiquitylation and proteasomal degradation of TP53INP2, resulting in cancer cell resistance to TRAIL. Concordantly, ERK5 inhibition or genetic deletion, by stabilizing TP53INP2, sensitizes cancer cells to the apoptosis induced by recombinant TRAIL and TRAIL/FasL expressed by Natural Killer cells. The MEK5-ERK5 pathway regulates cancer cell proliferation and survival, and ERK5 inhibitors have shown anticancer activity in preclinical models of solid tumors. Using endometrial cancer patient-derived xenograft organoids, we propose ERK5 inhibition as an effective strategy to sensitize cancer cells to TRAIL-based therapies.

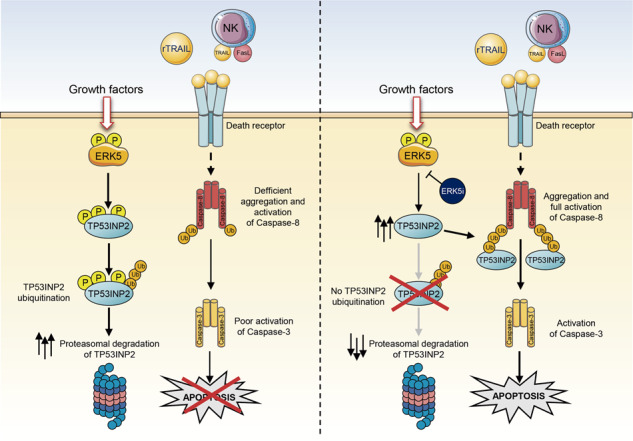

## Introduction

Apoptosis can be triggered through either the intrinsic or the extrinsic pathways. The intrinsic apoptotic pathway is activated in response to intracellular stimuli that induce cellular damage, and triggers apoptosis through Bcl-2 gene family and activation of caspase-9, which in turn activates the executor caspases −3, −6 and −7 [1]. Extrinsic apoptosis is induced by direct interaction of death ligands (TNFα, FasL and TNF-related apoptosis-inducing ligand TRAIL) with their specific death-receptors (DRs) at the plasma membrane. Binding of TRAIL and FasL triggers the formation of the death-inducing signaling complex (DISC) comprising FADD, and several molecules of the initiator pro-caspase-8 [2, 3]. In turn, binding of TNFα triggers the formation of a cytoplasmic located caspase-8 activating complex [4]. Then, caspase-8 K63-ubiquitylation by Cullin3 or TRAF6 ligases promotes the aggregation, self-processing and full activation of caspase-8 [5, 6]. However, efficient caspase-8 K63-ubiquitylation requires of other players to recruit the ligases to the DISC complex. One of these players is TP53INP2, which binds caspase-8 and the TRAF6-Ubc13 dimer in response to DRs activation, facilitating an efficient ubiquitin transfer from Ubc13 to caspase-8 [7].

Among DR ligands TRAIL induces extrinsic apoptosis in a wide variety of cancer cell lines and tumors, without affecting normal cells [8]. Therefore, TRAIL-receptor agonists (TRAs) have been extensively investigated as promising cancer therapies, and are currently in clinical trials for several solid cancers [9]. However, TRAIL–based therapies in humans have shown limitations, mainly due to their poor ability to activate caspase-8 in solid tumors [9]. Hence, to improve TRAIL-based anticancer therapy, it is critical to identify those cellular pathways involved in the sensitization to TRAIL-induced apoptosis.

The MAP kinase ERK5 is activated in response to growth factors and different forms of stress, including oxidative stress and cytokines [10], by direct phosphorylation of its unique upstream kinase MEK5 [11]. The MEK5-ERK5 pathway constitutes a unique intracellular axis that mediates cell proliferation and survival of several cancer paradigms, including blood and solid cancers [12, 13]. Concordantly, elevated levels of ERK5 or MEK5 correlate with bad prognosis and malignancy of several cancers [14–17], and ERK5 inhibitors have shown anticancer activity in tumor xenograft models [18]. In addition, ERK5 activity protects cancer cells from entering intrinsic apoptosis, by phosphorylating and inhibiting Bad and Bim pro-apoptotic proteins [19, 20].

In this study, we have investigated whether the MEK5-ERK5 pathway also regulates the extrinsic apoptosis induced by DR agonists in cancer cells. We found that ERK5 kinase activity confers resistance to the cytotoxicity exerted by DR agonists in cancer cells, by phosphorylating and inducing proteasomal degradation of TP53INP2. Concordantly, pharmacologic or genetic ERK5 inhibition sensitized cancer cells to apoptosis induced by DR agonists and by TRAIL/FasL expressed by NK cells.

## Results

### ERK5 kinase activity modulates sensitivity of cancer cell to DR agonists

A RNAi-based screening identified ERK5 as one of top 5% genes whose silencing sensitized HeLa cells to TRAIL-induced apoptosis [21]. Following studies reported that overexpression of a constitutive nuclear ERK5 mutant favored resistance to TRAIL-induced apoptosis in breast cancer cells [22]. These preliminary works prompted us to investigate whether ERK5 pathway is implicated in resistance to TRAIL-induced toxicity in cancer cells.

To investigate the role of ERK5 as a modulator of extrinsic apoptosis, we used endometrial cancer (EC) cells. EC cells frequently show overactivation of PI3K/mTOR (∼50% of EC cells harbour a double allelic mutated PTEN gene) and canonical NF-kB pathways, which protect cancer cells from TRAIL-induced apoptosis [23, 24]. Thus, EC cells represent a good model of TRAIL-resistant cancer cells. We first investigated the effect of the specific ERK5 inhibitor JWG-071 [16, 25] in a panel of human EC cell lines, including type I endometroid (Ishikawa and ANC3A) and type II non-endometroid (ARK1 and ARK2) cells. Cell viability assays showed that pre-treatment with JWG-071 sensitized the four EC cell lines to recombinant TRAIL (rTRAIL)-induced cytotoxicity in a dose-dependent manner (Fig. 1A). The structurally different ERK5 inhibitor AX15836 [26] and the MEK5 inhibitors BIX02188 and BIX02189 [27] also sensitized EC cells to TRAIL-induced cell death (Fig. 1B), thus supporting the specificity of ERK5 pathway inhibition in this sensitization. Interestingly, ERK5 inhibition also sensitized EC cells to the toxicity induced by other DR ligands such as TNFα or FasL (Fig. 1C), indicating a role for ERK5 kinase activity in mediating the extrinsic apoptosis induced by DR agonists in cancer cells. Finally, we observed that ERK5 inhibition potentiated TRAIL cytotoxicity in a panel of TRAIL-resistant cancer cell lines (Fig. 1D), such as neuroblastoma (SK-N-AS), cervical (HeLa), non-small cell lung (A549), and prostate (LnCaP) cancer cells [28–31]. Thus, ERK5 inhibition sensitizes cancer cells to TRAIL, independently of cancer type or mutational status.

**Fig. 1:**
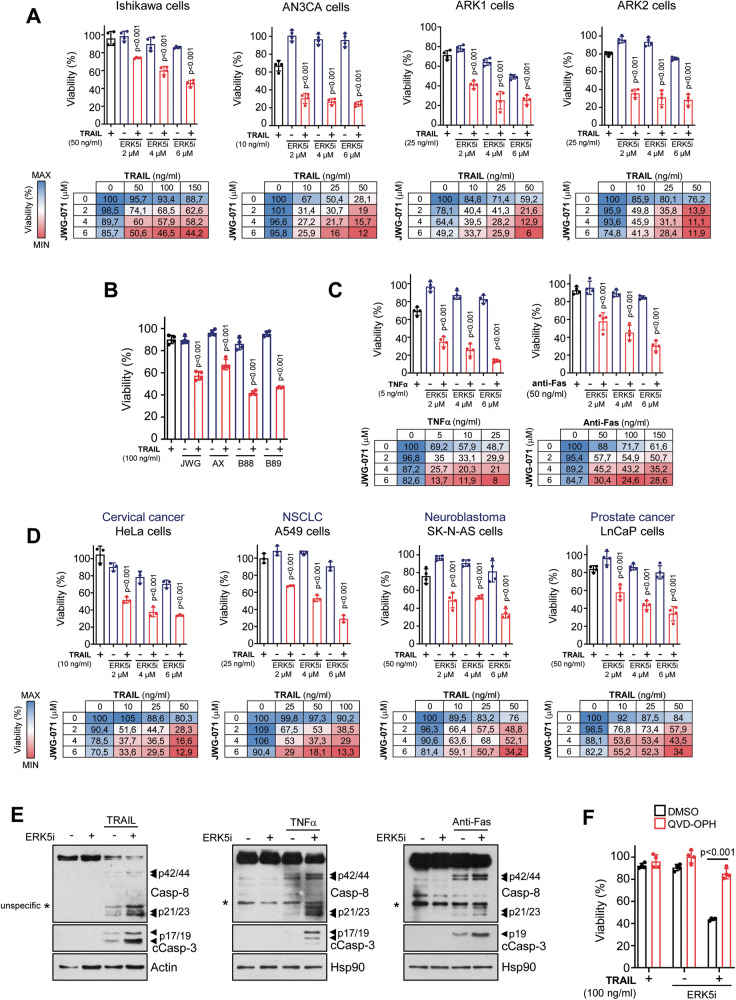
ERK5 inhibition sensitizes cancer cells to DR ligands-induced apoptosis by favoring Caspase-8 activation. **A** ERK5 inhibition sensitizes EC cells to TRAIL-induced cytotoxicity. EC cells were pre-incubated with ERK5i JWG-071 for 12 h, previous treatment with TRAIL for 24 h (mean ± SD, *n* = 4 independent biological experiments, one-way ANOVA). Lower tables show cell viabilities (%) of each pairwise combination of drug doses (blue color, maximum cell viability; red color, minimum cell viability). **B** Inhibitors of the MEK5-ERK5 pathway sensitize Ishikawa EC cells to TRAIL-induced cytotoxicity. EC cells were pre-incubated with different ERK5i (JWG-071 and AX-15836) or MEK5i (BIX02188 and BIX02189) for 12 h, previous treatment with TRAIL for 24 h (mean ± SD, *n* = 3 independent biological experiments, one-way ANOVA). **C** ERK5 inhibition sensitizes EC cells to TNF-α and anti-Fas activating antibody. EC cells were pre-incubated with ERK5i JWG-071 for 12 h, previous treatment with TNF-α or anti-Fas for 24 h (mean ± SD, *n* = 4 independent biological experiments, one-way ANOVA). Lower tables show cell viabilities (%) of each pairwise combination of drug doses (blue color, maximum cell viability; red color, minimum cell viability). **D** ERK5 inhibition sensitizes different human cancer cell lines to TRAIL-induced cytotoxicity. Cell viability experiments were performed as in (**A**). **E** ERK5 inhibition enhances caspase-8 activation induced by DR ligands. Ishikawa cells pre-treated with 5 μM JWG-071 (12 h) were treated (4 h) with TRAIL, TNFα or anti-Fas activating antibody. Caspase-8 and Caspase-3 activation was monitored by immunoblot analysis. **F** Inhibition of caspases prevents sensitization to TRAIL induced by ERK5i. Ishikawa cells pre-treated (2 h) with pan-caspase inhibitor Q-VD-OPH were treated with 5 μM JWG-071 (12 h) and further exposed to 100 ng/ml TRAIL for 24 h. Histograms show the % of cell viability. Statistical significance was calculated using one-way ANOVA followed by Bonferroni multiple comparison test. Unless indicated, *p*-values refer to statistical difference of combined (TRAIL and ERK5i) vs TRAIL single treatment.

Ishikawa EC cells exhibited the highest resistance to TRAIL (IC_50_ > 150 ng/ml), and therefore they represent a good model to dissect the mechanism by which ERK5 inhibitors improve TRAIL anticancer activity. Since caspase-8 plays a central role in the extrinsic apoptotic activated by DR ligands [32], we first monitored the activation of caspase-8 and the effector caspase-3 by immunoblot analysis. ERK5 inhibition (ERK5i) potentiated the activation of caspase-8 (and activation of caspase-3) in response to rTRAIL, TNFα or anti-Fas activating antibody, but it had no effect when incubated alone (Fig. 1E). In addition, the pan-caspase inhibitor QVD-OPh mostly reverted the cytotoxicity induced by the combined TRAIL and JWG-071 treatment (Fig. 1F), demonstrating a role of caspases in ERK5i-mediated sensitization to TRAIL.

The aforementioned results suggest that ERK5 kinase activity protects cancer cells from apoptosis induced by DR ligands. To test this hypothesis, we investigated the impact of the MEK5-ERK5 pathway activity in TRAIL-induced apoptosis in AN3CA EC cells, which were the most sensitive to TRAIL-induced apoptosis (IC_50_, 25 ng/ml). We transiently overexpressed either wild type ERK5 or the ERK5 kinase-dead mutant (ERK5-KD, in which the catalytic loop Asp^200^ was mutated to Ala), in combination with a constitutive active form of MEK5 (MEK5-DD, in which residues Ser^311^ and Ser^315^ were mutated to Asp). Overexpression of active ERK5, but not of kinase dead ERK5, resulted in a significant lower number of apoptotic cells in response to TRAIL treatment, as measured by Annexin V staining and caspase-8 activation assays (Fig. 2A, B). Similar results were obtained in Ishikawa EC cells (Fig. 2C). Thus, ERK5 kinase activity protects cells from TRAIL-induced apoptosis.

**Fig. 2:**
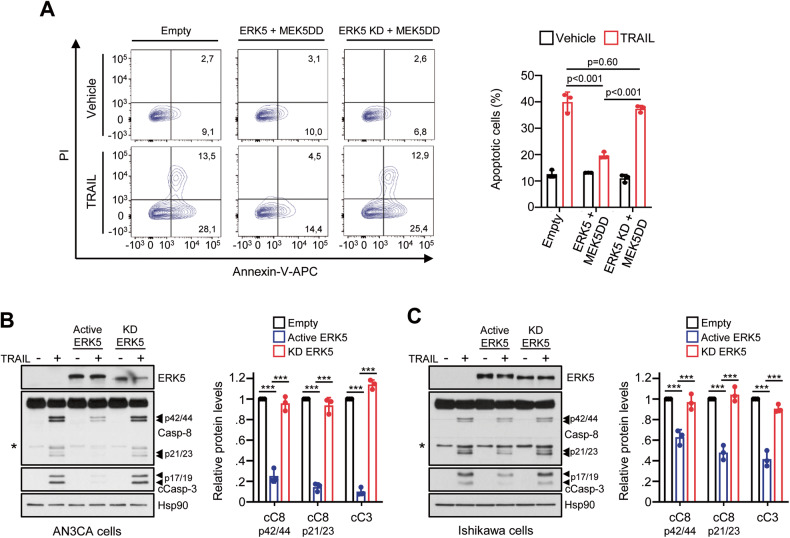
ERK5 kinase activity confers resistance to TRAIL-induced apoptosis in cancer cells. **A** Active ERK5 protects AN3CA EC cells to TRAIL-induced apoptosis. AN3CA EC cells were transfected with either ERK5 or a ERK5 kinase-dead mutant (D200A, ERK5-KD) together with a constitutively active form of MEK5 (MEK5-DD). Twenty-four hours after transfection cells were treated with 25 ng/ml TRAIL (8 h), and apoptosis was analyzed by flow cytometry (Annexin-V and PI staining). Left panel shows representative results of flow cytometry analysis. Right histograms show the quantification of apoptotic cells (early apoptotic Annexin-V + /PI- and late apoptotic Annexin-V + /PI+ cells). **B**, **C** ERK5 kinase activity impairs caspase-8 activation in response to TRAIL in AN3Ca (**B**) and Ishikawa (**C**) cells. Immunoblot analysis. Right histograms show the quantification of cleaved caspase-8 and −3 bands (mean ± SD, *n* = 3 independent biological experiments, one-way ANOVA followed by Bonferroni multiple comparison test). ***p < 0.001.

To obtain genetic evidences on the role of ERK5 activity in sensitization to TRAIL-induced apoptosis, we used CRISPR/Cas9 technology to generate stable Ishikawa cell lines where MEK5 or ERK5 genes were genetically deleted. MEK5 is the only kinase that activates ERK5 by direct phosphorylation of the TEY motif, and ERK5 is the only known substrate described for MEK5 [33]. Therefore, MEK5-KO cells lack ERK5 kinase activity. We recently reported that MEK5-KO Ishikawa cells, while lacking ERK5 activity, show normal activation of other MAP kinases (ERK1/2, p38s or JNKs), or components of the PI3K pathway (Akt, mTORC1 or p70S6K) in response to mitogens, stressors or insulin [16]. On the other hand, ERK5-KO cells lack both kinase activity-dependent and -independent functions. MEK5 or ERK5 genetic deletion sensitized Ishikawa cells to the extrinsic apoptosis induced by DR agonists TRAIL, TNFα and anti-Fas activating antibody (Fig. 3A–C). Similar results were obtained in cervical HeLa and NSCLC A549 MEK5-KO cells, where TRAIL induced higher cytotoxicity compared to wild type cells (Supplementary Fig. 1). As seen for the ERK5 inhibitor, ERK5-KO and MEK5-KO Ishikawa cells showed enhance caspase-8 and −3 activation in response to DR ligands (Figs. 3B, C, respectively). Finally, we tested the cytotoxic effect of DR agonists in 3D cultures of MEK5-WT or MEK5-KO Ishikawa cells, a more complex model to test the effect of drugs. In LIVE/DEAD fluorescence staining assays, 3D cultures of cells lacking ERK5 kinase activity (MEK5-KO cells) showed higher sensitivity in response to TRAIL, TNFα or anti-Fas activating antibody treatment, compared to 3D cultures of wild type cells (Fig. 3D).

**Fig. 3:**
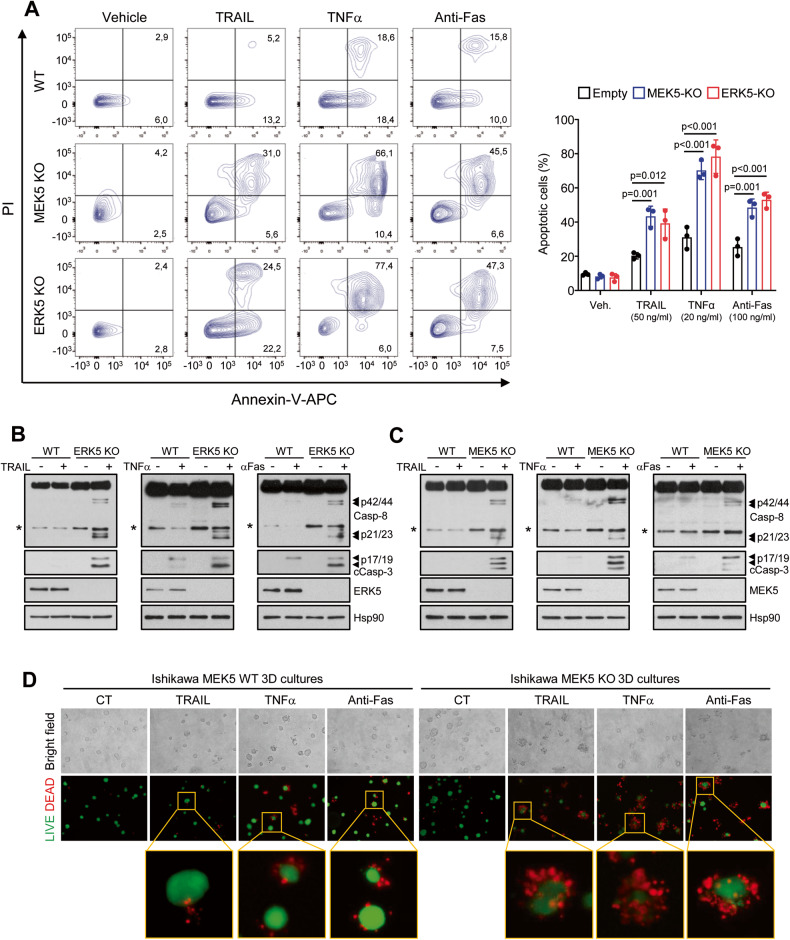
ERK5 or MEK5 genetic deletion sensitizes Ishikawa EC cells to DR agonists-induced apoptosis by favoring Caspase-8 activation. **A** Ishikawa wild type, MEK5-KO or ERK5-KO cells were treated for 24 h with 50 ng/ml TRAIL, 20 ng/ml TNFα or 100 ng/ml Anti-Fas activating antibody, and apoptotic cells were analyzed by flow cytometry (Annexin-V and PI staining). Right histograms show the quantification of apoptotic cells (mean ± SD, *n* = 3 independent biological experiments, one-way ANOVA). **B, C** MEK5 or ERK5 genetic deletion enhances caspase-8 activation in response to DR ligands. Ishikawa wild type, ERK5-KO (**B**) or MEK5-KO (**C**) cells were treated for 4 h with 50 ng/ml TRAIL, 20 ng/ml TNFα or 100 ng/ml Anti-Fas activating antibody. Caspase-8 and caspase-3 activation was monitored by immunoblot analysis. **D** MEK5 genetic deletion sensitizes 3D cultures of Ishikawa cells to DR ligands. 3D cultures were treated with 50 ng/ml TRAIL, 20 ng/ml TNFα or 100 ng/ml Anti-Fas activating antibody for 24 h, and cell viability was analyzed with LIVE/DEAD reagent (alive cells, green; dead cells, red). **B**, **C** similar results were obtained in three independent experiments.

Together, our results support a role for ERK5 kinase activity in conferring resistance to TRAIL-induced apoptosis in cancer cells, whereas ERK5 inhibition improves TRAIL anticancer activity by favoring caspase-8 activation.

### ERK5 inhibition does not affect apoptosis-related transcriptional programs

To investigate changes on transcriptional programmes related to apoptosis due to ERK5 inhibition, we performed RNA-sequencing of EC Ishikawa cells treated with JWG-071 (Supplementary Table 1). 

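RNA was sequenced from Ishikawa cells, an established human endometrial adenocarcinoma line, after 24 h with 3 µM of the ERK5 kinase inhibitor JWG-071 or with vehicle (DMSO). The dose is the one named in Supplementary Table 1. Each group has 3 libraries, which the submitters describe as biological triplicates and which are named replicates A, B and C here. The deposited values are FPKM per gene (fragments scaled to transcript length and to mapped fragments), made by the authors and rounded to 2 decimals. The submitters' processing notes name HISAT as a tool and GRCh38.p12 as the genome build; the version of HISAT, the program that gave the FPKM values, the gene annotation and whether strand was used in counting are not given in the sources used here. A value is listed for 17552 genes. Summed FPKM was 516229 to 523756 in the control libraries (median 518665) and 511761 to 523871 in the JWG-071 libraries (median 517670). FPKM does not carry the read depth, and a check of low values for whole-number steps found none. Of 138 ratios above 1.25 between low values of a gene, 8.70% lay within 0.05 of a whole number, where a smooth spread gives 10%. Rounding to 2 decimals and unequal depth between libraries could hide such steps, so the check cannot show that depth is lost. The read number per sample in the paper's methods is the only depth given, and no counting interval was computed. Across genes, which are not independent replicates, log2 values correlated at 0.998 between libraries of a group and at 0.984 to 0.988 between groups (Pearson's r). For the comparison, 12484 genes with at least 0.5 FPKM in at least 3 of the 6 libraries were tested with limma (trend on mean expression, Benjamini-Hochberg adjustment) on log2(FPKM + 1). Fold changes are on this scale, which understates the change of low genes. Gene lists were tested with camera at a preset correlation of 0.01 between genes.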

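The largest changes with JWG-071 included rises in enzymes of cholesterol synthesis and falls in genes of several functions. INSIG1, which restrains the SREBP pathway when sterols are abundant, rose from 48.7 ± 2.8 to 168 ± 6.1 FPKM (SD, n = 3 libraries each; log2 fold change 1.76, standard error 0.05, adjusted p = 9.5e-10 from limma). IGFBP5, an insulin-like growth factor binding protein, was among the genes with the largest falls in the upper range of expression, from 62.8 ± 0.98 to 13.5 ± 0.99 FPKM (log2 fold change −2.14, standard error 0.05, adjusted p = 7.0e-10 from limma). In that range, the other large rises were in MVD (45.5 to 146 FPKM), LSS and IDI1, all of cholesterol synthesis, in ALDOC, a glycolytic aldolase (5.64 to 19.7 FPKM), in SLC48A1, a heme transporter (72.8 to 212 FPKM), and in HIST1H4H, KRTAP2-3, DHRS2 and TFPI2. The other large falls were in PPP1R1B, an inhibitor of protein phosphatase 1 (35.6 to 7.64 FPKM), in the stress-induced NUPR1 (25.0 to 7.12 FPKM), in GJA1, which encodes connexin 43 (329 to 117 FPKM), in the interferon-induced IFITM1 (29.0 to 10.0 FPKM), and in CAPS, METTL7A, ACTA2, FOLR1 and MAL. Among lower-expressed genes, TP63, a transcription factor of the p53 family, rose from 1.49 ± 0.096 to 7.93 ± 0.68 FPKM and EHF, an epithelial ETS factor, fell from 11.6 ± 0.21 to 2.23 ± 0.14 FPKM (adjusted p = 5.3e-09 and 9.5e-10 from limma). RPL3L, a ribosomal protein gene known from striated muscle, rose from 0.740 ± 0.22 to 12.9 ± 0.69 FPKM (log2 fold change 3.01, adjusted p = 9.5e-10 from limma).

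Of the 12484 genes tested, 6439 changed at an adjusted p under 0.05 from limma, 2720 higher and 3719 lower, so that 57.8% of them were lower. After quantile scaling, 3270 were higher and 3242 lower. Counts of changed genes in a list are to be read against the 51.6% of tested genes that changed. In 7385 genes (59.2%), every JWG-071 library lay on one side of every control library, where chance gives 10%. With a log2 fold change past 1.5 as well, 21 genes remained, 9 higher and 12 lower. A pseudocount of 0.01 in place of 1, which weighs low genes more, gave 149, 39 higher and 110 lower. Low-expressed genes were lower with JWG-071 as a group: the 3129 genes with a mean of 0.1 to 2 FPKM had a median log2 ratio of −0.23, and 15404 to 15462 genes were above 0 in the JWG-071 libraries against 15703 to 15742 in the control libraries. HIST1H4H and IFITM1 belong to families of near-identical genes, among which reads may be shared.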

Only 260 genes were differentially expressed (DEG) in response to ERK5 inhibition (Qvalue < 0.05, log_2_ fold change >|1.5 | ) (Fig. 4A), of which 202 (~80% of DEGs) were downregulated (Fig. 4B), suggesting that ERK5 kinase activity positively regulates transcription in EC cells. Altered hallmarks included angiogenesis, p53-pathway and cholesterol hallmarks, but not the apoptosis hallmark (Fig. 4C). 

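Nearly all measured genes of cholesterol synthesis and uptake rose together. Of 25 such genes, listed before the FPKM values were seen, 24 were higher with JWG-071 and 1, PMVK, was lower at an adjusted p under 0.05 from limma (24 and 1 adjusted over the list alone). The call of PMVK is lost without control replicate A or B (adjusted p = 0.091 and 0.12 from limma), without JWG-071 replicate B or C (adjusted p = 0.068 and 0.078 from limma) and after trimmed mean scaling (adjusted p = 0.091 from limma). DHCR7, which makes cholesterol in the last step, rose from 138 ± 2.7 to 310 ± 8.6 FPKM (SD, n = 3), and LSS, which makes the first sterol, from 53.4 ± 2.9 to 152 ± 8.5 FPKM, with log2 fold changes of 1.16 and 1.50. IDI1, an earlier enzyme, rose from 79.8 ± 6.0 to 225 ± 6.4 FPKM. The median log2 fold change of the list was 0.93 (camera, adjusted p = 6.1e-21; adjusted p = 0.14 with an estimated correlation). In the cholesterol homeostasis hallmark, 42 of 71 genes were higher, 12 were lower and 17 did not pass (42 and 12 adjusted over the list alone; camera, adjusted p = 3.7e-09; adjusted p = 0.14 with an estimated correlation). The hallmark lists were recalled from memory and not checked against MSigDB, and Supplementary Table 1 had been read before the lists were written.

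Genes of the p53 pathway hallmark went both ways: 59 of 179 were higher, 52 were lower and 68 did not pass (61 and 53 adjusted over the list alone). EPHA2, a receptor tyrosine kinase, rose from 19.8 ± 0.57 to 47.8 ± 4.4 FPKM, and CD82, a tetraspanin, fell from 31.1 ± 0.71 to 18.5 ± 1.2 FPKM. Camera gave an adjusted p of 0.095 for this list, and of 0.56 with an estimated correlation. Preranked GSEA on the signal-to-noise ratio, run with fgsea, called it higher with an adjusted p of 0.0011. Of 29 direct p53 targets, 5 were higher, 12 were lower and 12 did not pass (5 and 12 adjusted over the list alone; camera, adjusted p = 0.39), with a rise in GDF15 (6.65 to 15.8 FPKM) and falls in FDXR (14.5 to 10.1 FPKM) and PHLDA3 (5.00 to 3.28 FPKM).

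In the angiogenesis hallmark, 7 of 22 genes were higher, 6 were lower and 9 did not pass (7 and 6 adjusted over the list alone; camera, adjusted p = 0.94; median log2 fold change 0.01, mean −0.06, camera's direction higher). VEGFA, the main angiogenic growth factor, rose from 26.7 ± 0.35 to 40.9 ± 0.24 FPKM, and VCAN, a matrix proteoglycan, fell from 2.91 ± 0.13 to 1.29 ± 0.099 FPKM. Interferon alpha hallmark genes were more often lower than higher: 30 of 64 were lower, 6 were higher and 28 did not pass (30 and 7 adjusted over the list alone; camera, adjusted p = 0.019; adjusted p = 0.24 with an estimated correlation). BST2, which tethers enveloped viruses, fell from 9.10 ± 0.70 to 2.30 ± 0.63 FPKM. The call of the interferon alpha list is lost without control replicate A (adjusted p = 0.11 from camera) and with a minimum of 2 FPKM (adjusted p = 0.071 from camera).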

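Genes of apoptosis moved in both directions after JWG-071, as did the tested genes at large. Of all 12484 tested genes, 51.6% changed, 2720 higher and 3719 lower. Counts of changed genes therefore do not by themselves set a list apart. Of 127 measured genes of the apoptosis hallmark, recalled from memory, 36 were higher, 49 were lower and 42 did not pass at an adjusted p under 0.05 from limma (37 and 50 adjusted over the list alone). GADD45B, a stress-induced gene, rose from 8.80 ± 0.29 to 16.8 ± 0.39 FPKM (SD, n = 3), and LGALS3, which encodes galectin-3, from 39.5 ± 0.42 to 65.2 ± 2.9 FPKM. HSPB1, a small heat shock protein that counters apoptosis, fell from 187 ± 8.5 to 96.4 ± 6.8 FPKM, and TXNIP from 7.18 ± 0.19 to 4.07 ± 0.24 FPKM. Of 38 measured genes of the extrinsic apoptosis machinery, 7 were higher, 12 were lower and 19 did not pass (7 and 12 adjusted over the list alone). Under all 14 alternatives, 5 of the 7 and 10 of the 12 passed. The death receptor FAS fell from 9.18 ± 0.69 to 4.70 ± 0.46 FPKM (log2 fold change −0.84, standard error 0.07, adjusted p = 2.4e-06 from limma). TNFRSF10D, a decoy receptor for TRAIL, rose from 11.0 ± 0.34 to 15.6 ± 0.36 FPKM, and TNFRSF10A, the TRAIL receptor DR4, from 6.73 ± 0.19 to 8.30 ± 0.39 FPKM (log2 fold changes 0.47 and 0.27). TNFRSF10B, the TRAIL receptor DR5, had 23.9 ± 0.97 and 24.9 ± 0.59 FPKM in control and JWG-071 libraries (adjusted p = 0.31 from limma), and the adaptor FADD 18.8 ± 0.55 and 18.5 ± 0.29 FPKM (adjusted p = 0.72 from limma).

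Camera gave an adjusted p of 0.99 for the apoptosis hallmark and of 0.94 for the extrinsic machinery, whose median log2 fold change was 0.00 and mean −0.07. With BCL2 family genes and caspases as further lists, 0 of 4 passed camera, adjusted or at an unadjusted p under 0.05, and 0 passed preranked GSEA, adjusted or not. Fry asks whether the genes of a list move one way on balance and does not compare them with other genes. It called 3 of the 4 lower, and 4 of 4 as changed in either direction. Over all 33 lists tested, it called 27 by direction and 33 in either direction. These calls therefore do not set the apoptosis lists apart. FAS overlaps ACTA2 on the opposite strand in GENCODE release 29, and ACTA2 fell as well (32.4 to 11.9 FPKM), so without strand reads from the overlap could be counted for either gene.

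**Figure D1:**
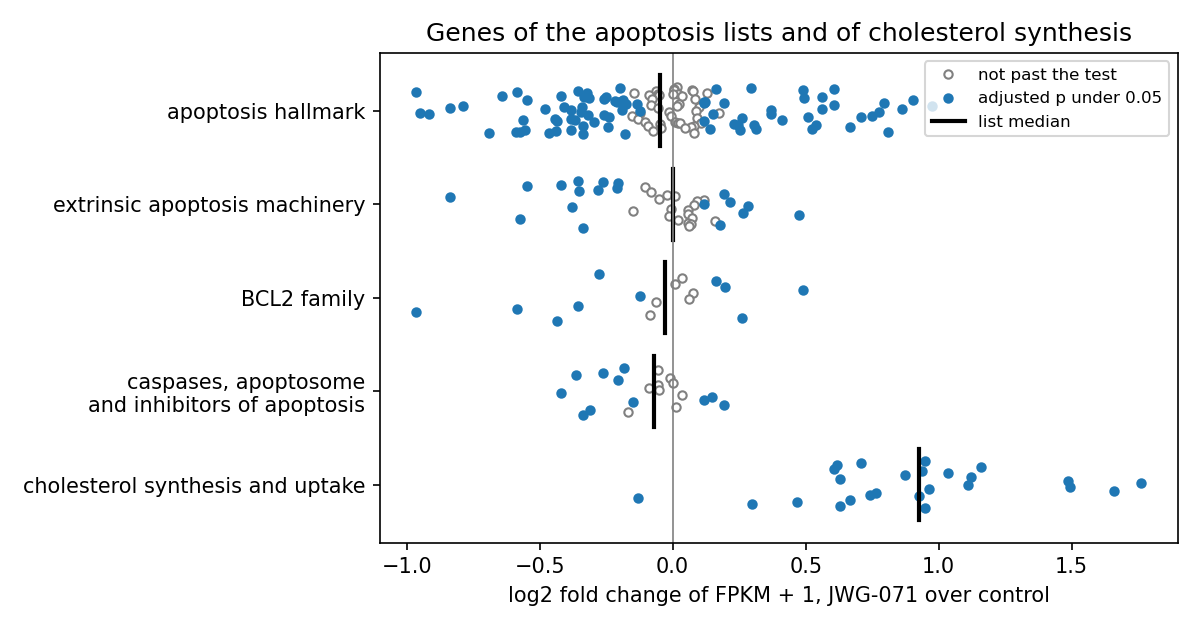
Log2 fold change of FPKM + 1, JWG-071 over control, of each tested gene (points) of the 4 apoptosis lists and of cholesterol synthesis and uptake, with filled points for an adjusted p under 0.05 from limma and a bar at the list median. The medians of the apoptosis lists lie between −0.07 and 0.00, and that of cholesterol synthesis lies at 0.93.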

Gene Set Enrichment Analysis (GSEA) did not identify significant alterations (FDR = 0.44) of global apoptosis or extrinsic apoptosis (FRD = 0.51) transcriptional programs in response to ERK5i (Fig. 4D–F).

**Fig. 4:**
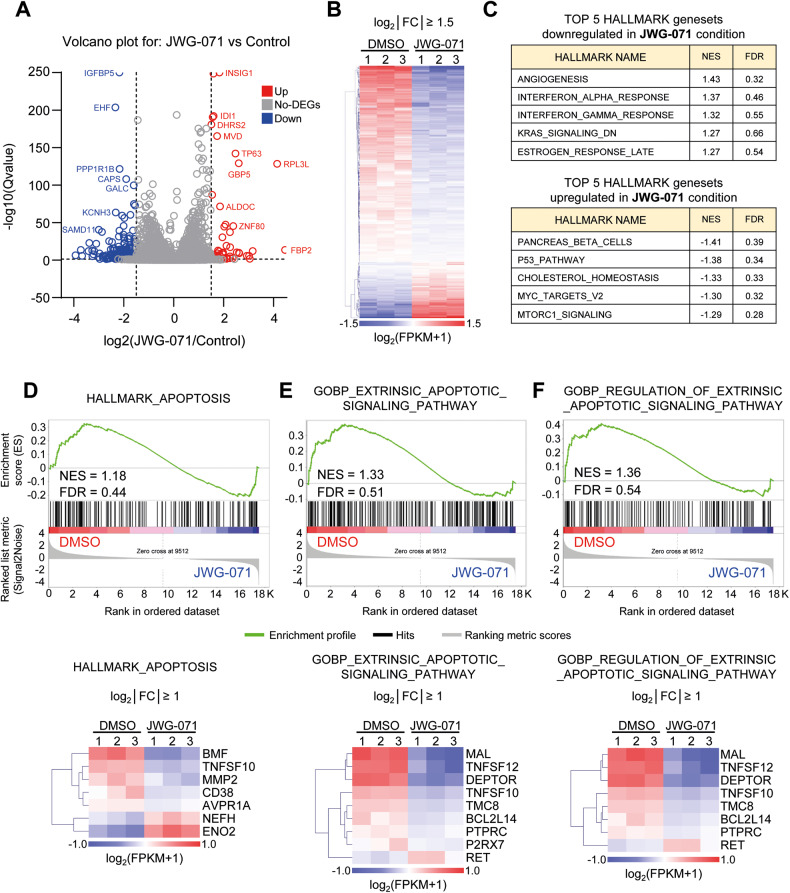
ERK5 inhibition does not alter apoptotic transcriptional programs in Ishikawa EC cells. **A** Volcano plot of RNAseq expression data after ERK5 inhibition in EC Ishikawa cells. The plot shows the upregulated (in red) and downregulated (in blue) differentially expressed genes (DEGs) (Qvalue < 0.05, log_2_ fold change >|1.5|). Source data is provided as a Supplementary Table 1. **B** ERK5 kinase activity positively regulates gene transcription in EC cells. Heatmap of the 260 DEGs (Qvalue < 0.05, log_2_ fold change >|1.5|) in response to ERK5 inhibition. **C** Top-5 upregulated and top-5 downregulated hallmark genesets in response to ERK5 inhibition. **D**–**F** Gene set enrichment analysis (GSEA) of Hallmark_apoptosis (**D**), or GOBP-extrinsic apoptotic signaling pathway **(E**) or GOBP-regulation of extrinsic apoptotic signaling pathway (**F**), in response to ERK5 inhibition. Lower panels show the corresponding heatmaps of the DEGs (Q value < 0.05, log_2_ fold change >|1|).

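The heatmaps of Fig. 4D–F name 15 genes, which the paper chose by their change in these libraries, so their values here are not independent evidence. Of these, 9 reached the expression needed for the test, and they changed at an adjusted p under 0.05 from limma, 2 higher and 7 lower. The proapoptotic BH3-only gene BMF fell from 8.43 ± 0.51 to 3.83 ± 0.24 FPKM (SD, n = 3; log2 fold change −0.96, standard error 0.06, adjusted p = 2.5e-07 from limma). TNFSF10, which encodes TRAIL, fell from 0.983 ± 0.025 to 0.333 ± 0.040 FPKM (log2 fold change −0.57, standard error 0.06, adjusted p = 1.9e-05 from limma), and TNFSF12, which encodes the TNF family ligand TWEAK, from 5.30 ± 0.16 to 1.93 ± 0.36 FPKM. DEPTOR, an inhibitor of mTOR, fell from 29.2 ± 1.3 to 13.0 ± 0.40 FPKM. Also lower were the membrane protein MAL (48.2 to 19.8 FPKM), the matrix metalloproteinase MMP2 (0.823 to 0.343 FPKM) and TMC8 (0.570 to 0.207 FPKM). The enolase ENO2 rose from 12.2 ± 0.99 to 25.0 ± 1.7 FPKM and the neurofilament gene NEFH from 0.357 ± 0.10 to 0.803 ± 0.10 FPKM.

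On the log2(FPKM + 1) scale, 3 of the 9 (MAL, TNFSF12 and DEPTOR) had a change past 1, while the log2 ratio of mean FPKM was past 1 in all 15. The other 6 lay below the filter on low values and were not tested with it. With no filter on low values, CD38, AVPR1A, BCL2L14 and PTPRC were lower (adjusted p = 0.017, 0.0049, 0.0047 and 0.0046 from limma). In that fit RET was higher (adjusted p = 0.016 from limma) and P2RX7 did not pass (adjusted p = 0.074 from limma). Their mean FPKM in control and JWG-071 libraries was 0.36 ± 0.15 and 0.11 ± 0.026 for CD38, 0.20 ± 0.012 and 0.093 ± 0.032 for AVPR1A and 0.34 ± 0.080 and 0.11 ± 0.042 for BCL2L14 (SD, n = 3). It was 0.15 ± 0.021 and 0.033 ± 0.032 for PTPRC, 0.23 ± 0.10 and 0.11 ± 0.020 for P2RX7 and 0.20 ± 0.044 and 0.46 ± 0.14 for RET (SD, n = 3). In each of the 6, all JWG-071 libraries lay on one side of all control libraries (two-sided exact permutation test, p = 0.10, the smallest that 3 libraries against 3 allow). Among the genes that were tested, 59.2% were separated in this way.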

Overall, transcriptomic analysis supports the hypothesis that ERK5 modulates extrinsic apoptosis by posttranslational mechanisms, rather than altering transcription of apoptosis-related genes, at least in EC cells.

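Within the intrinsic and executioner machinery, genes moved in both directions, as did the tested genes at large, of which 51.6% changed. Of 20 caspase, apoptosome and inhibitor of apoptosis genes, 3 were higher, 8 were lower and 9 did not pass at an adjusted p under 0.05 from limma (3 and 8 adjusted over the list alone; camera, adjusted p = 0.26). Under all 14 alternatives, 1 of the 3 and 6 of the 8 passed. BIRC5, which encodes survivin, fell from 101 ± 2.3 to 78.2 ± 3.7 FPKM (SD, n = 3), and DIABLO, an antagonist of inhibitors of apoptosis, rose from 36.3 ± 2.2 to 41.5 ± 0.69 FPKM. CASP9 and APAF1 had 6.37 and 6.55 and 16.2 and 15.6 FPKM in control and JWG-071 libraries, and neither passed. Of 16 BCL2 family genes, 4 were higher, 6 were lower and 6 did not pass (4 and 6 adjusted over the list alone; camera, adjusted p = 0.94), of which 3 and 5 passed under all alternatives. The antiapoptotic BCL2L1 rose from 62.7 ± 1.6 to 88.6 ± 3.9 FPKM and MCL1 from 54.7 ± 1.5 to 65.8 ± 2.0 FPKM, with log2 fold changes of 0.49 and 0.26. Among proapoptotic members, BIK fell from 5.73 ± 0.64 to 3.48 ± 0.44 FPKM, PMAIP1 from 15.4 ± 0.72 to 11.2 ± 1.2 FPKM and BID from 18.2 ± 1.1 to 14.0 ± 0.57 FPKM, whereas BAX rose from 93.3 ± 4.5 to 104 ± 5.9 FPKM. The rise of BAX does not pass without control replicate B or C (adjusted p = 0.077 and 0.075 from limma) or without JWG-071 replicate B (adjusted p = 0.074 from limma). BAD, another BH3-only gene, fell from 48.8 to 40.2 FPKM, and BCL2L11, which encodes BIM, had 5.33 and 5.67 FPKM and did not pass. From its transcriptomic analysis (Fig. 4), the paper proposes that ERK5 acts on extrinsic apoptosis after translation and not through transcription of apoptosis genes, at least in EC cells.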

### ERK5 inhibition or genetic deletion induces TP53INP2 protein levels to sensitize cancer cells to DR agonists

Given the transcriptomic analysis, we next investigated whether ERK5 inhibition affects proteins involved in caspase 8 activation. Among others, it has been recently described that TP53INP2 mediates caspase-8 K63-ubiquitylation in response to DR agonists, facilitating caspase-8 activation and apoptosis induced by these agonists [7]. 

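The mRNA of TP53INP2 (gene ID 58476) had nearly equal levels in both groups, 15.1 ± 0.18 and 15.3 ± 0.43 FPKM in control and JWG-071 libraries (SD, n = 3). Its log2 fold change was 0.02 (standard error 0.05, 95% interval −0.08 to 0.12, adjusted p = 0.75 from limma). The interval excludes changes of the size seen for caspase-8 or FAS mRNA in the same libraries. Over 14 alternative settings, its adjusted p from limma lay between 0.37 and 0.997. The gene lies on chromosome 20 of GRCh38 from 34704290 to 34713439 on the plus strand (GENCODE release 29), where NCOA6 overlaps it on the opposite strand, so that without strand reads of both genes could be counted for it. Among genes of ubiquitylation, TRAF6, a K63 ubiquitin ligase, rose from 2.64 ± 0.050 to 3.13 ± 0.12 FPKM (log2 fold change 0.18, standard error 0.06, adjusted p = 0.019 from limma), a call lost without control replicate B or JWG-071 replicate C (adjusted p = 0.064 in both from limma). CUL3 and UBE2N had 16.3 ± 0.88 and 15.1 ± 0.69 and 85.0 ± 1.7 and 88.8 ± 2.8 FPKM and did not pass, except CUL3, lower without control replicate A (adjusted p = 0.049 from limma). FBXW7, another ubiquitin ligase subunit, rose from 5.62 ± 0.32 to 6.41 ± 0.37 FPKM (adjusted p = 0.039 from limma). Its call is lost with no filter on low values (adjusted p = 0.076 from limma), without control replicate A, B or C (adjusted p = 0.13, 0.053 and 0.056 from limma) and without JWG-071 replicate B (adjusted p = 0.14 from limma). MAPK7, which encodes ERK5, had 8.90 ± 0.65 and 9.12 ± 0.73 FPKM, and MAP2K5, which encodes MEK5, fell from 9.04 ± 0.049 to 7.22 ± 0.44 FPKM. Of 13 genes of the ERK5 pathway and of MEF2 and KLF targets, 5 were higher, 1 was lower and 7 did not pass (5 and 1 adjusted over the list alone; camera, adjusted p = 0.088). MYC rose from 21.4 ± 0.55 to 40.7 ± 1.4 FPKM and JUN from 8.66 ± 0.42 to 15.3 ± 1.4 FPKM, and KLF2, an ERK5 target, had 0.893 ± 0.051 and 1.09 ± 0.0058 FPKM and did not pass (adjusted p = 0.065 from limma). KLF2 passed as higher after quantile or trimmed mean scaling (adjusted p = 0.0051 and 0.042 from limma), with no filter on low values (adjusted p = 0.017 from limma) and without the trend (adjusted p = 0.022 from limma).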

Our transcriptomic analysis did not identify changes on *TP53INP2* mRNA levels in response to ERK5 inhibition. Hence, we next investigated the effect of ERK5 modulation on TP53INP2 protein levels in four EC cell lines. EC cells treated with JWG-071 showed a robust increase on TP53INP2 protein levels (Fig. 5A), without affecting DR5 protein levels. Furthermore, ERK5 or MEK5 genetic deletion also resulted in increased TP53INP2 protein levels (Fig. 5B). On the other hand, caspase-8 full activation in response to DRs activation requires the binding of TP53INP2 [7]. Interestingly, in cells transiently overexpressing FLAG-tagged TP53INP2, ERK5 inhibition resulted in higher levels of TP53INP2/Caspase-8 complex (Fig. 5C).

**Fig. 5:**
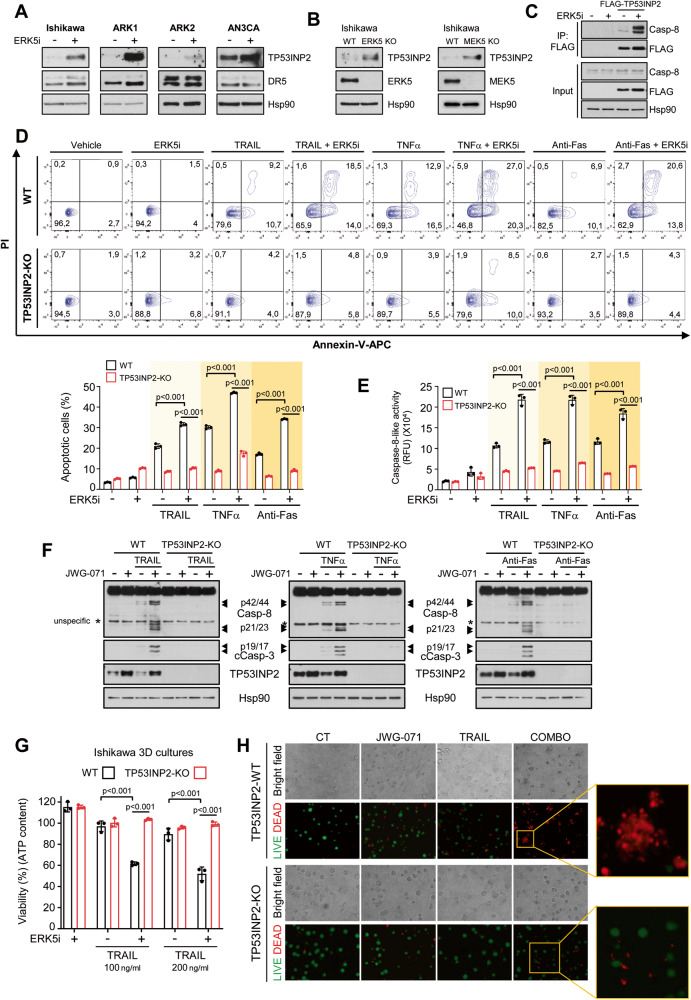
ERK5 inhibition or genetic deletion sensitize cancer cells to DR agonists by increasing TP53INP2 protein levels. **A** ERK5 inhibition upregulates TP53INP2 protein levels in EC cancer cells. Ishikawa, ARK1, ARK2 and AN3CA EC cells were treated for 24 h with either vehicle or 5 μM JWG-071. TP53INP2 and DR5 protein levels were determined by immunoblot analysis. **B** ERK5 or MEK5 genetic deletion upregulates TP53INP2 protein levels. **C** ERK5 inhibition increases the amount of TP53INP2 bound to Caspase-8. HEK293T cells overexpressing FLAG-TP53INP2 were treated with either vehicle or 3 μM JWG-071 for 6 h. After immunoprecipitation of FLAG-TP53INP2, the presence of Caspase-8 in the immunoprecipitated fraction was detected by immunoblot analysis. **D** TP53INP2 mediates the sensitization of EC cells to DR agonists exerted by ERK5i. Ishikawa wild type TP53INP2-KO cells were pre-treated 3 μM JWG-071 (16 h), treated with 50 ng/ml TRAIL, 20 ng/ml TNFα or 100 ng/ml Anti-Fas activating antibody for 24 h, and apoptotic cells were analyzed by flow cytometry (Annexin-V and PI staining). Lower panel shows the corresponding quantification of the results of three independent biological experiments (one-way ANOVA followed by Bonferroni multiple comparison test). **E**, **F** ERK5 inhibition favors caspase-8 activation in response to DR-ligands in a TP53INP2 protein-dependent manner. Caspase-8 activation was measured by a luminescent substrate (LETD) assay (**E**), or by monitoring Caspase-8 cleavage by immunoblot (**F**). Cells were pre-treated with JWG-071 (12 h) and further treated with 50 ng/ml TRAIL, 20 ng/ml TNFα or 100 ng/ml Anti-Fas activating antibody for 4 h. **G**, **H** ERK5 inhibition sensitize 3D cultures of EC Ishikawa cells to TRAIL in a TP53INP2-dependent manner. 3D cultures of Ishikawa wild type or TP53INP2-KO cells were pre-treated 12 h with JWG-071, and further treated with the indicated concentrations of TRAIL for 24 h. Viability of the 3D cultures was assessed by measuring intracellular ATP-content (**G**) or by LIVE/DEAD staining (**H**). Alive (green) and dead cells (red) were visualized by fluorescence microscopy. Statistical significance of **E** and **G** was calculated using one-way ANOVA followed by Bonferroni multiple comparison test. Individual *p*-values are indicated in each panel.

Next, we investigated whether TP53INP2 mediates the sensitization to DR ligands exerted by ERK5 inhibition. We generated CRSIPR/Cas9 TP53INP2-KO Ishikawa cells, to assess the apoptosis induced by DR agonists after pre-treatment with the ERK5i. Compared to wild type Ishikawa cells, TP53INP2-KO cells showed lower apoptosis in response to TRAIL, TNFα or FasL (Fig. 5D), confirming TP53INP2 as a player of the extrinsic apoptosis pathway [7]. Importantly, EC cells sensitization to DR agonists induced by ERK5 inhibition was greatly impaired in cells lacking *TP53INP2* (Fig. 5D). These results were further confirmed in cervical cancer HeLa cells where TP53INP2 was knocked-down (Supplementary Fig. 2). Accordingly, in EC TP53INP2-KO cells, ERK5 inhibition did not enhance caspase-8 activity induced by DR agonists (Fig. 5E, F). Finally, ERK5i sensitized Ishikawa-WT 3D cultures to TRAIL-induced toxicity, but not TP53INP2-KO 3D cultures (Fig. 5G, H). These results indicate that TP53INP2 mediates the sensitization to DR agonists exerted by ERK5 inhibition, by favoring caspase-8 activation.

### ERK5 phosphorylates and modulates TP53INP2 protein stability

We next investigated whether ERK5 activity could regulate TP53INP2 protein stability, a protein with a short half-life (4 h, [34]). We first studied the role of the proteasome in TP53INP2 proteostasis using cells ectopically expressing human FLAG-TP53INP2 (to avoid an effect due to transcriptional regulation). Short-time treatment (6 h) of Ishikawa and AN3CA EC cells with the proteasome inhibitor MG-132 resulted in a robust increase on FLAG-TP53INP2 protein levels (Fig. 6A). Of note, active ERK5 overexpression - but not ERK5 kinase-dead overexpression- resulted in impaired TP53INP2 protein levels, which were recovered by proteasome inhibition (Fig. 6A). We discarded a direct effect of MEK5 or ERK5 on the proteasome activity, since MEK5 or ERK5 inhibitors did not induce accumulation of cellular ubiquitylated proteins (Supplementary Fig. 3). These results suggested that ERK5 kinase activity mediates the TP53INP2 ubiquitylation required for its proteasomal degradation. This was confirmed by denaturing pull-down assays using cells overexpressing His-tagged ubiquitin, TP53INP2 and/or active ERK5. Proteasome inhibition increased TP53INP2 protein levels and accumulation of ubiquitylated species (Fig. 6B). Importantly, overexpression of active ERK5 in Ishikawa and AN3CA EC cells induced TP53INP2 ubiquitylation and proteosomal degradation, but not of the ubiquitylation-deficient TP53INP2-3K/R mutant [35] (Fig. 6C). On the contrary, ERK5 inhibition restored the low TP53INP2 protein levels induced by the protein synthesis inhibitor cycloheximide in Ishikawa and AN3CA EC cells (Fig. 6D). As a control, cycloheximide treatment did not affect protein expression of the ubiquitylation-deficient TP53INP2-3K/R mutant (Fig. 6D). We observed same results on TP53INP2 stability when using HEK293 cells (Supplementary Fig. 4). Of note, ubiquitylation-deficient TP53INP2-3K/R mutant showed higher basal protein levels than the wild type TP53INP2.

**Fig. 6:**
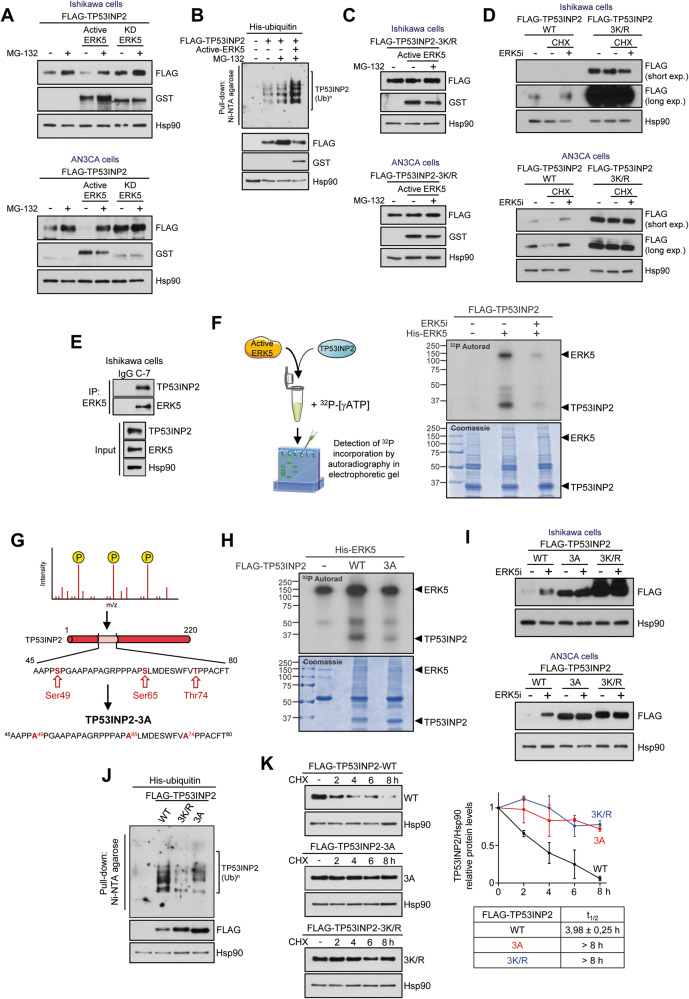
ERK5 phosphorylation of TP53INP2 induces ubiquitylation and proteasomal degradation of TP53INP2. **A** Active ERK5 overexpression induces TP53INP2 proteasomal degradation. Ishikawa and AN3CA EC cells were transfected with vectors encoding for FLAG-TP53INP2 and GST-tagged wild type ERK5 (ERK5-WT) or ERK5 kinase-dead mutant (ERK5-KD), in combination with a vector encoding for a constitutively active form of MEK5 (MEK5-DD). Cells were treated with either vehicle or MG-132 (6 h), and protein levels monitored by immunoblot analysis. **B** ERK5 kinase activity induces TP53INP2 ubiquitylation. HEK293T cells were transfected with plasmids encoding for FLAG-TP53INP2 and His-tagged ubiquitin, and/or for GST-tagged ERK5 and MEK5DD (active ERK5). After incubating with MG-132 (4 h), ubiquitylated TP53INP2 was affinity-purified and detected by immunoblotting. **C** Active ERK5 does not induce proteasomal degradation of the ubiquitylation-deficient mutant TP53INP2-3K/R in EC cells. Experiment was performed as in (**A**). **D** ERK5 inhibition stabilizes TP53INP2 protein levels. Immunoblot analysis of Ishikawa and AN3CA EC cell lysates overexpressing wild type or ubiquitin-deficient mutant, treated with ERK5i and the protein synthesis inhibitor cyclohexamide (CHX) for 8 h. **E** ERK5 interacts with TP53INP2. One milligram of Ishikawa cell lysates was immunoprecipitated with anti-ERK5 antibody, and levels of pelleted TP53INP2 and ERK5 were monitored by immunoblot analysis. **F**, **G** ERK5 phosphorylates TP53INP2 at Ser49, Ser65 and Thr74. **F** FLAG-TP53INP2 protein expressed in HEK293T was affinity purified, and incubated with pure active ERK5 in the presence of [γ-^32^P]-ATP. After resolving the proteins by SDS/PAGE electrophoresis, incorporation of ^32^P was monitored by autoradiography. **G** Schematic representation of the TP53INP2-3A phospho-deficient mutant. **H** The TP53INP2-3A mutant is poorly phosphorylated by ERK5. Experiment was performed as in (**F**). **I** In EC cells, the TP53INP2-3A and TP53INP2-3K/R mutants have higher protein expression than wild-type TP53INP2, and ERK5i does not affect protein levels of TP53INP2-3A and TP53INP2-3K/R mutants. Immunoblot analysis of Ishikawa and AN3CA cell lysates. **J**, **K** ERK5 phosphorylation induces TP53INP2 ubiquitylation and proteasomal degradation. **J**, Denaturing ubiquitylation assay of HEK293T cell lysates overexpressing the indicated TP53INP2 mutants. Experiment was performed as described in (**B**). **K** Immunoblot analysis of cells expressing wild-type, 3 A or 3 K/R mutants of TP53INP2, after blocking protein synthesis with cyclohexamide for the indicated times. Right panel shows the quantification of three independent experiments, and the half-life values for each of the TP53INP2 mutants.

Phosphorylation of KLF2 and cMYC by ERK5 regulates ubiquitylation and the proteostasis of these transcription factors [36, 37]. Given our results, we next explored whether this was also the case for TP53INP2. As it happens for other MAPKs, ERK5 requires to dock the substrate for an efficient phosphorylation. Immunoprecipitation assays using cell lysates with endogenous (Fig. 6E) or overexpressed GST-tagged ERK5 and FLAG-tagged TP53INP2 proteins (Supplementary Fig. 5), showed that both proteins interact with each other. Next, we performed in vitro radiochemical kinase assays, incubating affinity-purified TP53INP2 with pure recombinant active ERK5 [38] in the presence of ^32^P-[γATP]. ERK5 efficiently phosphorylated TP53INP2 in vitro (Fig. 6F). TP53INP2 phosphorylation and ERK5 autophosphorylation were ablated with the ERK5 inhibitor JWG-071 (Fig. 6F), indicating that trace contaminant kinases were not responsible for the phosphorylation.

To identify the TP53INP2 residues phosphorylated by ERK5, phosphorylated TP53INP2 was subjected to tryptic digestion and LC-MS/MS analysis. However, TP53INP2 is a proline-rich protein with low content of basic residues, and tryptic digestion only allowed the identification of peptides comprising the N-term (aa 1-23) and C-term (aa 145-220), where Thr12, Ser14 and Ser208 were identified equally phosphorylated in both control and ERK5 samples (Supplementary Fig. 6). These results suggested that ERK5 phosphorylates TP53INP2 central region (aa24-144). ERK5 is a proline-directed kinase that phosphorylates Ser/Thr residues immediately preceded/followed by a proline residue [39]. TP53INP2 central region contains two clusters of Ser/Thr residues preceded or followed by a proline: cluster 1, containing Ser49/Ser65/Thr74; and cluster 2, containing Ser94/Ser105/Ser121/Ser123/Thr141. We generated a TP53INP2 mutant in which the three putative phosphorylated sites in cluster-1 were mutated to Ala (TP53INP2-S49A/S65A/T74A, hereafter called TP53INP2-3A) (Fig. 6G). This mutant retained the ability to interact with ERK5 (Supplementary Fig. 7), but it was poorly phosphorylated by ERK5 (Fig. 6H), indicating that ERK5 at least phosphorylates Ser49, Ser65 and Thr74 in TP53INP2.

Next, we sought to investigate the impact of ERK5 phosphorylation in TP53INP2 stability, by comparing the ectopic expression in cells of wild type, phospho-deficient and ubiquitylation-deficient mutants. In Ishikawa and AN3CA EC cells, both phospho-deficient and ubiquitylation-deficient mutants showed similar expression, which was higher than wild type TP53INP2 (Fig. 6I). Furthermore, ERK5 inhibition increased the levels of wild-type TP53INP2 protein, but not of any of the mutants. Of note, ERK5 inhibition resulted in wild type TP53INP2 protein levels similar to those observed for basal expression of the 3 A or 3 K/R mutants (Fig. 6I). These results prompted us to investigate whether ERK5 phosphorylation affected TP53INP2 ubiquitylation, in denaturing pull-down ubiquitin experiments. Both ubiquitylation-deficient and phospho-deficient TP53INP2 mutants showed impaired ubiquitylation, compared to the wild type protein, suggesting impaired proteasomal degradation (Fig. 6J). This was confirmed in cycloheximide chase experiments: ectopically expressed TP53INP2 showed a half-life of ~4 h, while the phospho-deficient-3A mutant behaved as a more stable protein (similar to the ubiquitylation-deficient mutant, half-life >8 h) (Fig. 6K). Together, our results suggest that phosphorylation at Ser49, Ser65 and Thr74 by ERK5 induces TP53INP2 ubiquitylation and proteasomal degradation.

### ERK5 inhibition or its genetic deletion sensitize EC cells to TRAIL/FasL expressed by natural killer cells

Natural killer cells induce intrinsic and extrinsic apoptosis in cancer cells by two different mechanisms. Intrinsic apoptosis results from the action of the cytolytic pathway, induced by the release of perforin and granzymes that directly cleave and activate caspase-3. On the other hand, NK cells express membrane TRAIL and FasL, which bind DR4/5 (TRAIL receptors) and Fas (CD95) in target cells, triggering extrinsic apoptosis in tumor cells [40].

We studied whether ERK5 inhibition sensitizes EC cells to apoptosis induced by NK cells. We expanded NK cells from freshly isolated PBMCs of four healthy human donors and purified them. Expaned NK (eNK) cells displayed phenotypic differences compared to fresh NK cells (Supplementary Fig 8), and expressed higher levels of activating receptors involved in the response to tumor cells (e.g. NKG2D, NKp46, NKp30) [41] (Supplementary Fig 9A–C). eNK cells expressed granzyme B and perforin (Supplementary Fig. 9D, E) and displayed surface TRAIL (Fig. 7A) and FasL, the latter detected only following incubation with tumor cells (Fig. 7B), in agreement with a previous report [40].

**Fig. 7:**
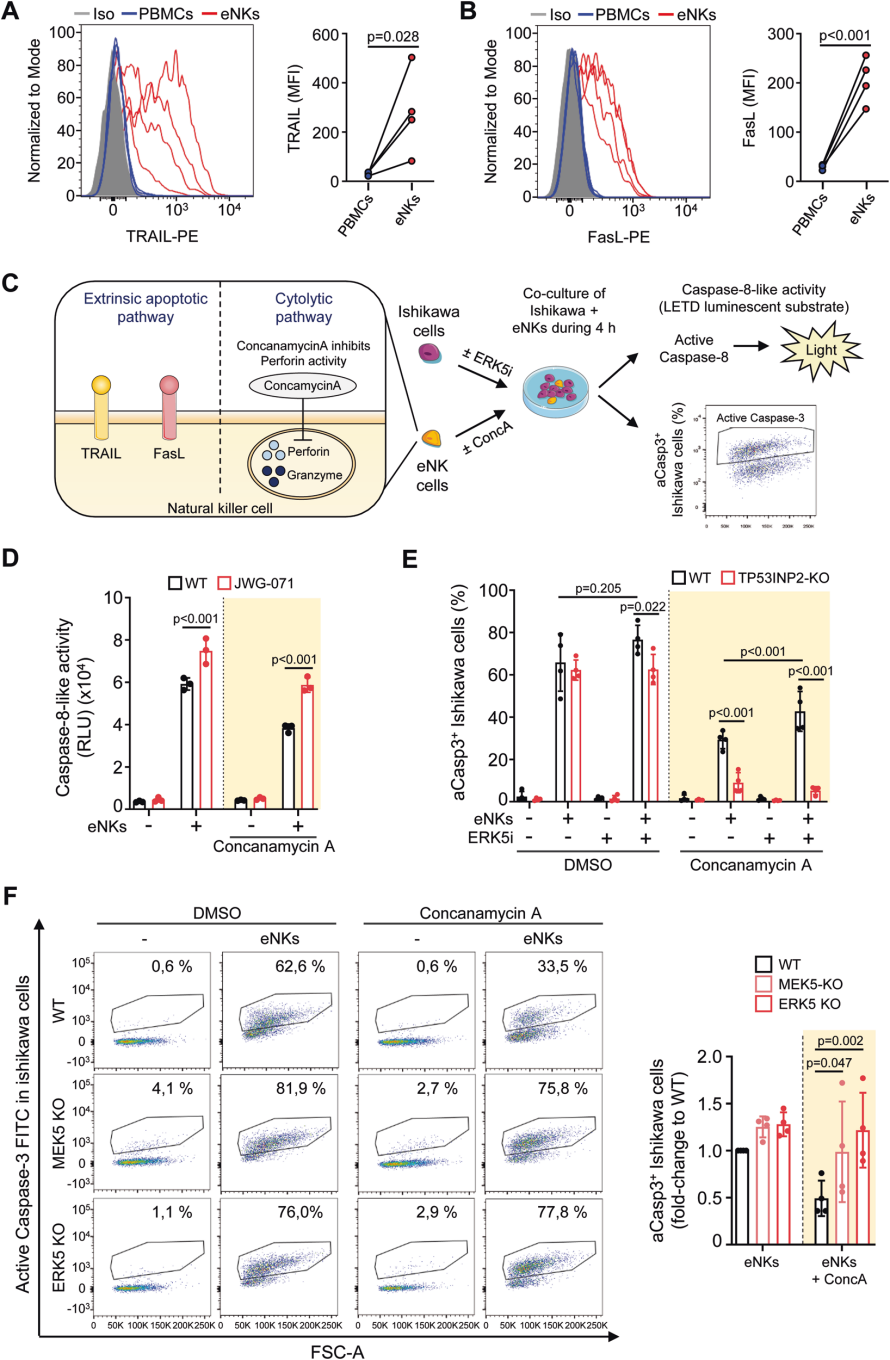
ERK5 inhibition or genetic deletion sensitizes Ishikawa EC cells to the cytotoxicity induced by the TRAIL and FasL expressed by eNK cells. **A**, **B** Expanded NK cells express detectable TRAIL and FasL proteins at the membrane**. A** TRAIL expression at the membrane of eNKs was detected by flow cytometry analysis. **B** eNK cells were co-cultured with Ishikawa EC cells (4 h) and surface FasL was detected by flow cytometry. **C** Schematic representation of the experiments performed co-culturing eNKs and EC cancer cells. eNKs from four different healthy donors were treated for 2 h with either vehicle (DMSO) or concanamycin A (yellow shading) to inhibit Perforin. Concanamycin A was maintained during the co-culture. **D** ERK5i enhances caspase-8 activation induced by eNKs (white shading), and caspase-8 activation induced by the eNKs TRAIL/FasL pathway (yellow shading) in EC cells. **E** TP53INP2 mediates EC cell sensitization to eNKs TRAIL/FasL pathway exerted by ERK5i. Active caspase-3 flow cytometry assay. Yellow shading histograms: TP53INP2-KO Ishikawa EC cells show impaired activation of caspase-3 in response to the eNK TRAIL/FasL cytotoxic pathway. Results are the mean ± SD of four independent biological samples (donors). **F** MEK5 or ERK5 genetic deletion sensitize Ishikawa EC cells to the cytotoxicity induced by the eNK TRAIL/FasL cytotoxic pathway. Flow cytometry analysis for caspase-3 activation (cleaved caspase-3). Right histograms show the corresponding caspase-3 quantification. Yellow shading histograms show the results obtained for the eNK TRAIL/FasL cytotoxic pathway. Results are the mean ± SD of four independent biological samples (donors). **D**–**F** Statistical significance was calculated using one-way ANOVA followed by Bonferroni multiple comparison test. Individual *p*-values are indicated in each panel.

Ishikawa EC cells were treated with ERK5 inhibitor or vehicle, exposed to human eNKs, and apoptosis was quantified by measuring either caspase-8 activity (luminescent substrate LETD) or cleaved caspase-3 (flow cytometry staining) (Fig. 7C). In EC cells, ERK5 inhibition enhanced eNK-induced caspase-8 activity even when perforin was inhibited with Concanamycin A [42] (Fig. 7D, yellow shading). Parallel experiments showed that ERK5i also tended to increase (but not significantly) eNKs-induced caspase-3 activity in Ishikawa cells, an effect which became particularly evident when the eNK cytolytic pathway was inhibited with Concanamycin A (Fig. 7E). These results suggest that ERK5 inhibition sensitizes EC cells to the extrinsic apoptosis induced by TRAIL and FasL expressed by NK cells. This effect was mediated by TP53INP2, since TP53INP2 genetic deletion mostly protected Ishikawa cells from apoptosis induced by eNK cell TRAIL/FasL (Fig. 7E). Of note, the ERK5 inhibitor did not sensitize TP53INP2-KO cells to apoptosis induced by TRAIL/FasL expressed by eNKs (Fig. 7E). Analogous experiments were carried out using MEK5-KO or ERK5-KO EC cells. Similar to ERK5 inhibition, genetic deletion of MEK5 or ERK5 increased eNK cell-induced apoptosis of EC cells, particularly when the cytolytic pathway was inhibited (Fig. 7F). Together, our preliminary results suggest that ERK5 inhibition could enhance the NK-TRAIL/FasL-induced apoptosis in cancer cells, most likely by regulating TP53INP2 protein stability.

### ERK5 inhibition sensitizes EC patient-derived xenograft organoids (PDXOs) to TRAIL-induced toxicity

To further explore the therapeutic potential of ERK5 inhibition as a rTRAIL sensitizer agent, we generated EC patient-derived xenograft organoids (PDXOs). Organoids are advanced 3D cellular structures that accurately recapitulate the key molecular, genetic and histological features and functions of original tissues or tumors. Importantly, cancer organoids have proved to be a valuable tool to test novel drugs and therapeutic strategies to foster the tackling of different solid cancers [43]. In our case, EC PDXOs mimic the architecture of the original tissue, reflect the genetic profile of endometrial tumors, and predict patient prognosis [44, 45]. Thus, PDXOs represent a highly relevant preclinical tool to study endometrial cancer. We generated PDXOs from 2 EC patients (Supplementary Fig. 10). Immunofluorescence analysis confirmed the structural organization of the cells into organoids, with the presence of two key glandular epithelial markers, EpCAM (Fig. 8A) and E-cadherin, and the mesenchymal and cytoskeleton markers vimentin and F-Actin, respectively (Fig. 8B). The positive and heterogeneous staining of the epithelial markers in our PDXOs recapitulated the morphological organization of endometrial tumors (Fig. 8A, B). Next, we tested the effect of ERK5i in PDXOs in combination with rTRAIL, by measuring the viability of the PDXOs using two different techniques: intracellular ATP quantification (Fig. 8C), and LIVE/DEAD assay (Fig. 8D). PDXOs from the two patients showed different sensitivities to TRAIL, confirming that EC PDXOs exhibit patient-specific responses to drugs [44]. Thus, TRAIL treatment as a single agent decreased the viability of PDXOs from patient 440, but did not affect viability of PDXOs from patient 1297 even at high concentrations (50 ng/ml). Interestingly, pre-incubation with the ERK5i sensitized both PDXOs to TRAIL-cytotoxicity (Fig. 8B, C). Together, our results suggest ERK5i as a promising strategy to sensitize EC tumors to TRAIL anticancer activity, independently of the sensitivity status of the patients to TRAIL.

**Fig. 8:**
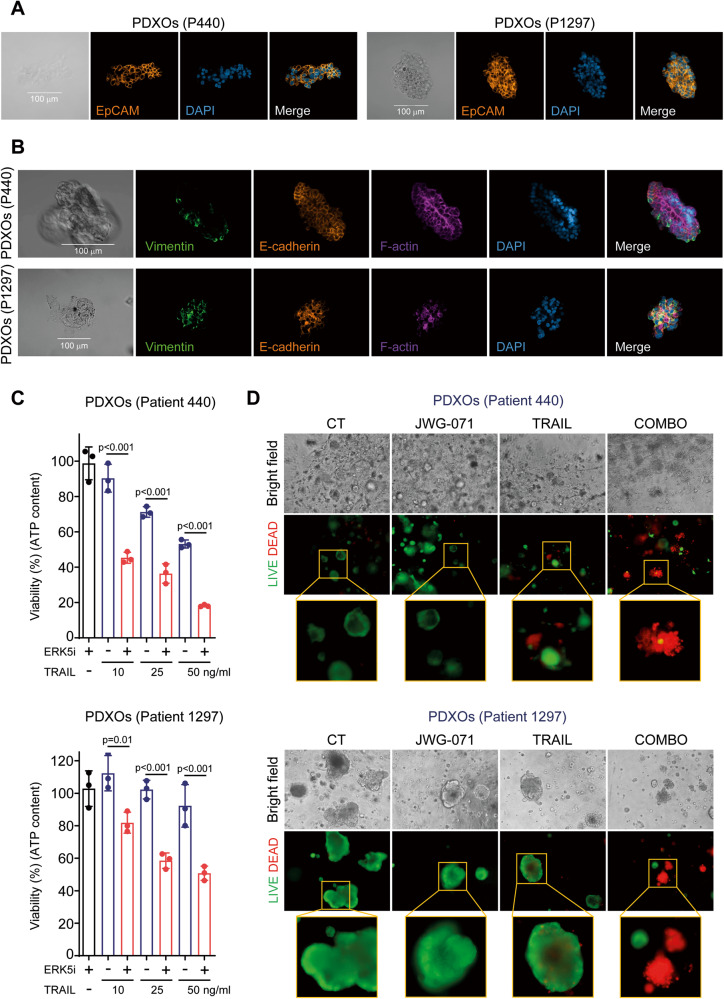
ERK5 inhibition sensitizes PDX-derived organoids (PDXOs) from endometroid endometrial cancer patients to TRAIL-induced cytotoxicity. **A**, **B** PDXOs recapitulates the morphological organization of endometrial tumors. Confocal immunofluorescence imaging of PDX-Os from patients 440 and 1297 stained with epithelial (EpCAM and E-cadherin), mesenchymal (vimentin), cytoskeleton (F-actin) and nuclei (DAPI) markers. Scale bars are represented in the bright field photos. **C**, **D** ERK5 inhibition sensitize EC PDX-Os to TRAIL-induced cytotoxicity. PDX-Os from patients 440 and 1297 were pre-treated with either vehicle or 5 µM JWG-071 for 12 h, previous treatment with TRAIL (48 h). Cytotoxicity was assessed by measuring intracellular ATP levels in PDXOs (**C**), or by LIVE/DEAD staining of PDX-Os (**D**) (alive cells, green; dead cells, red). Statistical significance was calculated using one-way ANOVA followed by Bonferroni multiple comparison test. Individual *p*-values are indicated in each figure.

## Discussion

Extrinsic apoptosis is triggered by direct binding of DR ligands (TRAIL, TNFα and FasL) to their cognate receptors. In this study, we described a new signaling pathway involved in sensitization of cancer cells to the apoptosis induced by death receptor ligands. Hence, MAPK ERK5 phosphorylates and induces the ubiquitylation and proteasomal degradation of TP53INP2, a protein required for K63 ubiquitylation and full activation of caspase-8 in response to DR ligands.

Recent work has described an important role for TP53INP2 in regulating the extrinsic apoptotic pathway. TP53INP2 binds to caspase-8, acting as a scaffolding protein that facilitates the recruitment of the E-3 ligase TRAF6 [7]. TRAF6 mediates caspase-8 K63-linked ubiquitylation, required for caspase-8 oligomerization and full activation [32]. Thus, ectopic overexpression of TP53INP2 sensitized cancer cells to DR ligands-induced apoptosis [7], suggesting modulation of TP53INP2 proteostasis as a new strategy to improve the apoptosis induced by DR ligands. Here, we showed that cellular TP53INP2 has a short half-life (4 h), is degraded at the proteasome upon ubiquitylation, and that phosphorylation regulates its stability. Specifically, we found that ERK5 phosphorylates at least three residues (S49, S65 and T74) located at the N-terminal end of TP53INP2, between the LC3-interacting region (LIR) and the ubiquitin interacting motif (UIM) [7]. Although we cannot discard the phosphorylation of other residues by ERK5, our results suggest that ERK5-mediated phosphorylation of S49, S65 and T74 is enough to induce TP53INP2 ubiquitylation and proteasomal degradation. Thus, it is likely that this multisite phosphorylation could allow the recruitment of the putative E3 ligase responsible for TP53INP2 ubiquitylation, yet to be discovered. In this regard, ERK5 is emerging as a protein kinase that regulates the stability of its substrates. For instance, ERK5 phosphorylates KLF2 transcription factor at three Ser/Thr-Pro residues (T171, S175 and S247), allowing the recruitment of FBXW7 substrate adaptor of the RING-finger E3 ubiquitin ligase Cullin-1, which ubiquitylates and induces proteasomal degradation of KLF2 [36]. On the contrary, phosphorylation of c-MYC at Ser62 by ERK5 impairs the recruitment of the FBXW7 substrate adaptor, resulting in increased c-MYC protein stability [37]. It will be important to investigate whether FBXW7 also regulates TP53INP2 ubiquitylation upon ERK5 phosphorylation.

We found that ERK5 pathway inhibition or genetic deletion sensitized cancer cells to DR ligands-induced apoptosis. This effect was mediated by the stabilization of TP53INP2 protein levels, and not due to transcriptional regulation of the *TP53INP2* gene. Mechanistically, ERK5 inhibition impaired TP53INP2 proteasomal degradation, which resulted in elevated TP53INP2 protein levels and higher TP53INP2-Caspase 8 complex levels. In this scenario, elevated TP53INP2 levels could facilitate the ubiquitylation and full activation of caspase-8 in response to DRs activation. Whether TP53INP2 stability is also regulated by other oncogenic protein kinases, as the MEK5-ERK5 pathway does, deserves future investigation. If so, TP53INP2 proteostasis could emerge as a central node regulating sensitivity/resistance to DR agonist cytotoxicity, by integrating oncogenic signaling pathways involved in cancer cell survival. Of note, we cannot rule out other players contributing to the sensitization to DR ligands-induced apoptosis exerted by inhibition of the ERK5 pathway. In this regard, transcriptomic analysis identified minor but significant changes on FLIP (log_2_ FC −0,57) and XIAP (log_2_ FC −0,27) mRNA levels in response to ERK5 inhibition, two key proteins involved on resistance to DR ligands cytotoxicity [46]. 

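CFLAR (gene ID 8837), which encodes FLIP, an inhibitor of caspase-8 activation, fell from 11.7 ± 0.41 to 7.66 ± 0.11 FPKM (SD, n = 3 libraries each; log2 fold change −0.55, standard error 0.05, adjusted p = 3.8e-06 from limma). XIAP (gene ID 331), which inhibits caspases directly, fell from 11.3 ± 0.50 to 8.72 ± 0.43 FPKM (log2 fold change −0.34, standard error 0.05, adjusted p = 3.3e-04 from limma). CASP8 itself (gene ID 841), the target of FLIP, fell from 7.53 ± 0.30 to 5.38 ± 0.30 FPKM (log2 fold change −0.42, standard error 0.06, adjusted p = 9.1e-05 from limma). In each of the 3 genes, every JWG-071 library lay below every control library (two-sided exact permutation test, p = 0.10, the smallest that 3 libraries against 3 allow). Such separation, in either direction, was found in 59.2% of all tested genes. Another inhibitor of apoptosis, BIRC2, which encodes cIAP1, fell from 17.8 ± 1.0 to 14.7 ± 0.87 FPKM (log2 fold change −0.26), and RIPK1, a kinase of the death receptor complexes, rose from 10.0 ± 0.53 to 12.4 ± 0.064 FPKM (log2 fold change 0.28). In GENCODE release 29 (GRCh38), CFLAR lies on chromosome 2 from 201116104 to 201176687, CASP8 from 201233443 to 201287711, and XIAP on chromosome X from 123859724 to 123913979. CFLAR and XIAP each overlap an antisense gene (CFLAR-AS1 and XIAP-AS1), whose reads could be counted for them if strand was not used.

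**Figure D2:**
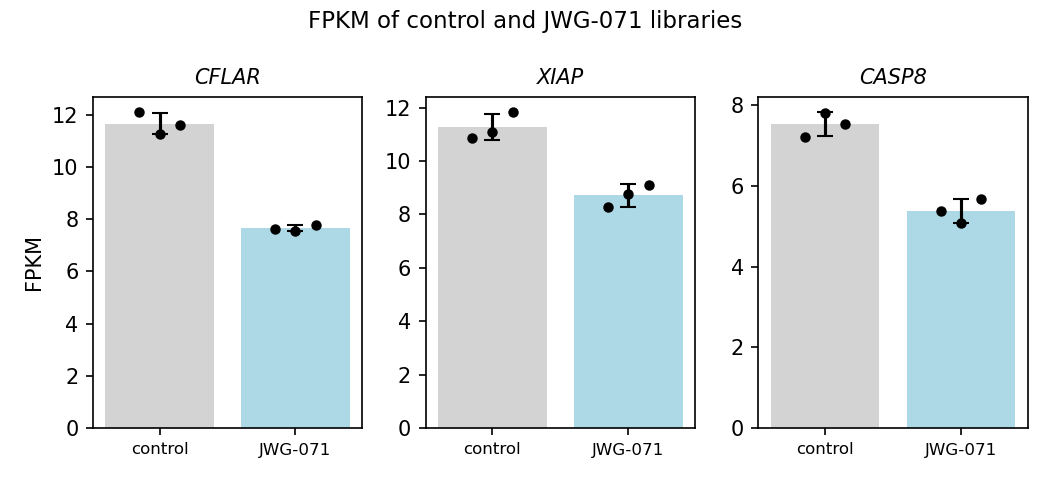
FPKM of CFLAR, XIAP and CASP8 in the 3 control and 3 JWG-071 libraries (points), with bars for the group mean and lines for the SD. All 3 JWG-071 points lie under the 3 control points in each gene.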

Future work, such as comprehensive proteomic analysis, is needed to investigate whether ERK5 inhibition impairs FLIP and XIAP protein level, as observed for the CDK1/2/9 and ERK5 multiple kinase inhibitor TG02 [47].

Among DR ligands, only TRAIL-receptor agonists (TRAs) have been developed as anticancer agents. Although FasL and TNFα show potent cytotoxicity in cancer cells, the use of these DR agonists in the clinic has been jeopardized by their severe toxicity in normal cells and tissues. Thus, TNF-α and FasL are cytotoxic towards hepatocytes, and induce lethal liver injuries in animal models [48, 49]. On the contrary, TRAIL selectively induces apoptosis in cancer cells [8]. However, despite initial hopes, TRAs have shown limited therapeutic benefits in clinical trials due to inherent resistance of primary tumors to TRAIL-treatment [50]. Consequently, much effort has been addressed to identify strategies to improve the anticancer activity of TRAs. Initially, strategies addressed specific resistance mechanisms driven by anti-apoptotic proteins such as IAPs and Bcl-2 family members, but they did not show benefit in clinical trials due to the heterogeneous nature of human cancers [51]. Lately, it has been proposed the use of protein kinase inhibitors to remove resistance to TRAs-based therapies, given their ability to simultaneously block both oncogenic pathways and several proteins involved in this resistance [9]. In this work, using cancer cell lines from different origin and known to be resistant to recombinant TRAIL, we demonstrated that pharmacologic inhibition of ERK5 is an effective strategy to improve TRAIL cytotoxicity, by stabilizing TP53IP2 protein levels. Interestingly, ERK5 inhibition or MEK5 genetic deletion also sensitized NSCLC KRAS mutated A549 cells to TRAIL cytotoxicity, a model where TRAIL induces cancer progression, invasion and metastasis instead of activating apoptosis [50, 52]. These preliminary results suggest that ERK5i switches the protumoral phenotype of TRAIL to an antitumoral (apoptotic) phenotype in NSCLC harboring activating KRAS mutations. Importantly, we also show that ERK5i sensitized EC patient-derived xenografts (PDXOs) to rTRAIL toxicity. Numerous studies have reported organoids as a valuable and validated tool to test novel drugs and therapeutic strategies to tackle different solid cancers [43]. The EC PDXOs used in our study are a highly relevant preclinical tool for EC, as they maintain the genetic profile of EC subtypes predicting patient prognosis against treatments [44]. Hence, our results support the use of ERK5 inhibitors to sensitize EC tumors to TRAs-based therapies. Future work is required to investigate whether this strategy might work for other cancer types.

Natural killer cells are critical players of the anti-tumor action of the immune system. Lately, NK cells have gained significant attention for cancer immunotherapy, since their cytotoxic activity does not require prior exposure to tumor antigens and they can efficiently kill tumor cells with minimal graft-versus-host disease [53]. However, tumor cells frequently escape the immune attack due to inherent resistance mechanisms to apoptosis [54]. Therefore, drugs that sensitize tumors to the NK cytotoxicity are gaining clinical relevance. Here, we provide preliminary evidences showing that ERK5 inhibition could sensitize EC cells to the extrinsic apoptosis induced by TRAIL/FasL expressed by eNKs. Our results agree with a previous report showing that ERK5 silencing sensitized leukemic cells to the cytotoxicity exerted by FasL-expressing NK cells [55], although the authors did not deep into the mechanistics of such effect. Our study points TP53INP2 protein as the key player in this process, since sensitization of EC cells to NK cells required TP53INP2 protein stabilization. Furthermore, more work is required to stablish whether the enhanced eNK-induced apoptosis induced by ERK5i is due to an effect on the TRAIL/FasL-induced extrinsic pathway rather than on intrinsic apoptosis induced by perforin and granzymes. If so, ERK5 inhibitors might be relevant for improving the efficacy of NK-based immunotherapies, since NK cells switch from granzyme/perforin-mediated cancer cell death to TRAIL/FasL-induced cytotoxicity during subsequent tumor cell encounters (also called serial killing) [40]. In this regard, it will be important to investigate whether modulation of the ERK5-TP53INP2 pathway also affects the expression of components of both cytolytic (granzymes/perforin) and TRAIL/FasL pathways in NK cells. Whether the results observed with our preparations of eNK cells might be extrapolated to different clinical adoptive immunotherapy protocols deserve attention [56].

The MEK5-ERK5 pathway regulates proliferation and survival of many solid cancers, including endometrial cancer [16], among others. MEK5 or ERK5 pharmacologic inhibitors have shown anticancer activity in xenograft models of several cancers, so ERK5 has been proposed as a new target to tackle several solid cancers. Of relevance for our work, ERK5 inhibitors sensitize tumor xenografts to standard chemotherapics such as 5-fluorouracil [57], doxorubicin [58], paclitaxel [16] or docetaxel [59], potentiating the intrinsic apoptosis exerted by chemotherapy treatments. Here, we provide for the first time evidence supporting a role for ERK5 kinase activity in the extrinsic apoptotic pathway. Hence, we propose pharmacologic modulation of ERK5 kinase activity as an effective way to improve the anticancer efficacy of apoptosis activating drugs, and support further preclinical development of ERK5 inhibitors.

## Materials and methods

### Reagents

ERK5 inhibitors JWG-071 (Merck), AX-15836 (MedChemExpress), and MEK5 inhibitors BIX02188 and BIX02189 (Selleckchem) were diluted in dimethyl sulfoxide (DMSO, Sigma). Pan-caspase inhibitor Q-VD(OMe)-OPh (APExBIO) was diluted in DMSO. Death-receptor agonists, TRAIL (Peprotech) and TNFα (Merck) were diluted in H_2_O 0.1% BSA, and anti-Fas activating antibody (Merck) was diluted in 50% glycerol in PBS.

### DNA constructs

The pEBG2T vectors encoding GST-tagged human ERK5 (WT) and ERK5 kinase-dead mutant (D200A) were a gift from Dr. P. Cohen (MRC Protein Phosphorylation Unit, Dundee, UK) [38]. The pCMV5 vector encoding for HA-tagged constitutively active MEK5 (MEK5DD) was a gift from Dr. E. Nishida (Kyoto University, Japan) [60]. The vectors encoding human N-Terminal FLAG-tagged TP53INP2 were generated by inserting the human TP53INP2 full-length coding sequence into a pCDNA3.1 vector, using the restriction sites NheI and XhoI. The FLAG-tagged human TP53INP2 mutants 3 A (Ser49Ala, Ser65Ala, Thr74Ala) and 3 K/R (Lys 165/187/204 mutated to Arg) were generated using the same strategy, inserting the synthetic sequences (ProteoGenix) into a pCDNA3.1 vector. The pCMV vector encoding 6xHis-tagged ubiquitin was a gift from Dr. A. C. Vertegaal (Leiden University, Netherlands) [61].

### Cells, cell culture and transfection

AN3CA (Cat#HTB-111) endometrial cancer (EC) cells, HeLa (Cat#CCL-2) cervical cancer cells, A549 (Cat#CCL-185) non-small cell lung cancer cells, LnCaP (Cat#CRL-1740) prostate cancer cells and SK-N-AS (Cat#CRL-2137) neuroblastoma cells were purchased from ATCC. Ishikawa (Cat#99040201) EC cells were from ECACC and were purchased from Sigma. ARK1 and ARK2 endometrial cancer (EC) cells were a gift from Dr. E. Colas (VHIR, Barcelona). HeLa, ARK1, ARK2 and A549 cells were maintained in Dulbecco’s Modified Eagle’s Medium (DMEM; Thermofisher) supplemented with 10% foetal bovine serum (FBS; Gibco) and 1% Penicillin/Streptomycin (Pen/Strep; Gibco). AN3CA were maintained in DMEM-F12 medium (ThermoFisher) supplemented with 10% FBS and 1% Pen/Strep. SK-N-AS cells were cultured in Iscove′s Modified Dulbecco′s medium (IMDM; Thermofisher) with 20% FBS (Gibco), 1% Pen/Strep (Gibco) and 1% Insulin-Transferrin-Selenium (Gibco). Ishikawa cells were maintained in Modified Eagle Medium (MEM; Thermofisher). LnCaP cells were maintained in Roswell Park Memorial Institute Medium (RPMI-1640; Gibco) supplemented with 10% FBS (Sigma), 1% Pen/Strep (Gibco), nonessential amino acids (NEAA; Sigma), sodium pyruvate (Gibco) and HEPES (Gibco). All cell lines were tested for mycoplasma contamination every month. HEK293T cells were transfected using Polyethylenimine (PEI; Polysciences), and Ishikawa and AN3CA cells were transfected using Lipofectamine2000^TM^ (Thermofisher) as described before [62].

For 3D cultures of EC cells, a Matrigel (Corning) layer of approximately 1–2 mm in thickness was seeded per well in a 96-well plate. After solidification of the Matrigel layer at 37 °C, 2500 Ishikawa cells were seeded per well in basal medium (DMEM/F-12, 1 mM sodium pyruvate, 1% Pen/Strep) supplemented with 2% dextran-coated charcoal-stripped serum (Cytiva) and 3% Matrigel. 3D cultures were then left to grow during 5–7 days before performing the corresponding viability experiments.

### Generation of MEK5, ERK5 and TP53INP2 knockout cells by CRISPR/Cas9 technology

We used CRISPR/Cas9 technology to genetically delete the MEK5 gene (*MAP2K5*) in HeLa, Ishikawa and A549 cells, the ERK5 gene (MAPK7) in Ishikawa cells, and the TP53INP2 gene (*TP53INP2*) in Ishikawa cells. We used the following commercial kits from Santa Cruz technology: MEK5 (sc-401688-KO and sc-401688-HDR), ERK5 (sc-400891-KO and sc-400891-HDR) and TP53INP2 (sc-405261-KO-2 and sc-405261-HDR-2). Briefly, cells were co-transfected with the KO plasmid (containing the sgRNAs for the specific gene and the Cas9 endonuclease gene) and the HDR plasmid (which contains puromycin-resistance gene that is inserted into the cut sites of the target genes through a HDR mechanism). The KO cells acquiring the puromycin resistance gene were selected with 1 ug/ml of puromycin (Sigma) for ~3 weeks. Single colonies were recovered, monitored for target gene expression, and further expanded and stored in liquid nitrogen.

### Cell lysis, immunoblotting and immunoprecipitation

For immunoblot analysis cells were lysed in ice-cold RIPA buffer supplemented with 50 mM NaF, 5 mM sodium-pyrophosphate and 1 mM sodium-orthovanadate. Cell lysates were sonicated and centrifuged at 12.000 g for 12 min at 4 °C, and supernatants were stored at −20 °C until use. Protein concentration was determined using Pierce™ Coomassie Plus reagent (Thermofisher). Proteins were resolved in SDS-PAGE gels and electrotransferred onto nitrocellulose membranes (Merck). After incubation with the appropriated primary antibody, detection was performed using horseradish peroxidase-conjugated secondary antibodies and enhanced chemiluminescence reagent (Bio-Rad). Primary and secondary antibodies used are given in Supplementary Table 2. Full and uncropped western blots are provided as supplemental material.

For immunoprecipitation, cells were lysed in ice-cold NP-40 buffer (50 mM Tris-HCl, 0.27 M Sucrose, 1 mM orthovanadate, 1 mM EDTA, 1 mM EGTA, 10 mM glycerol-phosphate disodium salt, 50 mM NaF, 5 mM sodium pyrophosphate, 0.5% (w/v) NP40, pH 7.5). Protein G-sepharose beads (Cytiva) bound to 2.5 ug of the corresponding antibody were incubated with 1 mg of cell lysate for 2 h at 4 °C with rotation. Then, immunoprecipitates were washed twice with NP-40 buffer supplemented with 150 mM NaCl, and once with kinase buffer (Tris-HCl 50 mM, 0.1 mM EGTA, pH 7.5). Proteins were then eluted with Laemmli buffer and boiled for 5 min at 95 °C. Immunoprecipitation of cell lysates overexpressing FLAG-tagged or GST-tagged proteins were performed using anti-FLAG-M2 affinity beads (Merck) or glutathione-Sepharose beads (Cytiva).

### Cell viability and clonogenic assays

Cell viability was determined using the MTT (3-(4,5-dimethyl-2-thiazolyl)-2,5-diphenyl-2H-tetrazolium Blue, Sigma) reduction assay. For clonogenic assays, 1000 Ishikawa cells were seeded in 6-wells plates. Twenty-four hours later, cells were treated with the indicated treatments for 10 days and stained with 0.5% crystal violet solution. Colonies were counted using ImageJ (FiJi).

### Flow cytometry analysis of apoptosis

Apoptosis analysis was performed using an Annexin-V Apoptosis detection kit (Invitrogen). Briefly, treated cells were trypsinized and counted. 10^5^ cells were selected for the staining. Cells were washed with PBS, twice with the binding buffer, and finally incubated with Annexin-V-APC and PI for 15 min. Samples were then acquired on a BD LSRFortessa (BD Biosciencies) flow cytometer and analyzed with FlowJo software (vX.0.7, TreeStar).

### Caspase-8 activity assay

Cells were cultured in 96-well white plates with clear bottom (Corning). Twenty-four hours later, cells were treated, and caspase-8 activity was measured using the Caspase-Glo® 8 kit (Promega), which uses the specific caspase-8 substrate LETD sequence, following the manufacturer’s instructions. Luminescence was measured in a Spark microplate reader (TECAN).

### In vitro radiochemical ERK5 kinase activity assay

Lysates from HEK293T cells overexpressing FLAG-tagged wild typeTP53INP2 or the TP53INP2-3A were affinity-purified with anti-FLAG-M2 affinity beads (Merck). Then, beads containing the immunoprecipitated TP53INP2 proteins were incubated with 200 ng of active ERK5 [38] in kinase buffer. Reactions (total volume 50 μL) were started by adding a mixture of 10 mM MgCl_2_, 200 μM [γ-^32^P]-ATP (400 cpm/pmol). Assays were carried out at 30 °C for 15–30 min and terminated by adding 5× Laemmli buffer. Finally, samples were boiled for 5 min at 95 °C, resolved by SDS/PAGE gel electrophoresis, and radioactivity detected by autoradiography.

### In vivo TP53INP2 ubiquitination assay

HEK293T cells overexpressing His-Tagged Ubiquitin, FLAG-TP53INP2 and/or GST-ERK5 and HA-MEK5DD (constitutively active), were resuspended in 1 ml of Buffer A (6 M guanidinium-HCl, 100 mM Na2HPO4/NaH2PO4, 10 mM Imidazole, pH 8), sonicated for 1 min, passed through a 25 G syringe, and finally centrifuged for 15 min at 15.000 g. The resulting supernatants were incubated with 25 ul of Ni^2+^-NTA-agarose beads for 2 h at room temperature with rotation. Beads were successfully washed as follows: twice with Buffer A, four times with Buffer B (buffer A) diluted 1:3 in buffer C (25 mM Tris-HCl, 20 mM Imidazole, pH 6.8), and twice with buffer C. Ubiquitylated proteins were eluted with Buffer C containing 250 mM Imidazole for 15 min at 37 °C. After adding Laemmli buffer, eluted proteins were boiled for 5 min at 95 °C, resolved in a SDS/PAGE gel and immunoblotted using anti-TP53INP2 antibody.

### Phosphoproteomic analysis

Purified FLAG-tagged TP53INP2 was incubated with 200 ng of active ERK5 in kinase buffer with 200 µM ATP for 30 min at 30 °C, in a total reaction volume of 50 µl. The reaction was terminated by adding 5x Laemmli buffer, samples resolved in SDS/PAGE gel electrophoresis and stained with Coomassie Blue. The band corresponding to TP53INP2 was excised and digested with sequencing grade modified trypsin (Promega), using LFASP digestion protocol. Extracted peptides were analyzed by label-free liquid chromatography-tandem mass spectrometry (LC-MS/MS) at the LP-CSIC/UAB Service facility. LC-MS/MS was performed using an Agilent 1200 nanoflow system (Agilent Technologies) coupled to an LTQ-Orbitrap XL mass spectrometer (Thermo Fisher Scientific) equipped with a nanoelectrospray ion source (Proxeon Biosystems). Peptides were identified using Proteome Discoverer v1.4 and SwissProt human database, and analyzed using MASCOT database search (matrixscience.com) to identify phospho-Ser/Thr and phospho-Tyr.

### Generation of EC patient-derived xenograft organoids (PDXOs)

Each tumor tissue from EC PDXs was transferred into a 50-ml Falcon tube containing washing medium (DMEM/F12 supplemented with 1% L-glutamine, Penicillin-Streptomycin and 10 mM HEPES) and kept on ice until the start of the isolation. Tissues were minced using scalpels, followed by sedimentation with washing medium supplemented with 0.1% BSA during 2–3 min, to wash away any potential microorganisms or cell types not contributing to the establishment of organoids. Enzymatic digestion was done with 1.25 U/ml dispase II (Merck), 0.4 mg/ml collagenase from Clostridium histolyticum type V (Merck), and ROCK inhibitor Y-27632, on an orbital shaker for 60 min at 37 °C. Undigested tissue was discarded using a 100 μm cell strainer, and red blood cell lysis buffer (Merck) was subsequently added to the pellet. Single cells were then resuspended in BME (basement membrane extract, Bio-Techne) and seeded (20 μl droplets) onto non-treated 12-well culture plates. The suspension of organoids and BME was solidified at 37 °C for 10–15 min before covering each well with 750 μl of standard organoid medium containing washing medium supplemented with 100 ng/ml recombinant human EGF (Bio-Techne), recombinant human Noggin (100 ng/ml, Stemcell Technologies), B-27 supplement (ThermoFisher), 10 μM Y-27632 (Miltenyi Biotec), 100 nM SB202190 (Merck), 10 nM 17-β Estradiol (Merck), 10 μM Nicotinamide (Merck), 500 nM A83-01 (Merck), 250 ng/ml recombinant human R-spondin (Stemcell Technologies) and N-acetyl-L-cysteine 1.25 mM (Merck). All analyses involving patients and human samples follow the normative and procedures of the Valle Hebron Hospital. The corresponding permissions and protocols involved were approved by the Institutional Review Boards, with informed consent the patients involved. VHIR protocol CEIC: PRAMI276_2018.

### Viability assays in 3D cultures and EC PDXOs

Cells were seeded in 96-well white plates with clear bottom (Corning). When the 3D cultures or organoids were formed, they were treated for the indicated times and viability was assessed using the CellTiter-Glo® 3D Cell viability kit (Promega), following the manufacturer’s instructions. The CellTiter-Glo® 3D Cell viability kit measures the intracellular ATP content of the 3D cultures which is directly related to the viability of the cells. Luminescence was measured in a Spark microplate reader (TECAN). In parallel experiments, viability measurement was performed using a LIVE/DEAD viability/cytotoxicity kit assay (Thermofisher), as described before [62].

### EC PDXOs immunofluorescence microscopy

Organoids were extracted from their BME matrix by adding ice-cold cell recovery solution (Corning) for 30–60 min. This procedure enables the dissolution of BME without damaging the organoids, and allows an optimal penetration of the antibody. Then, organoids were fixed with 4% (w/v) paraformaldehyde at 4 °C for 45 min. Throughout the protocol, samples were washed extensively to avoid background or loss of signal. Primary antibodies E-cadherin (Abcam), Vimentin (Abcam) and EpCAM (Cell Signalling) were incubated overnight at 4 °C on a horizontal shaker (40 rpm). Secondary antibodies Mouse IgG Alexa Fluor 555 (Abcam), Rabbit IgG Alexa Fluor 488 (Abcam) and the Phalloidin-iFluor 647 (Abcam) were added to each well and incubated overnight in the same conditions. Antibodies used in this process are listed in Supplementary Table 3. Optical clearing was accomplished by resuspending the organoids with homemade fructose-glycerol clearing solution. For slide preparation, a slice of double-sided tape was added on both sides of the slide to lift the coverslip, thereby maintaining the 3D structure of the organoids. The slide was then visualized by fluorescence confocal microscopy (Zeiss LSM980).

### RNA-seq analysis

Ishikawa cells were treated with either vehicle or JWG-071 for 24 h, and then lysed for RNA purification. RNA was purified from Ishikawa cells using RNeasy kit (Qiagen). RNA quality was evaluated using a Bioanalyzer 2100 (Agilent), and samples with a RIN value higher than 7 were selected. Then, libraries were prepared using TruSeq Kit (Illumina). RNA-sequencing (30 million reads per sample) was carried out at the DNBseq™ NGS technology platform with the Ilumina HiSeq4000 at the Beijing Genomics Institute (BGI). Finally, functional enrichment analyses were performed using Dr. Tom software (BGI), the gene set enrichment analysis (GSEA) software and the gene ontology (GO) collection (MSigDB v7.1).

### Natural killer cell amplification and immunophenotyping characterization

Freshly isolated PBMCs (peripheral blood mononuclear cells) from healthy human donors were co-cultured with irradiated (40 Gy) RPMI 8866 B lymphoblastoid cell line at a ratio 3:1 (3 × 10^6^ PBMCs and 1 × 10^6^ 8866 cells per well in a 12 well-plate) in RPMI 1640 GlutaMax (Thermo Fisher Scientific) supplemented with penicillin (100 U/ml), streptomycin (100 μg/ml), sodium pyruvate (1 mM), and 10% FBS. Cultures were split and fed every 3–4 days, adding IL-2 (200 U/ml) from day 7. On day 12, cultures were harvested and expanded natural killer (eNK) cells (CD56^+^/CD3^−^) were purified (Human NK Cell Isolation kit, Miltenyi). Expression of cytotoxic markers (Granzyme B, Perforin, TRAIL and FasL), activating (NKG2D, NKp46, NKp30, CD16) and inhibitory (KIRs, ILT2, NKG2A) NK cell receptors (NKR), as well as the CD57 marker was assessed. Briefly, PBMC or eNK cells were treated with blocking buffer (2% FBS, 2 mM EDTA, 10 µg/mL aggregated human IgG in PBS) and stained with the indicated labelled antibodies listed in Supplementary Table 4. For intracellular staining, cells were fixed and permeabilized with Fix/Perm kit (BD Biosciences) and stained for intracellular antigens. Samples were acquired on a BD-LSRII (BD Biosciences) and analyzed with FlowJo software (vX.0.7, TreeStar).

### Natural killer cell cytotoxicity assay

Ishikawa cells were pre-treated with either JWG-071 or vehicle (0.05% v/v DMSO) for 12 h and detached. In parallel, eNK cells were pre-treated with 1 µM Concanamycin-A (MedChemExpress) or vehicle (0.1% v/v DMSO) for 2 h. eNK cells were co-cultured with Ishikawa EC cells at 1:5 (effector:target) ratio in the presence of 1 µM Concanamycin A or vehicle for 4 h in U-bottom 96-well plates (Corning), and active-caspase-3 in Ishikawa cells was analyzed by flow cytometry. Briefly, samples were stained with mAbs specific for CD45-BV510 (clone HI30) and EpCAM-AF647 (clone 9C4), together with Near IR-fluorescent reactive dye (Invitrogen) to exclude dead cells, permeabilized with wash/perm buffer, stained with anti-cleaved caspase-3-FITC antibody (BD Pharmingen, clone C92-605), acquired on a BD-LSRII flow cytometer (BD Biosciences) and analyzed with FlowJo software (vX.0.7, TreeStar). Percentages of active Caspase 3+ cells were assessed in viable Ishikawa cells (EpCAM^+^/CD45^-^). Antibodies used in this process are listed in Supplementary Table 4.

### Schematics and statistical analysis

The schemes in Figs. 6F, 8C and 9 were created with PowerPoint (Microsoft). Individual data points are displayed in all the bar plots. Data are presented as the mean ± standard deviation (S.D.) of at least *n* = 3 independent experiments. The statistical tests used are reported in the figure legends. Significance was established using one-way ANOVA followed by Bonferroni multiple comparison test, two-tailed Student’s test or two-way ANOVA followed by Tukey multiple comparison test (individual *p*-values are represented in each figure). All the analyses were performed with GraphPad Prism 8. The sample sizes were determined by referring recent papers. The in vitro sample size was completed according to enable statistical analyses.

### Supplementary information

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary figures

Original Data File

Reproducibility checklist

## Data Availability

The RNA sequencing datasets generated in this study have been deposited in the GEO database repository under accession code GSE239920. The remaining data are available within the Article, Supplementary Information or Dataset files.

# Supplementary material for: MAP kinase ERK5 modulates cancer cell sensitivity to extrinsic apoptosis induced by death-receptor agonists
**Source:** Cell Death Dis. 2023 Nov 2;14(11):715. doi: 10.1038/s41419-023-06229-6

FIGURE 1E TRAIL

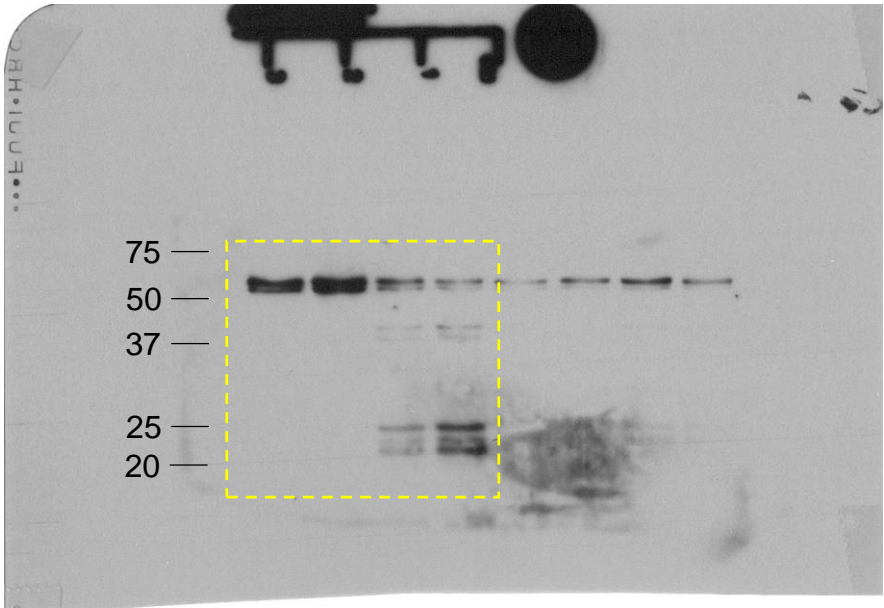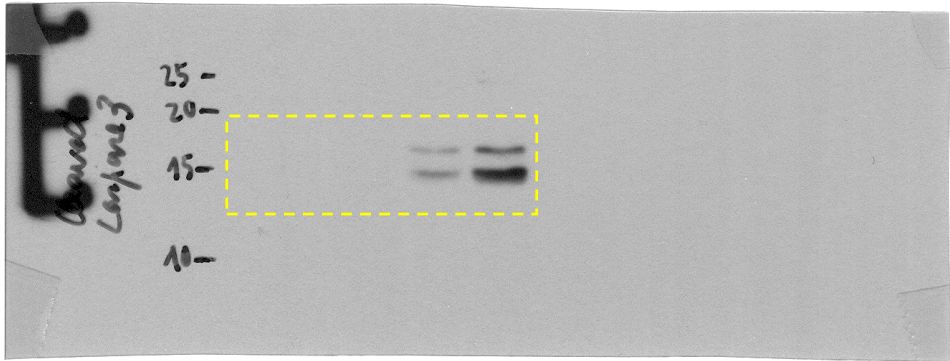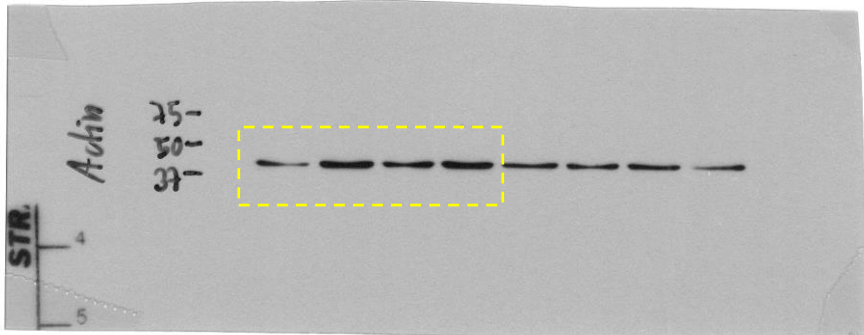

FIGURE 1E TNFa

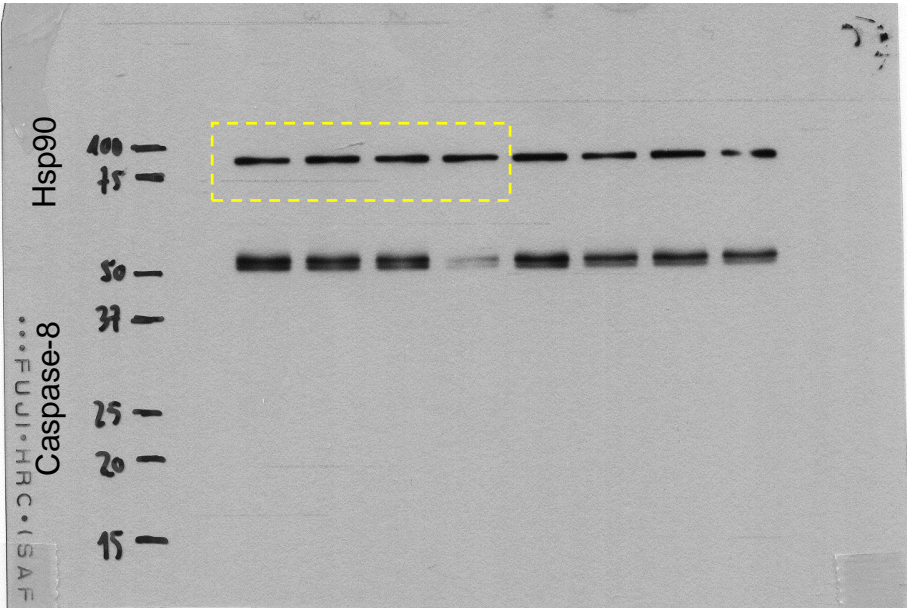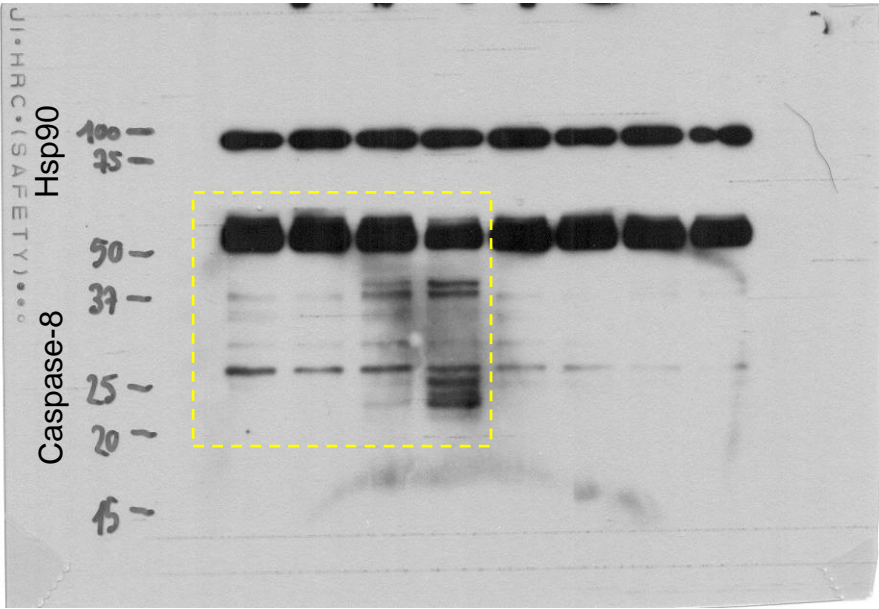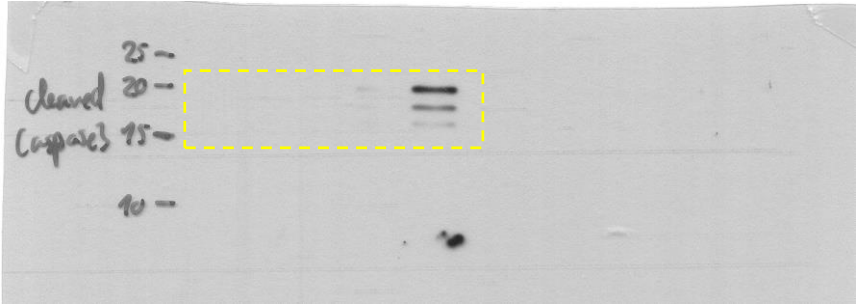

FIGURE 1E anti-Fas

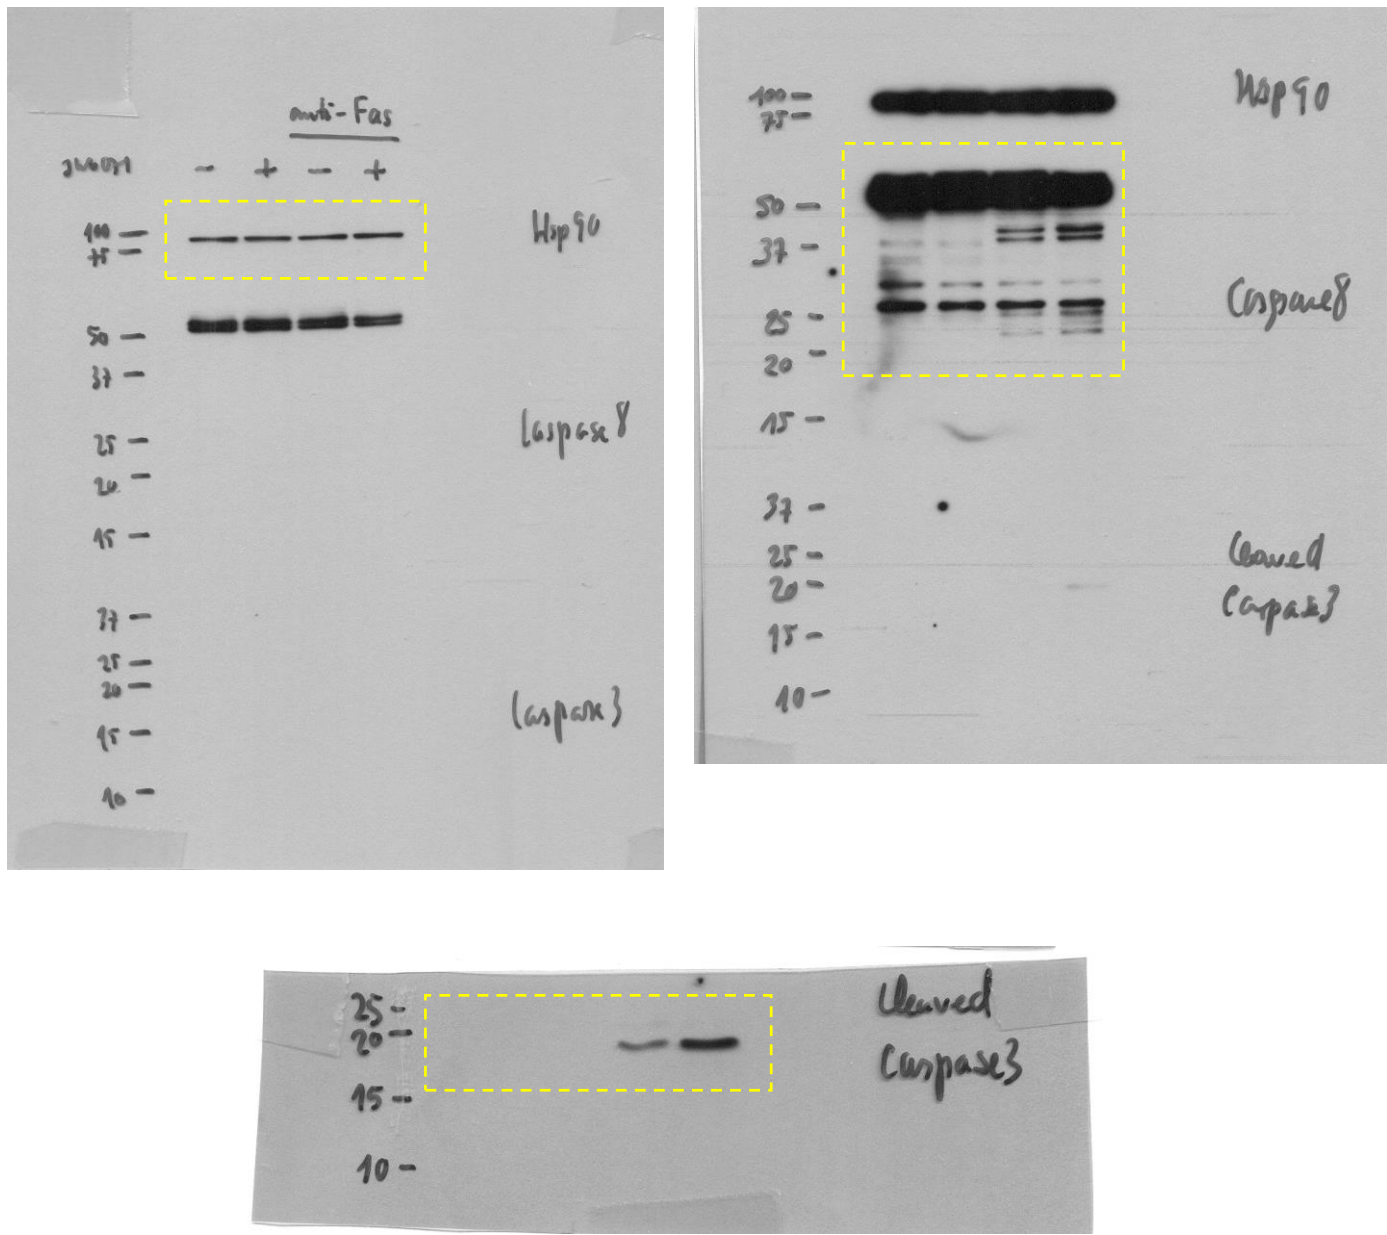

FIGURE 2B AN3CA

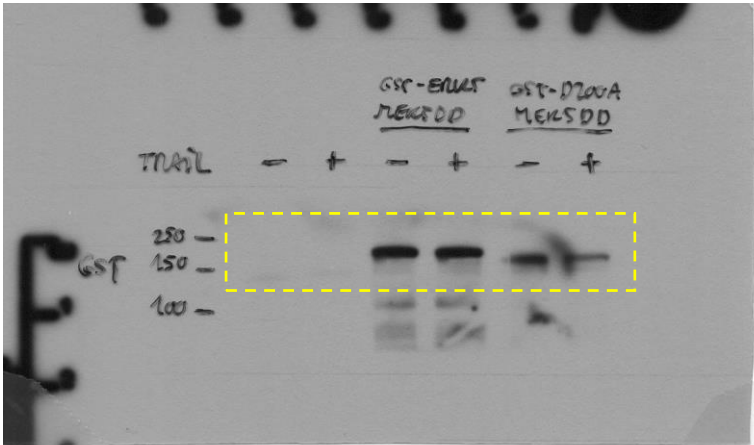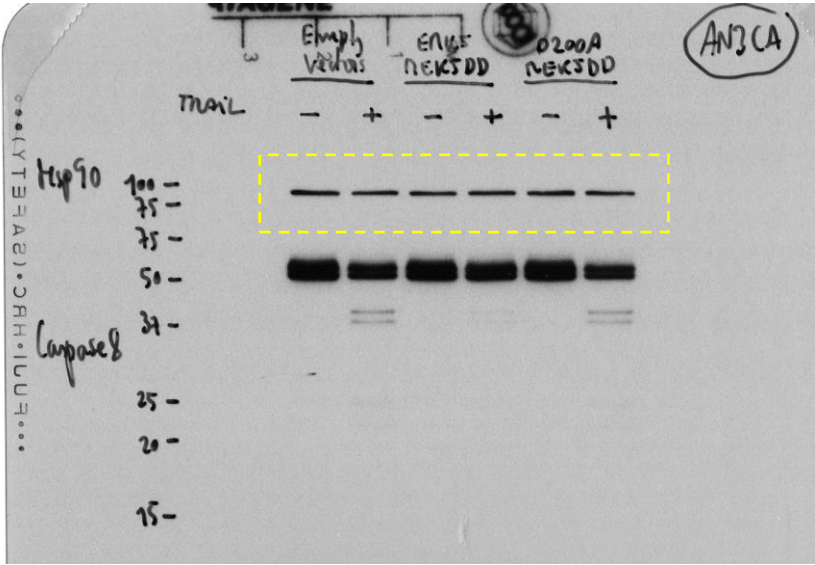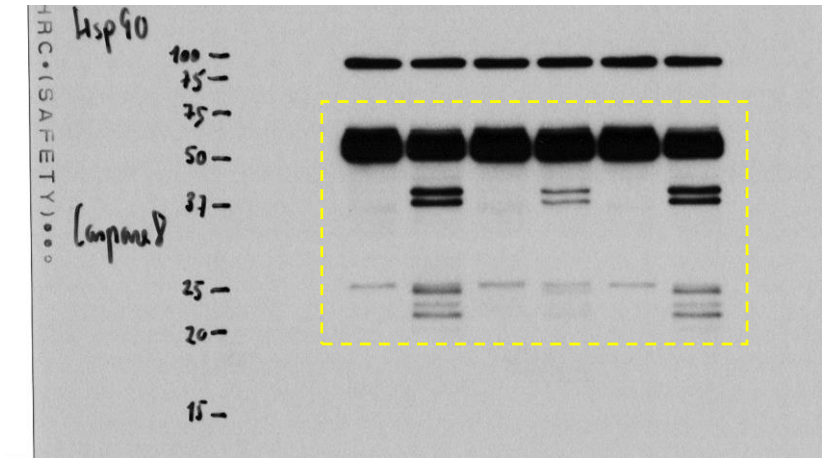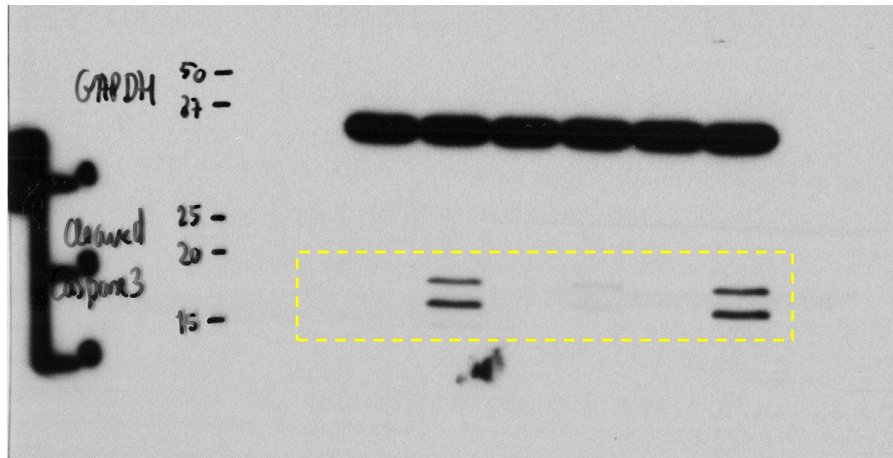

FIGURE 2C Ishikawa

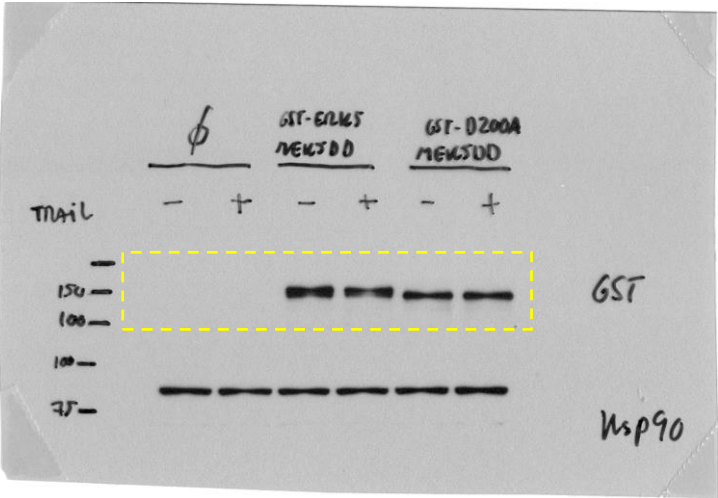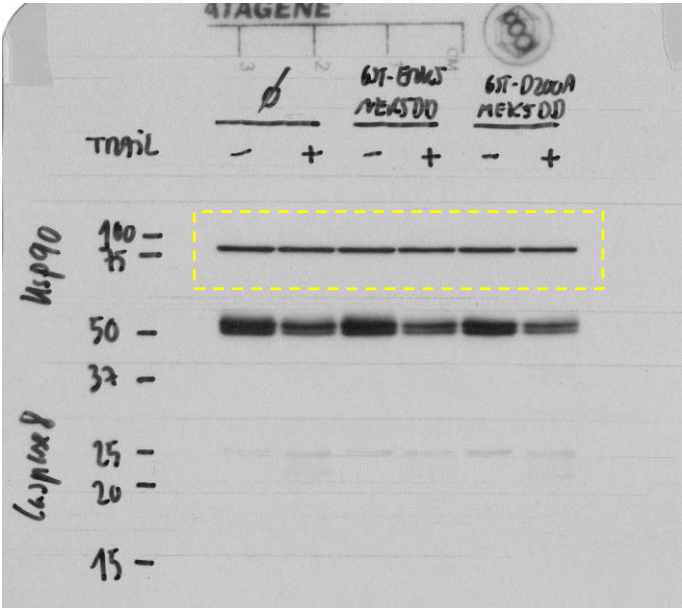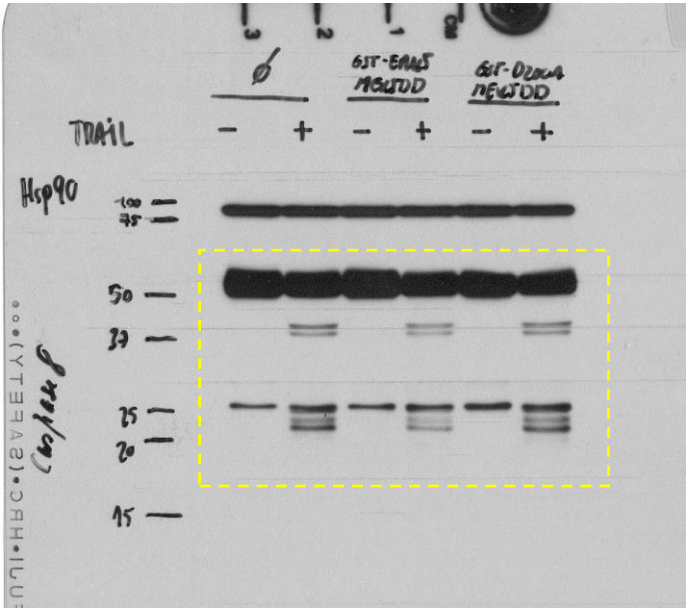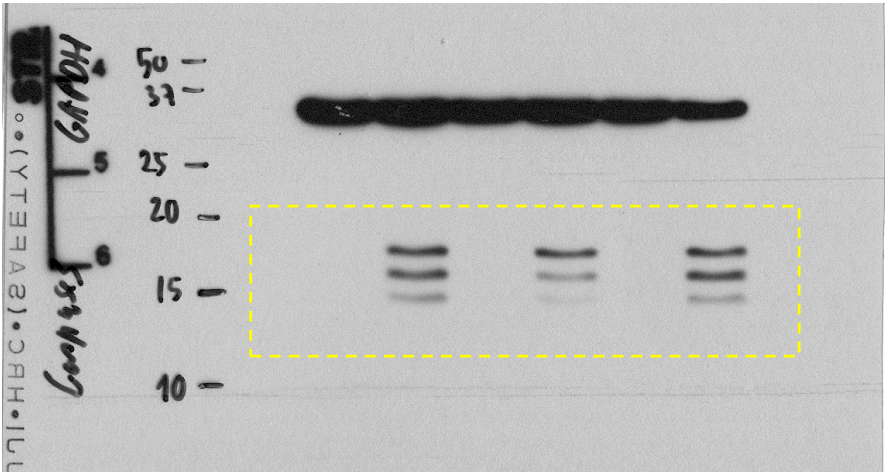

FIGURE 3B TRAIL

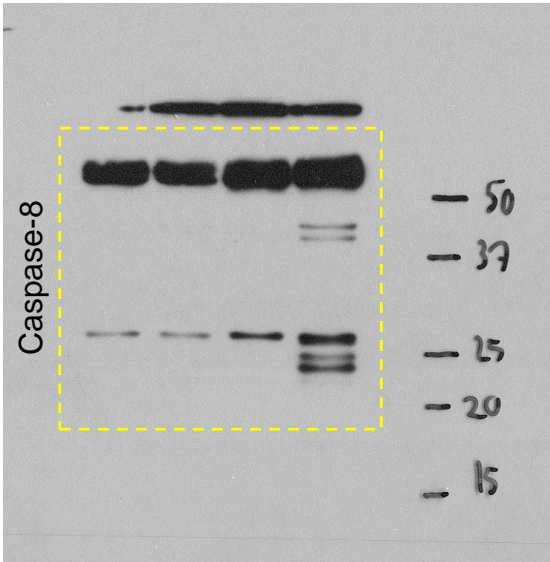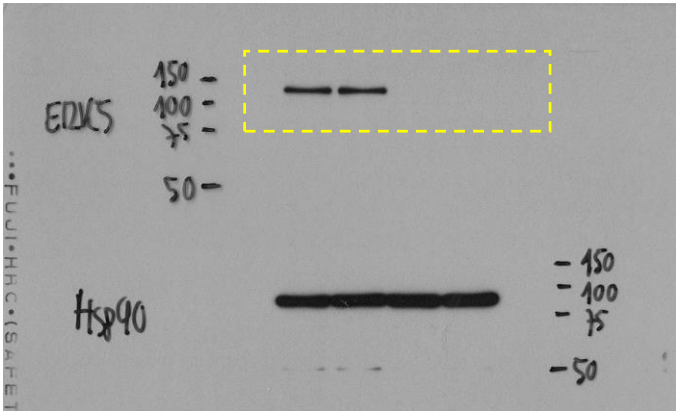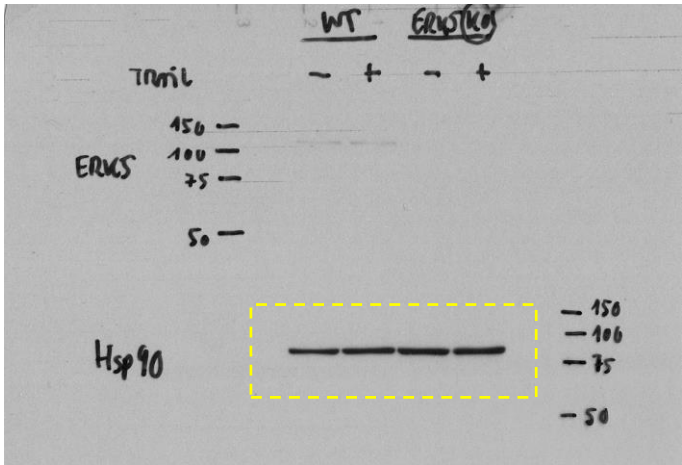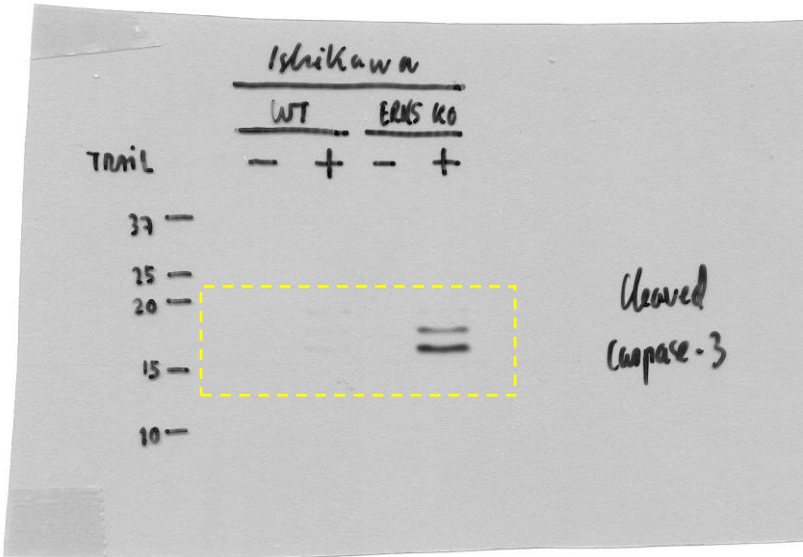

FIGURE 3B TNFα

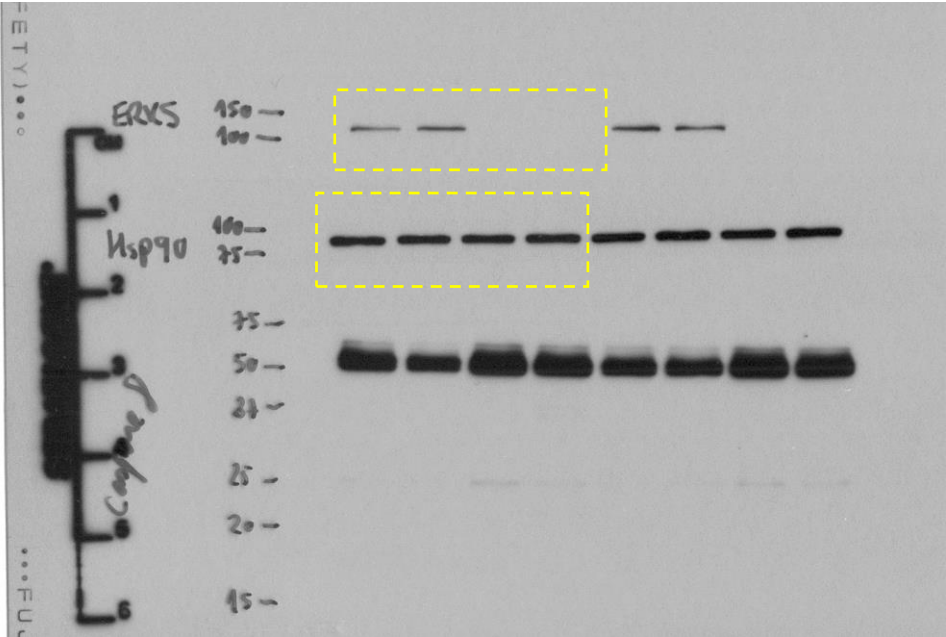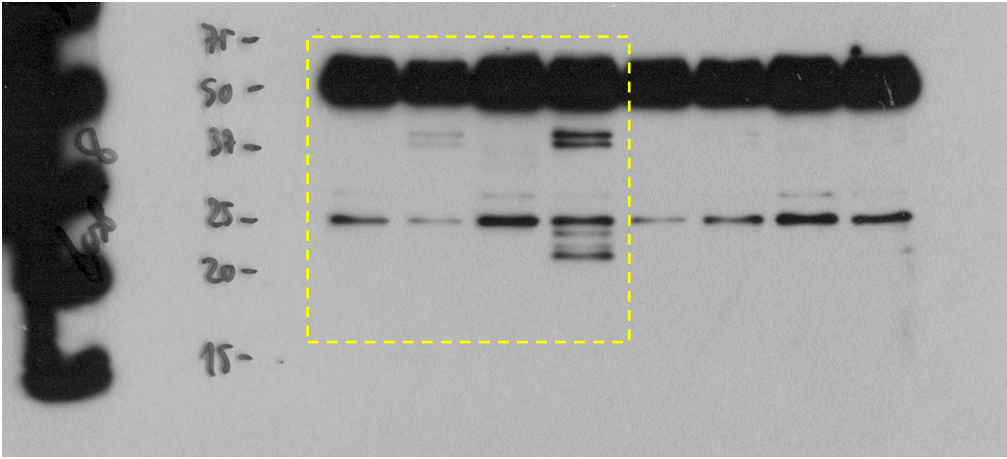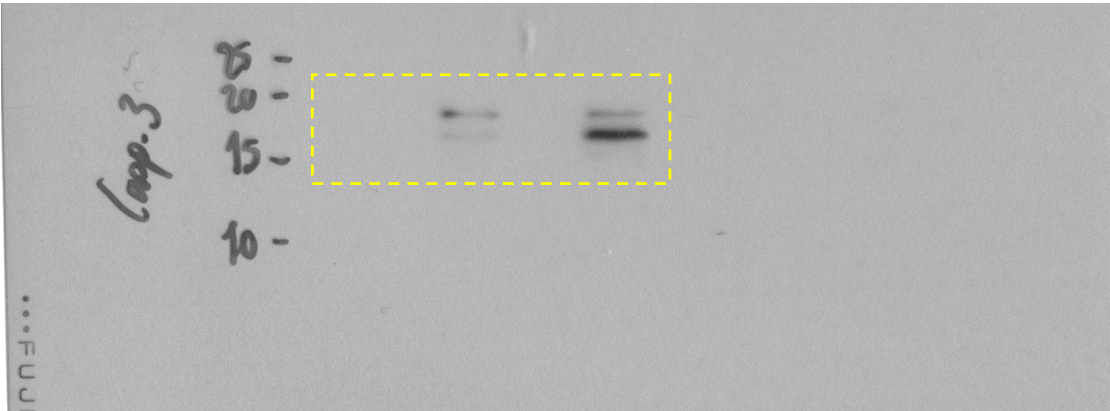

FIGURE 3B anti-Fas

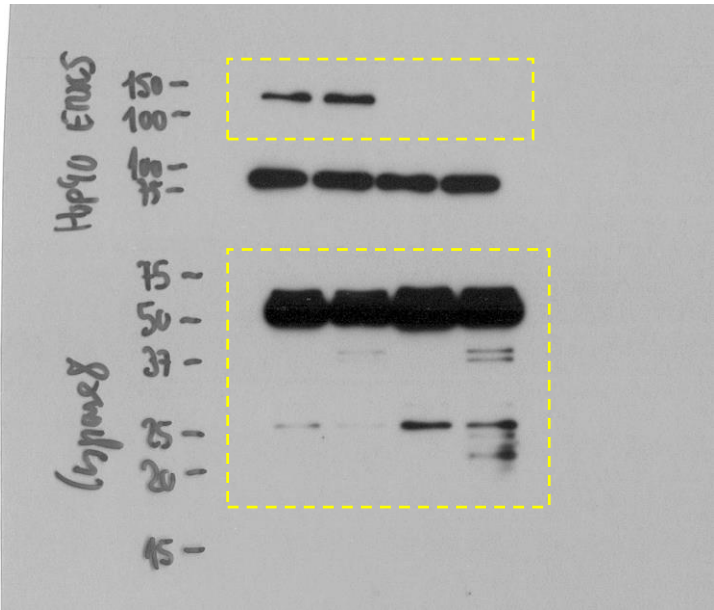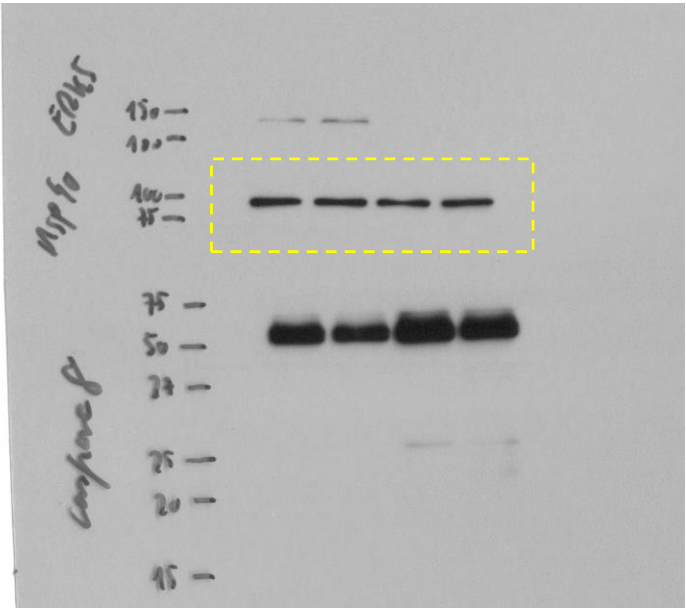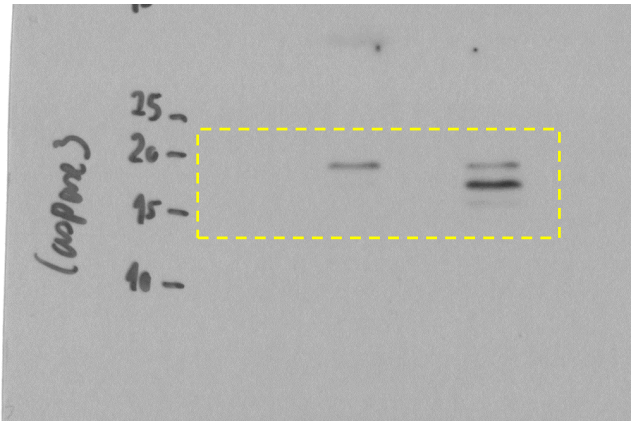

FIGURE 3C TRAIL

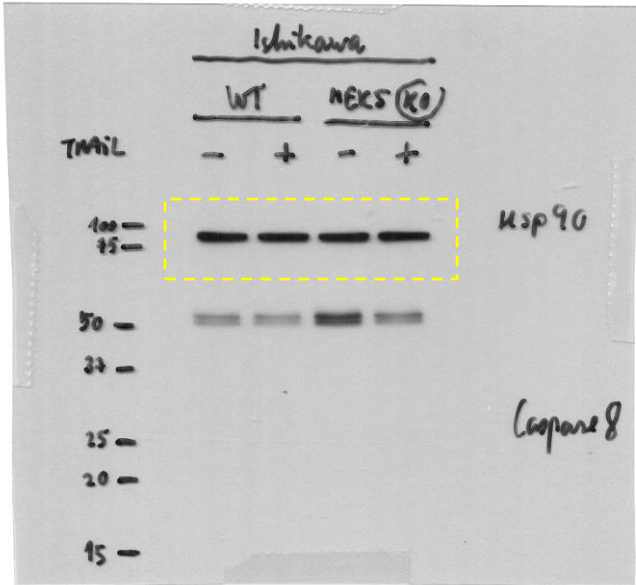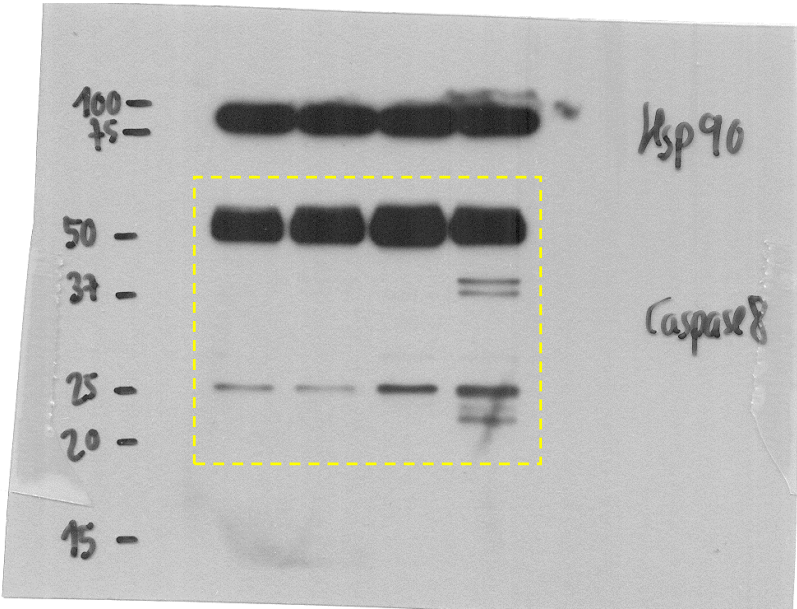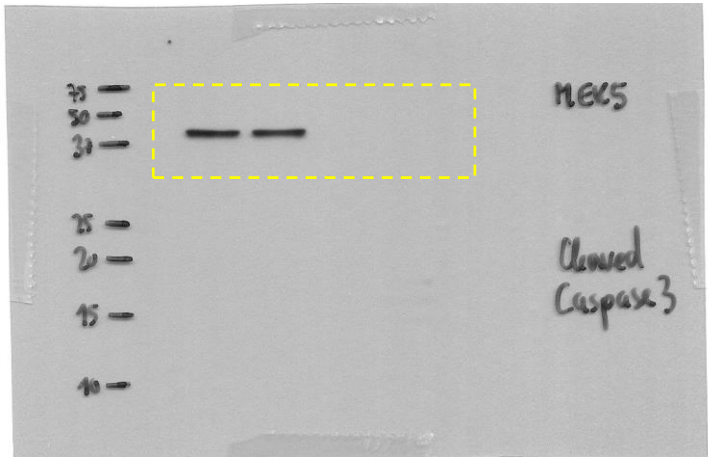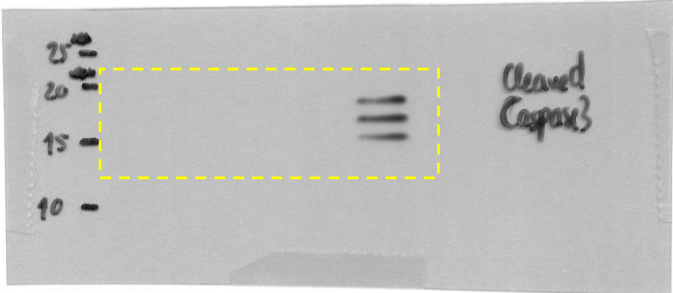

FIGURE 3C TNF α

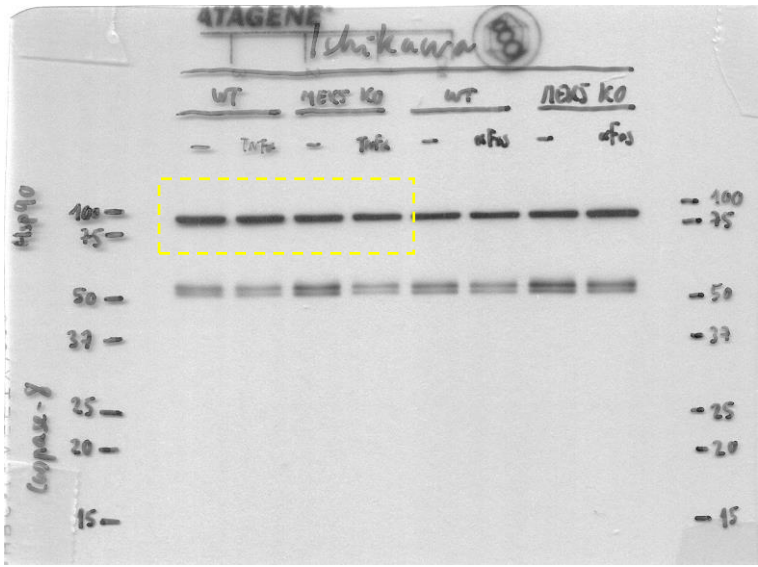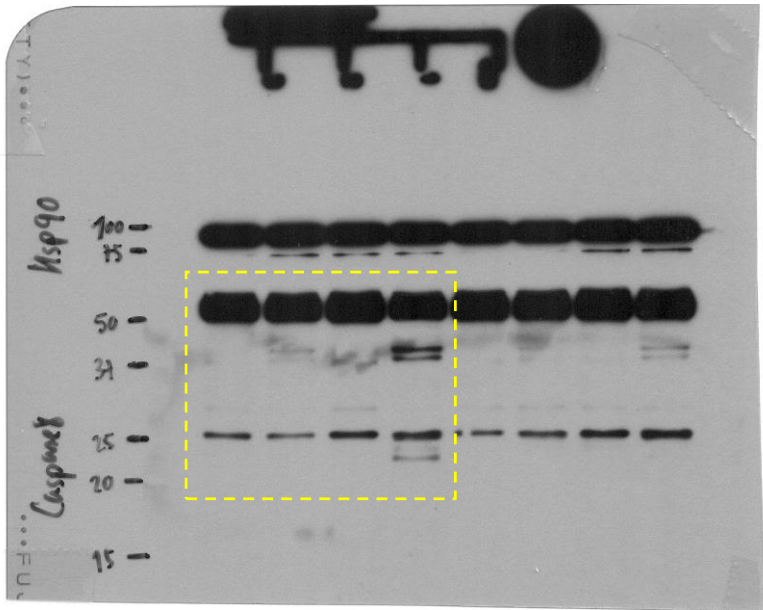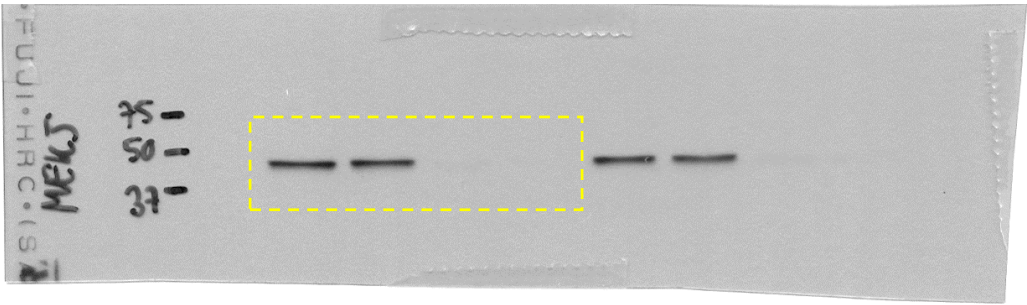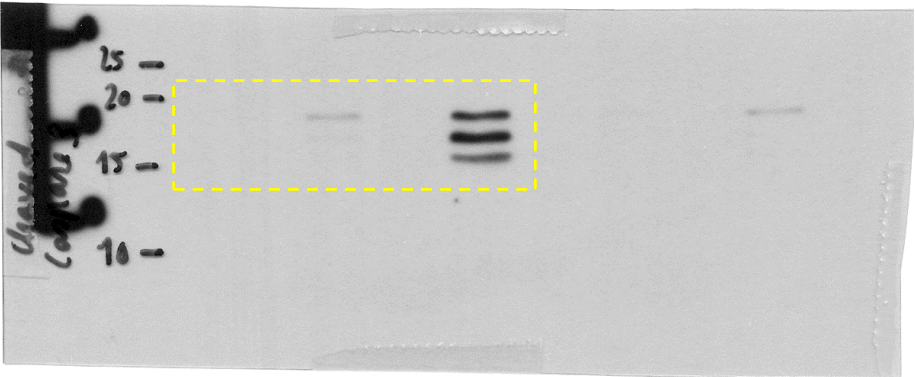

FIGURE 3C anti-Fas

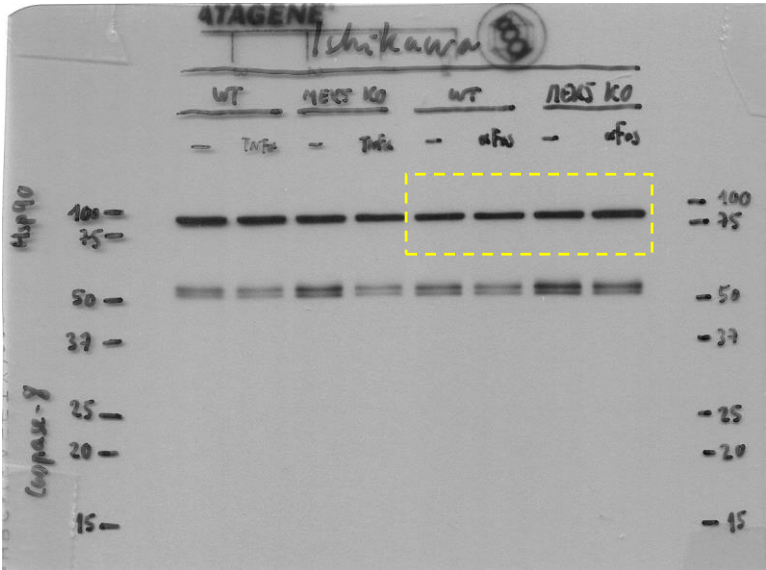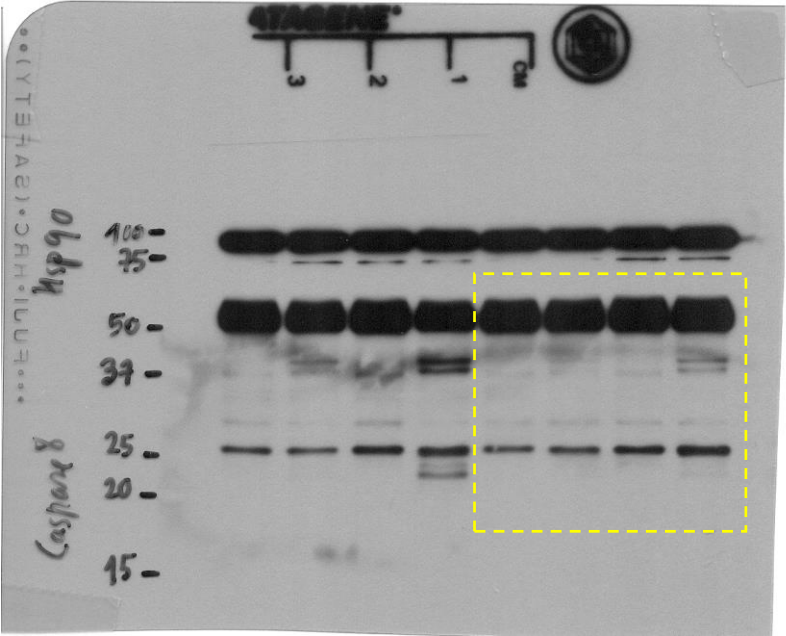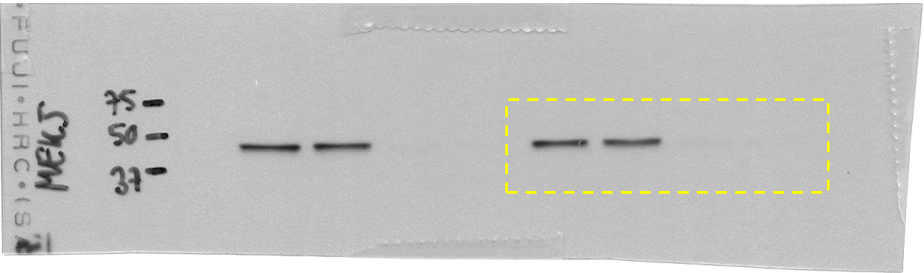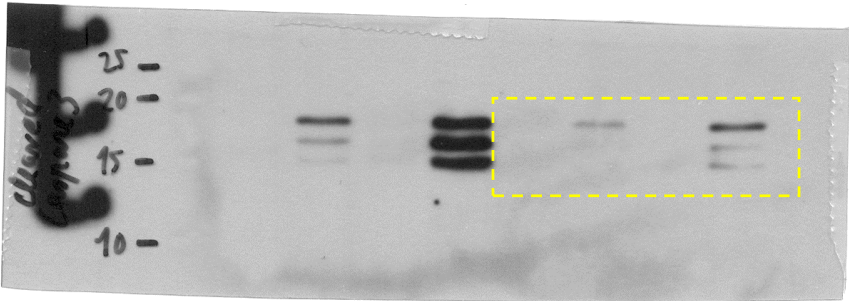

FIGURE 5A Ishikawa

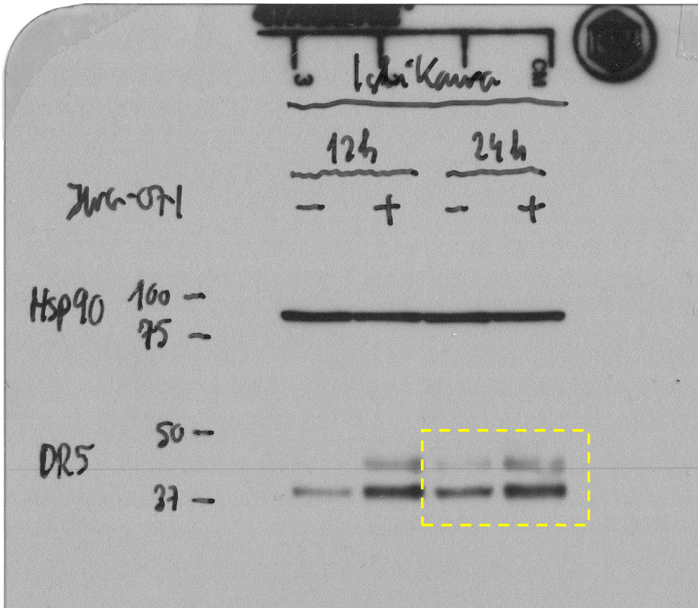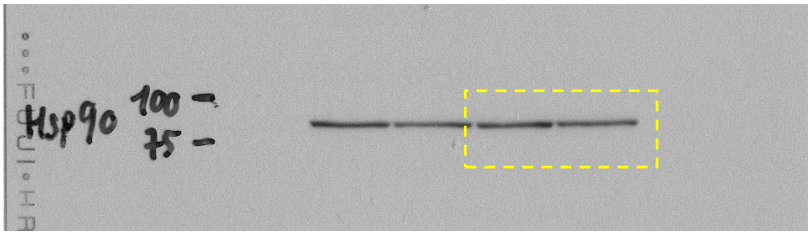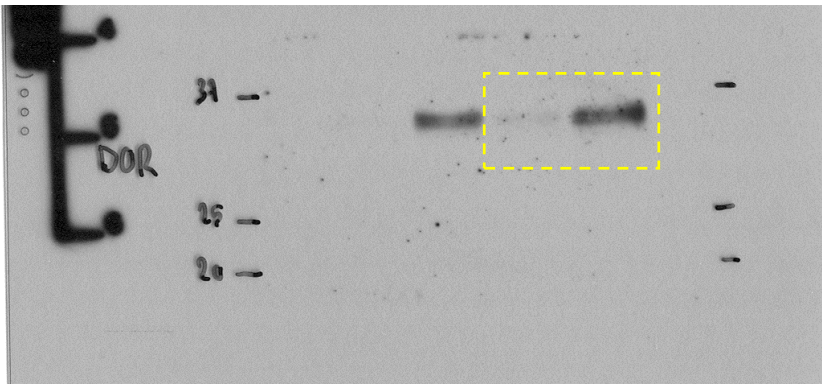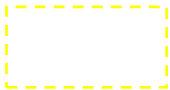

FIGURE 5A ARK1

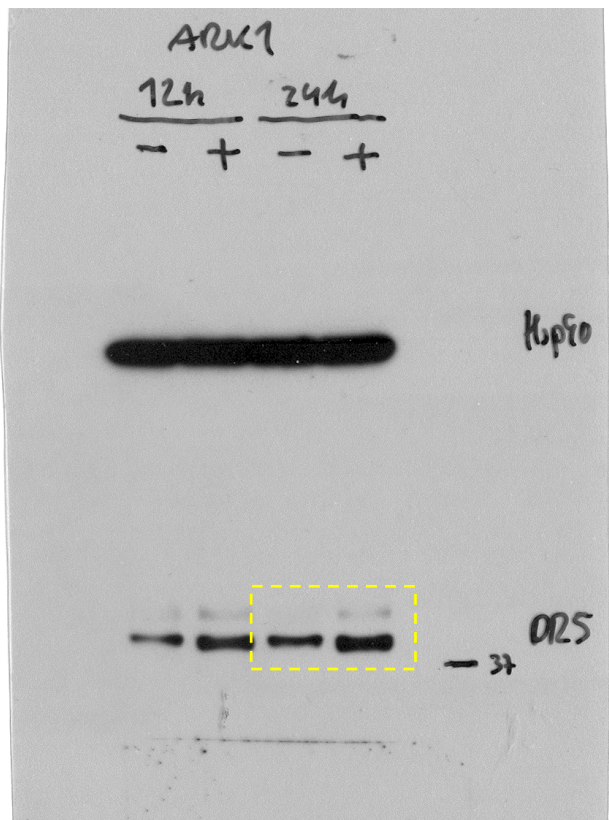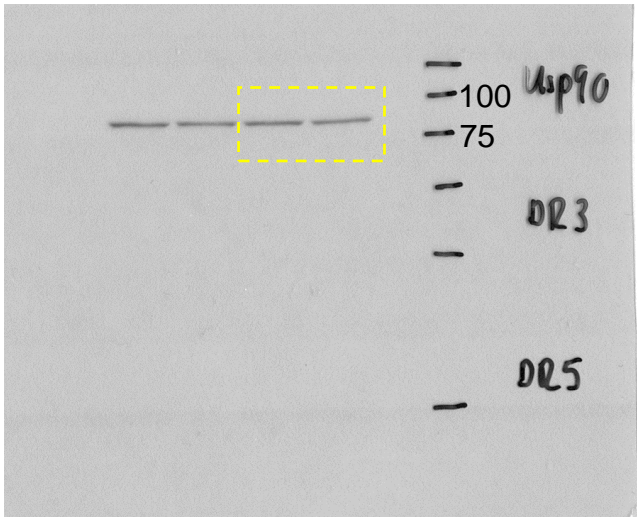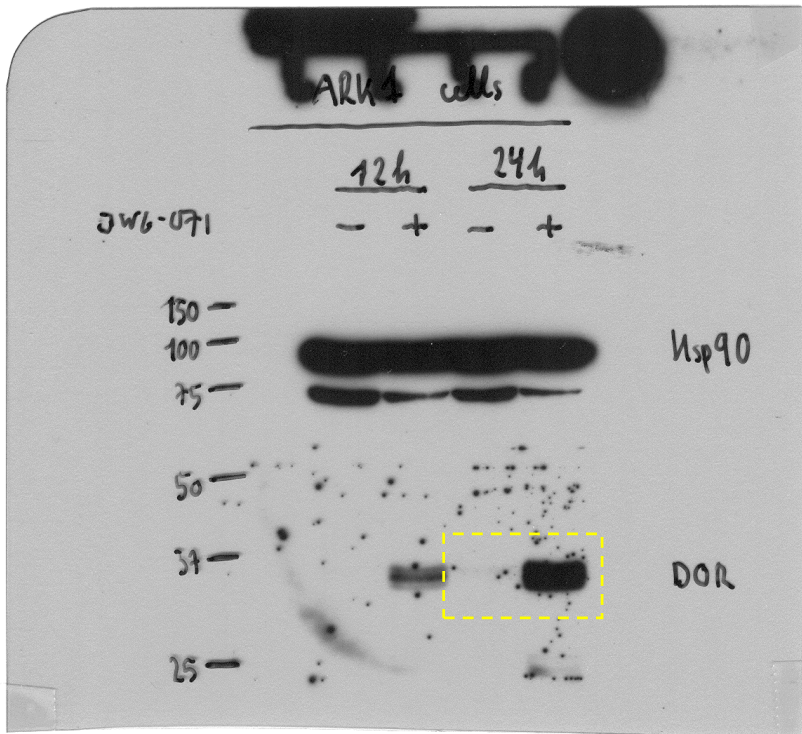

FIGURE 5A ARK2

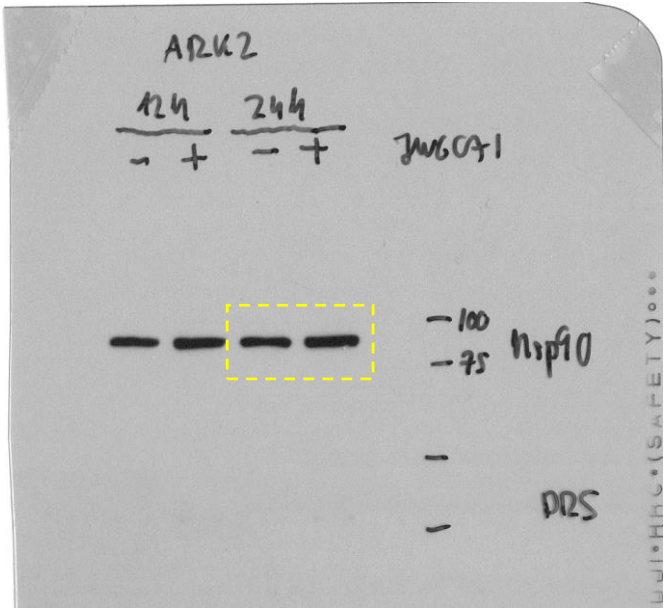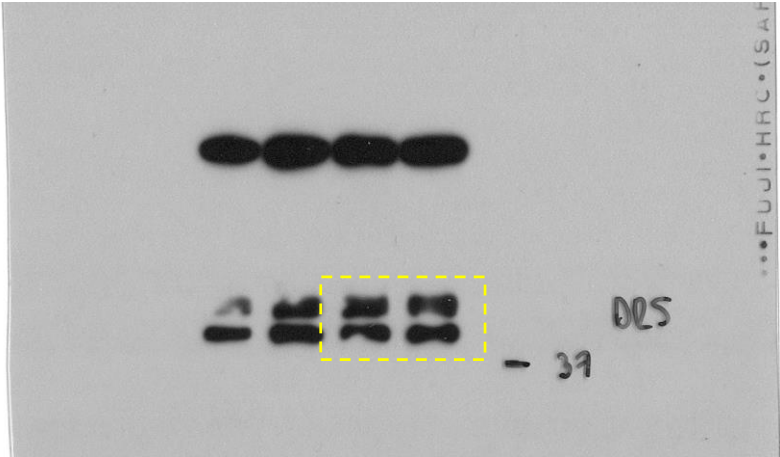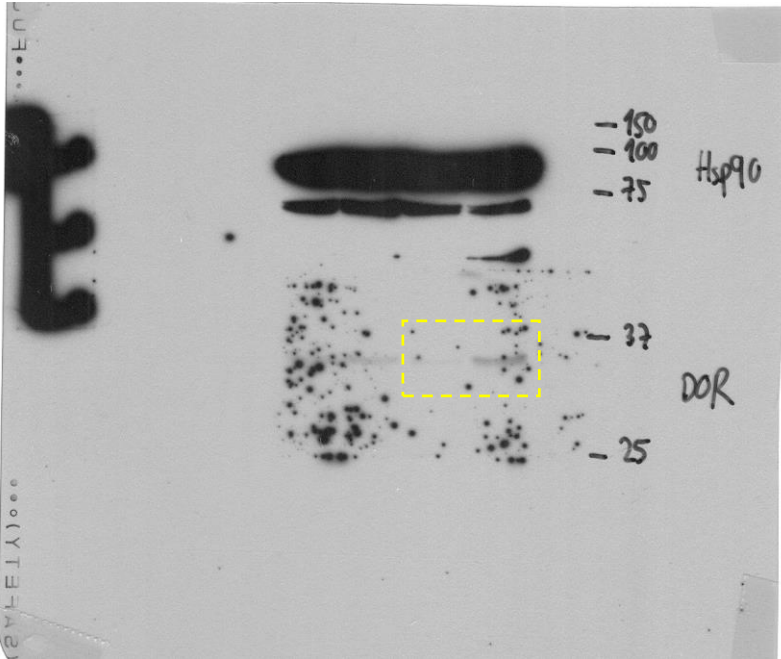

FIGURE 5A AN3CA

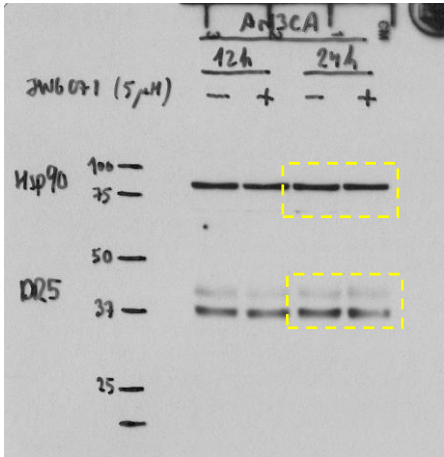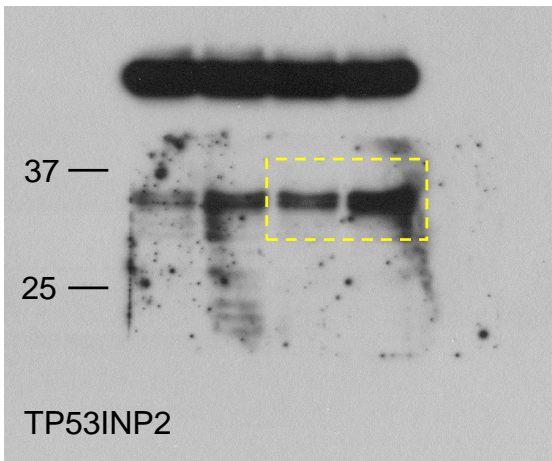

FIGURE 5B ERK5 KO

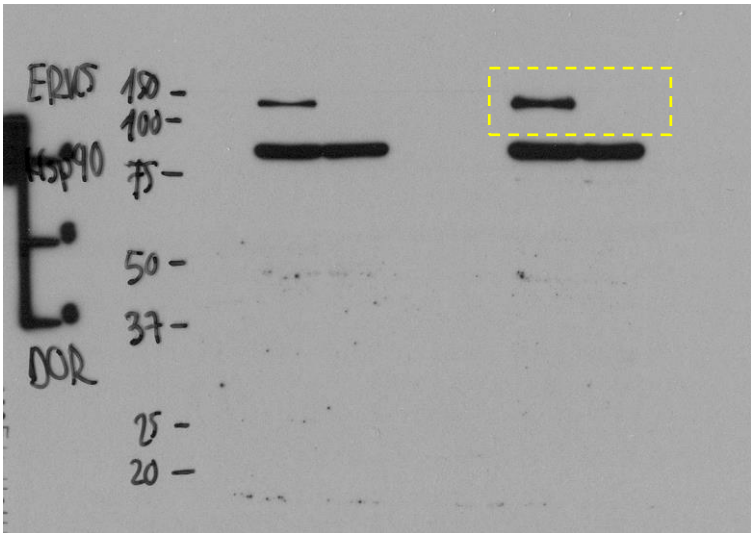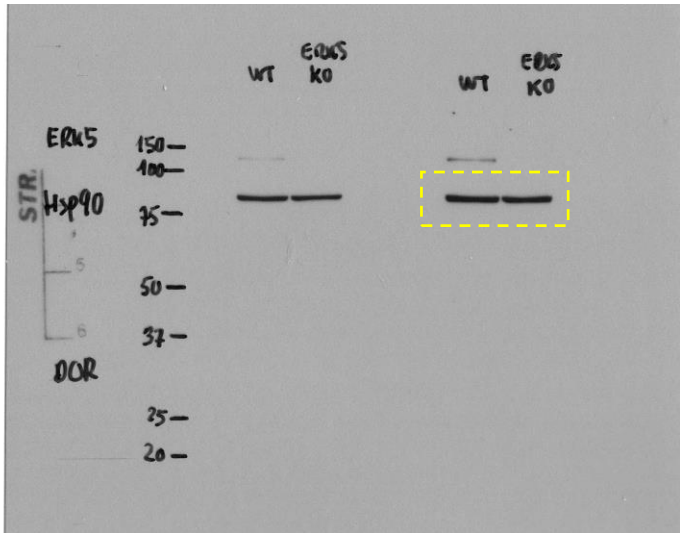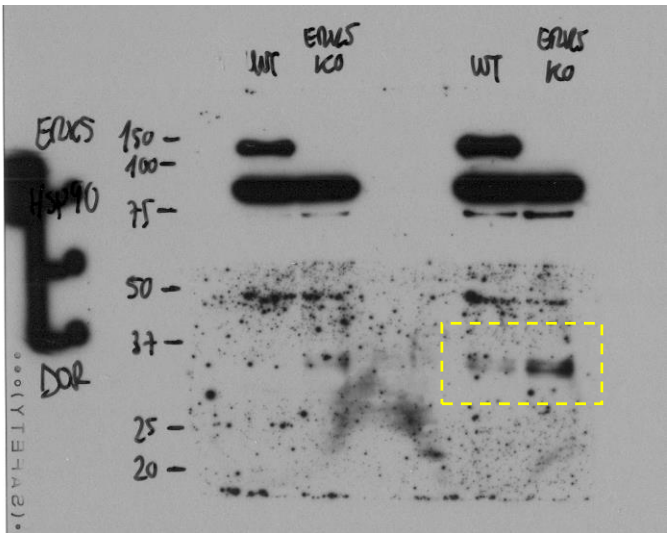

FIGURE 5B MEK5 KO

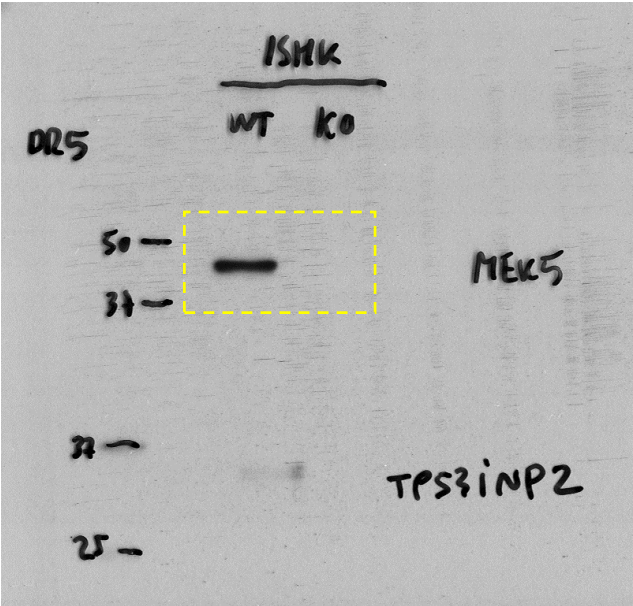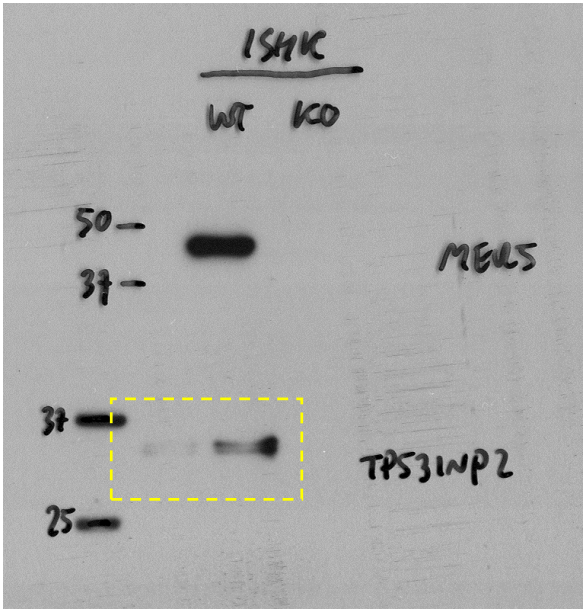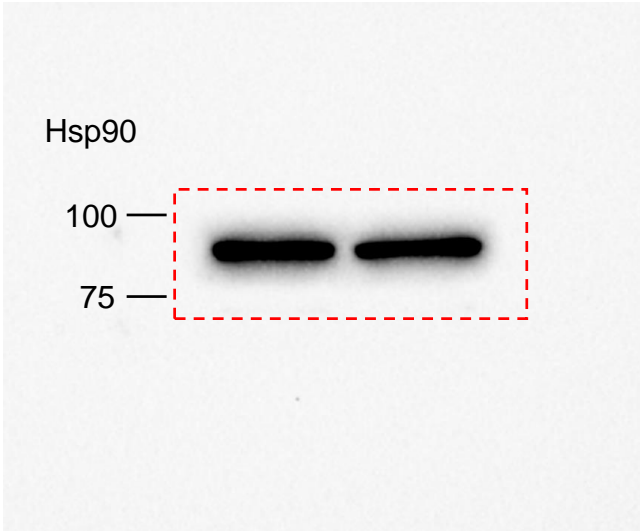

FIGURE 5C

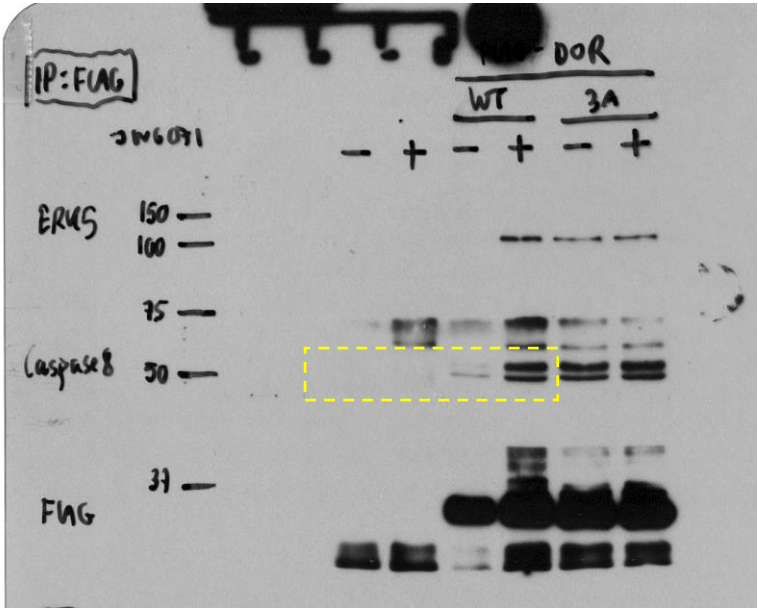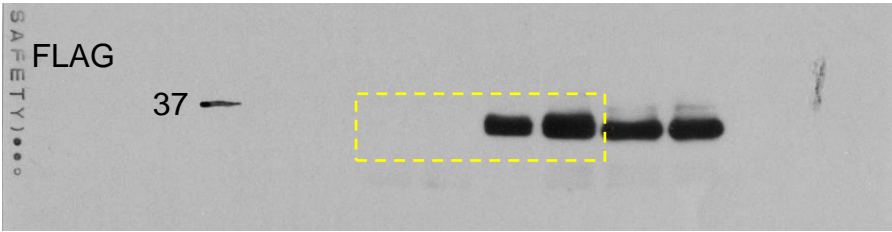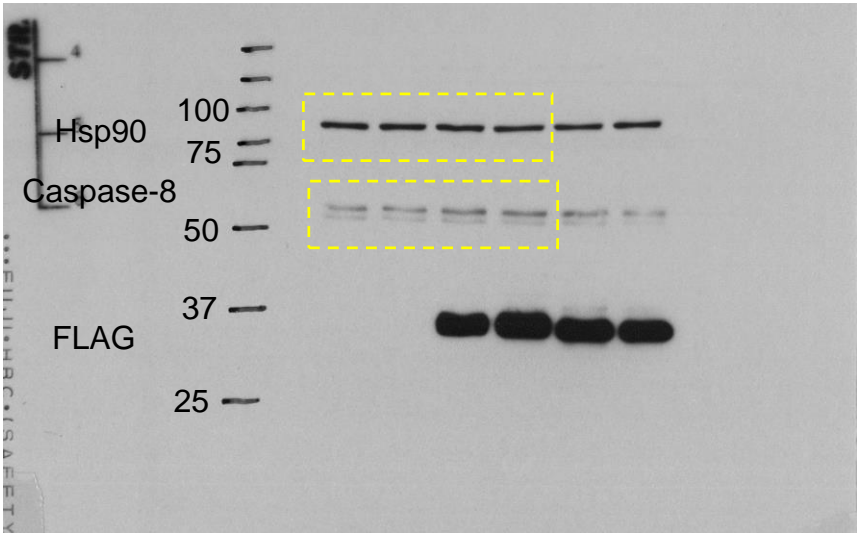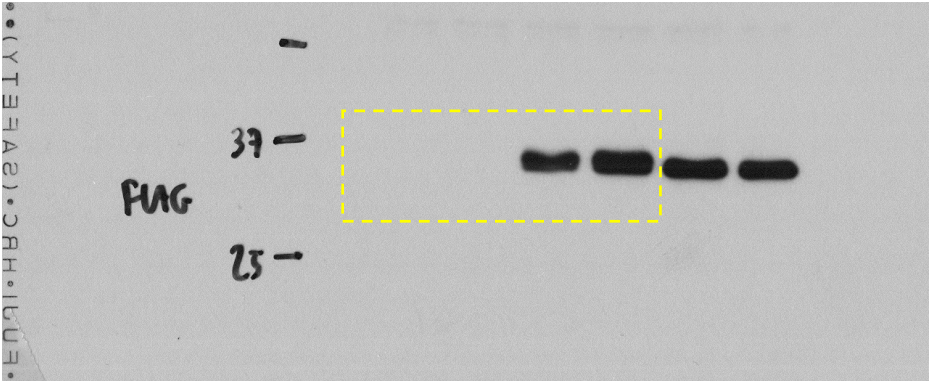

FIGURE 5F TRAIL

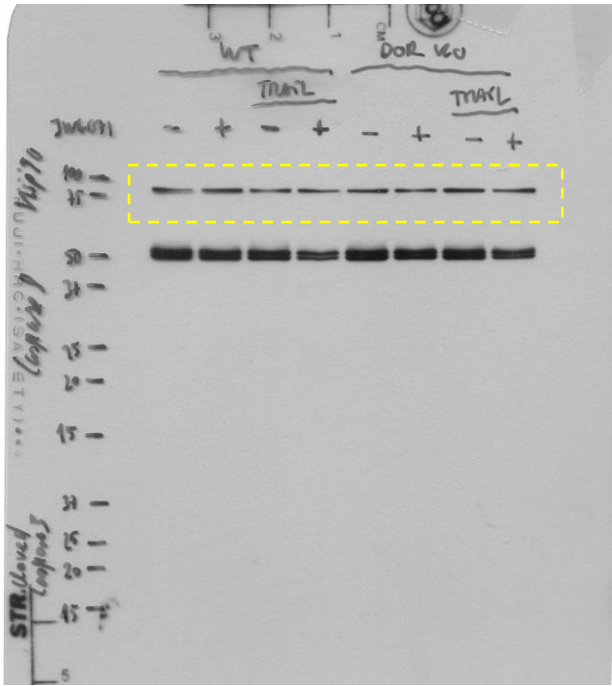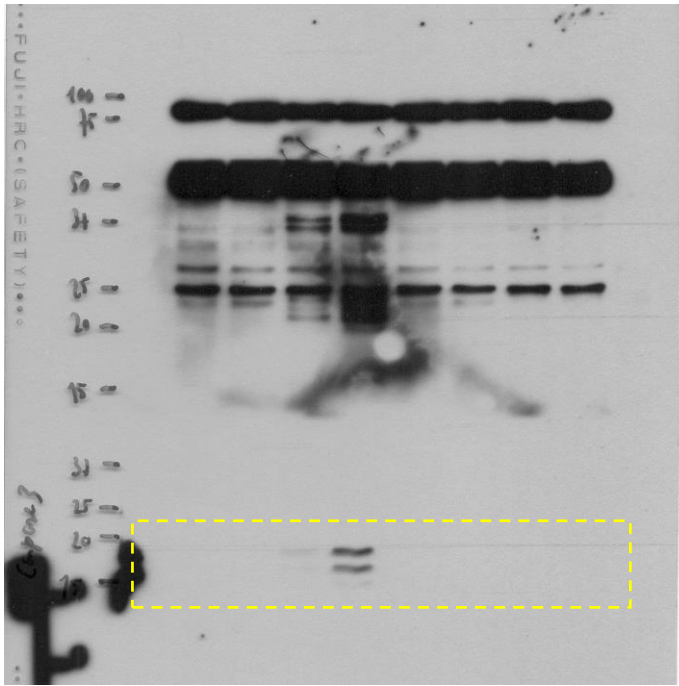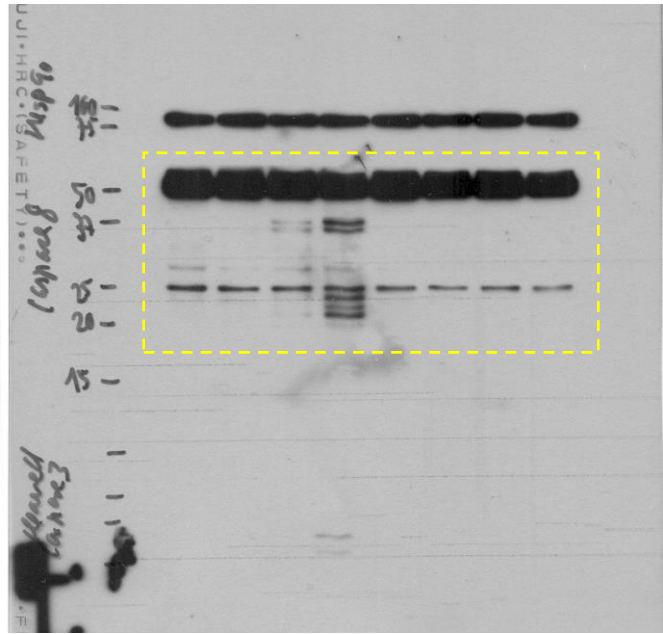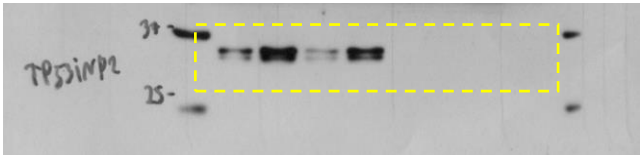

FIGURE 5F TNF α

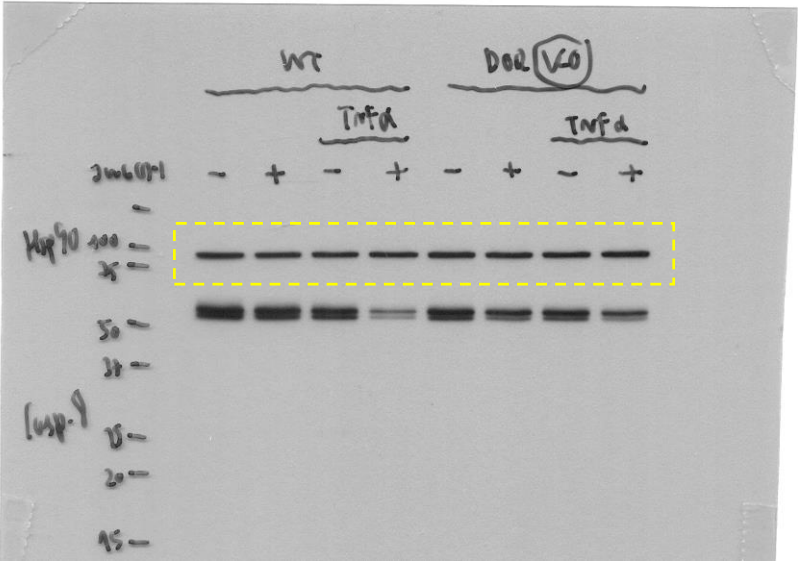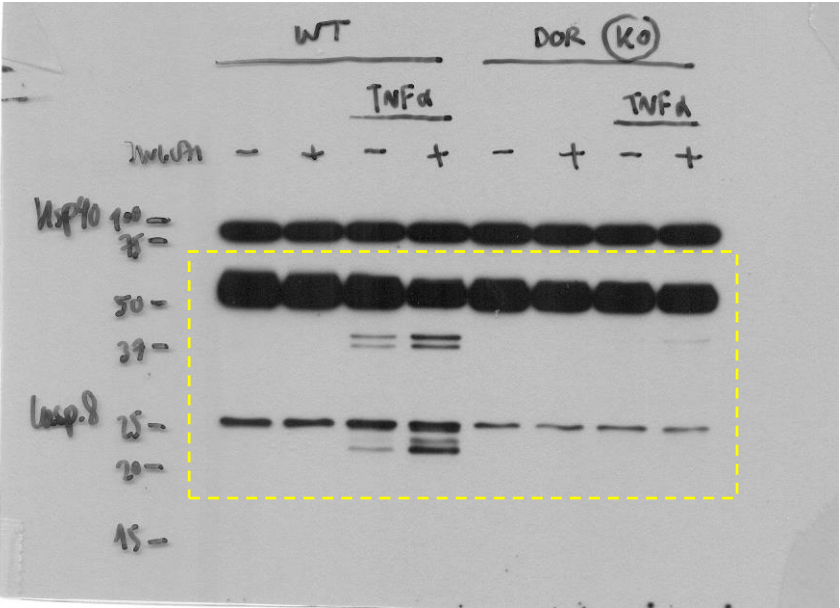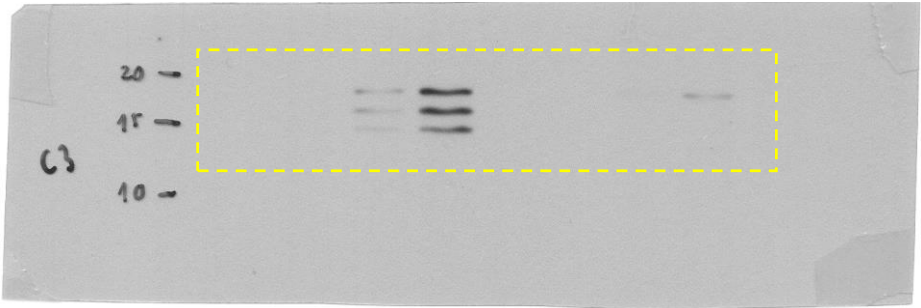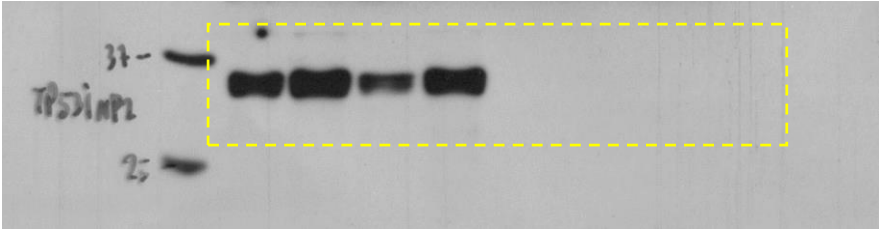

FIGURE 5F anti-Fas

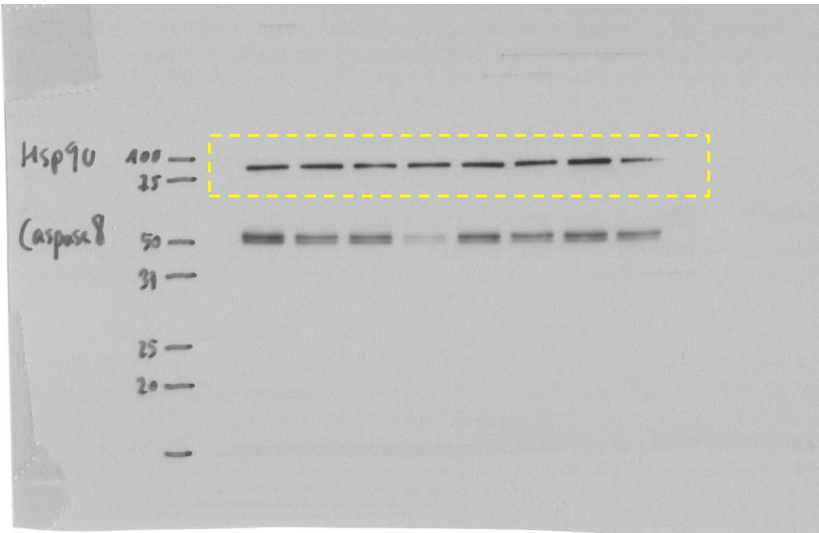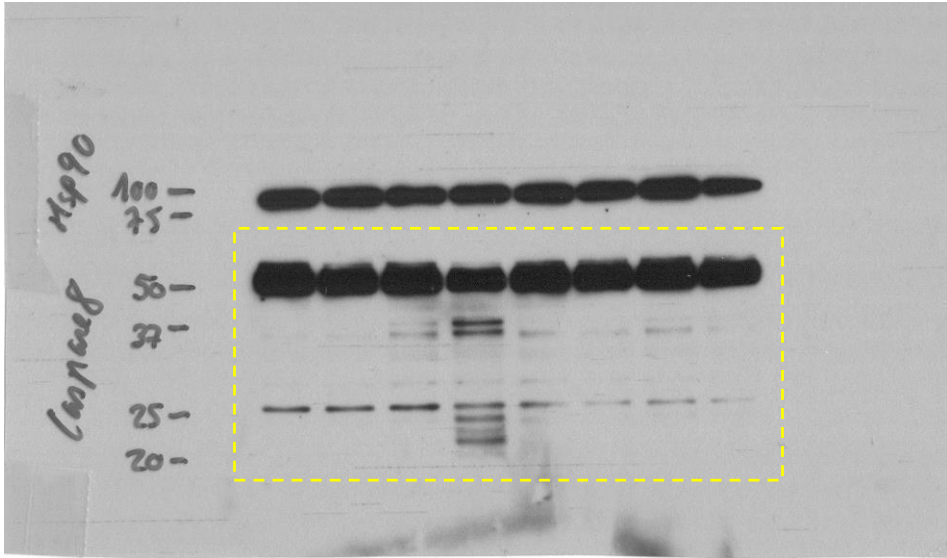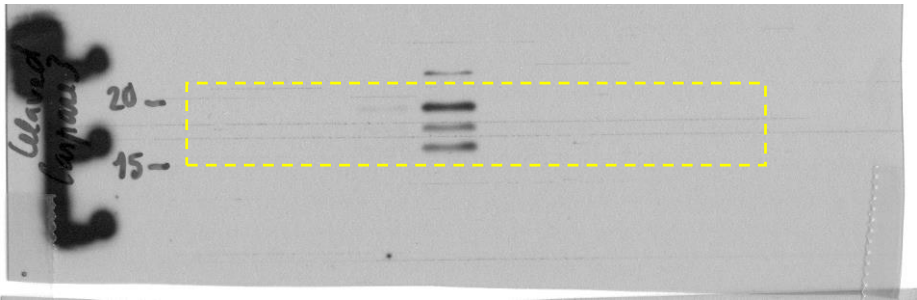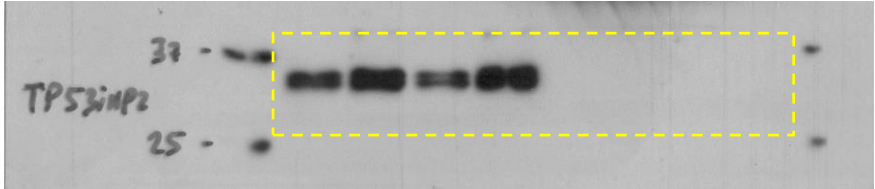

FIGURE 6A Ishikawa

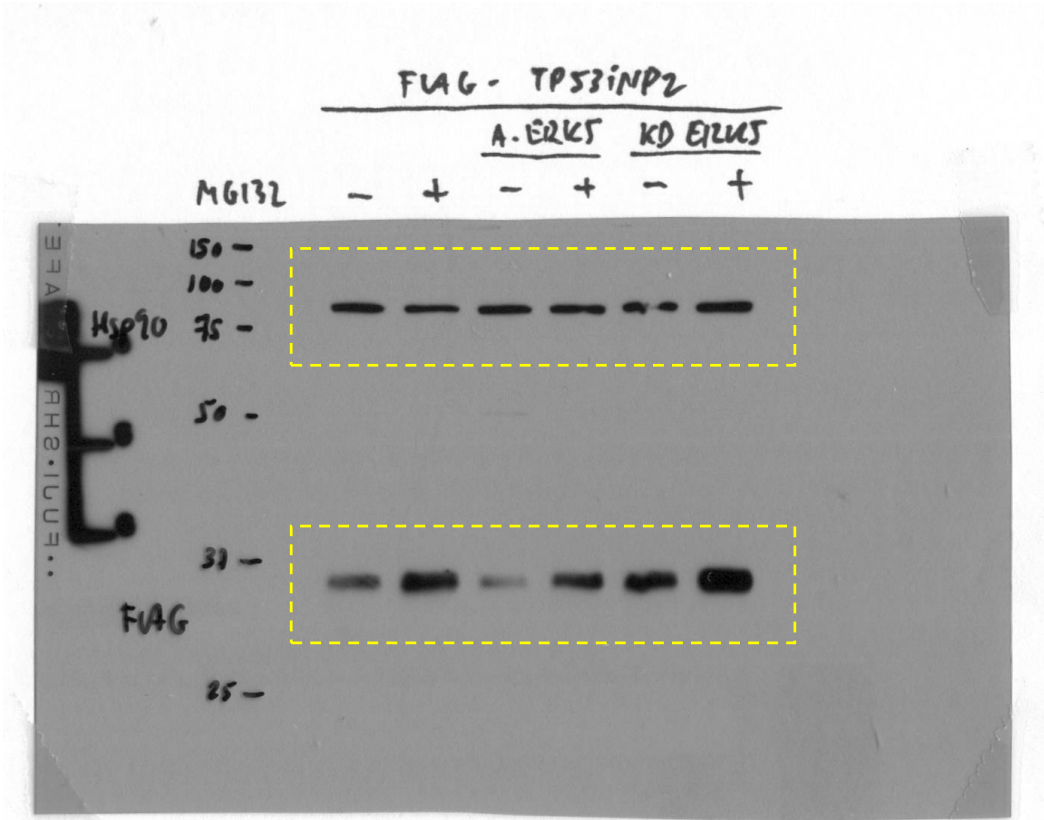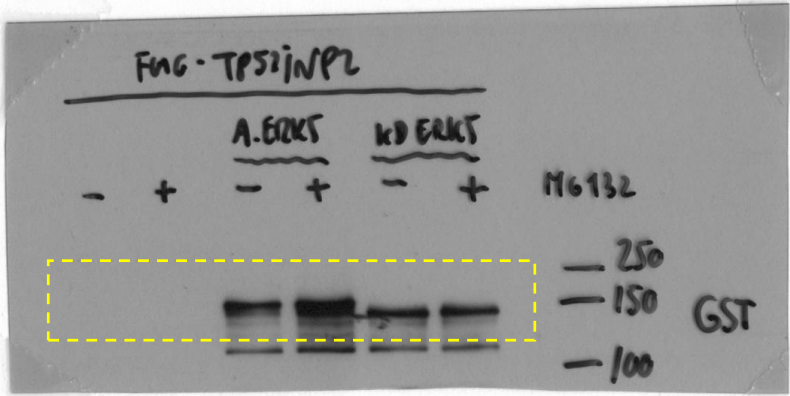

FIGURE 6A AN3CA

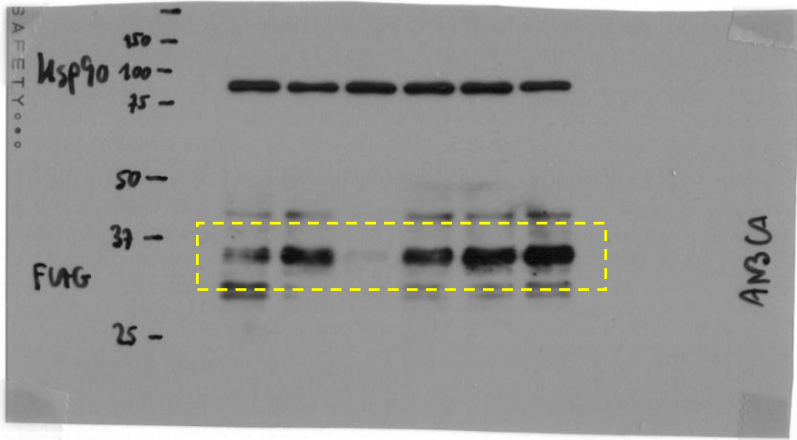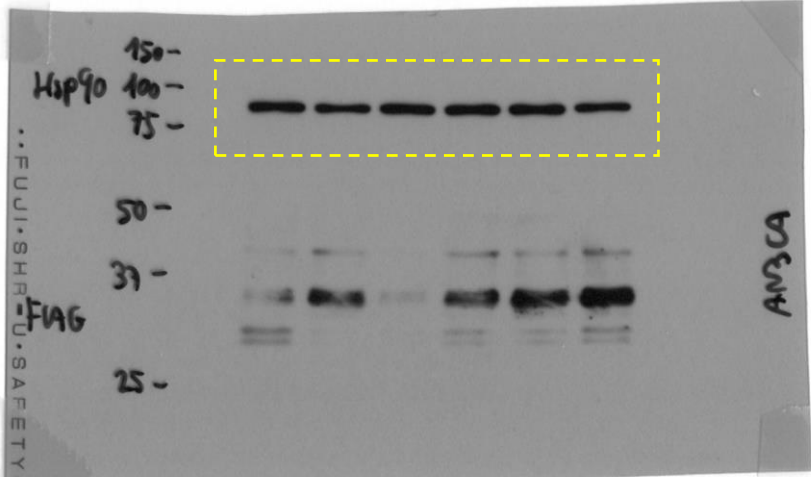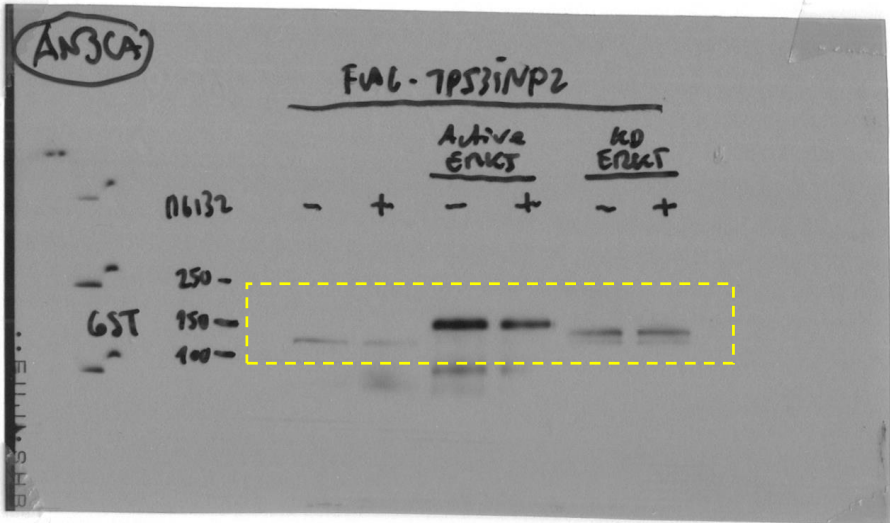

FIGURE 6B

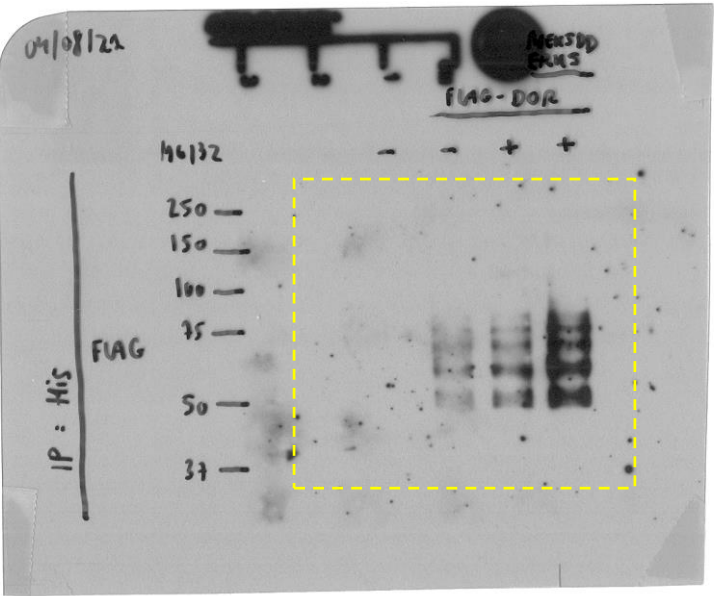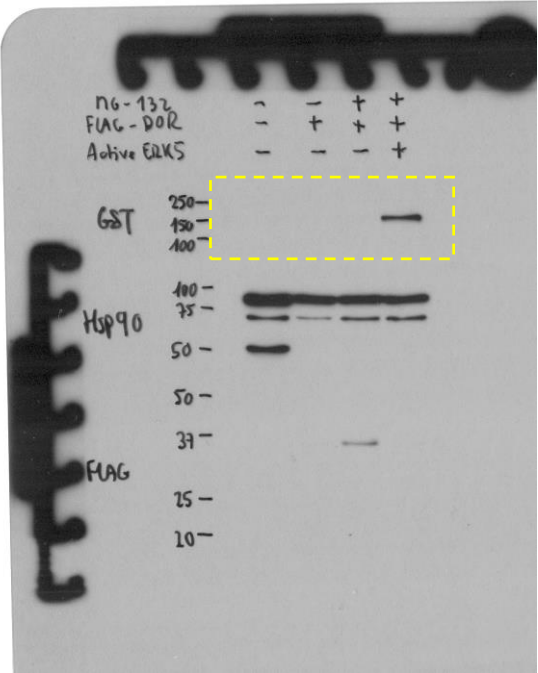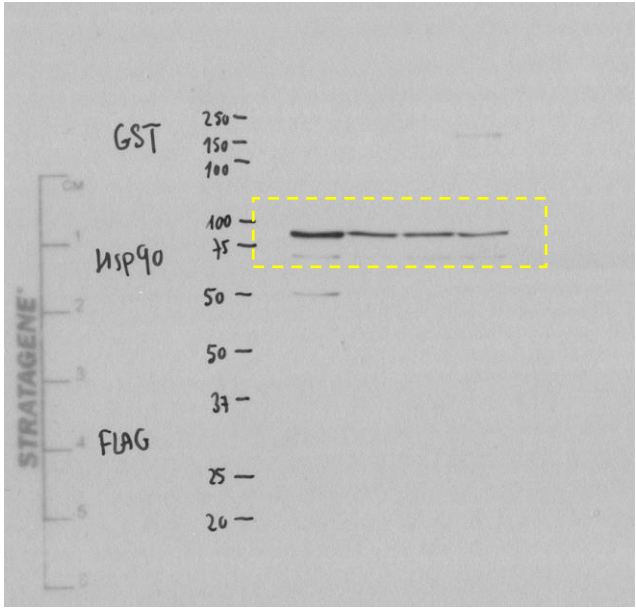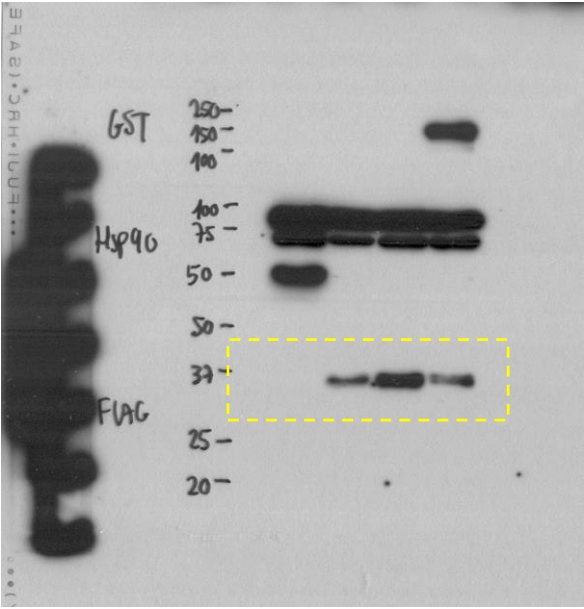

FIGURE 6C Ishikawa and AN3CA cells

Ishikawa

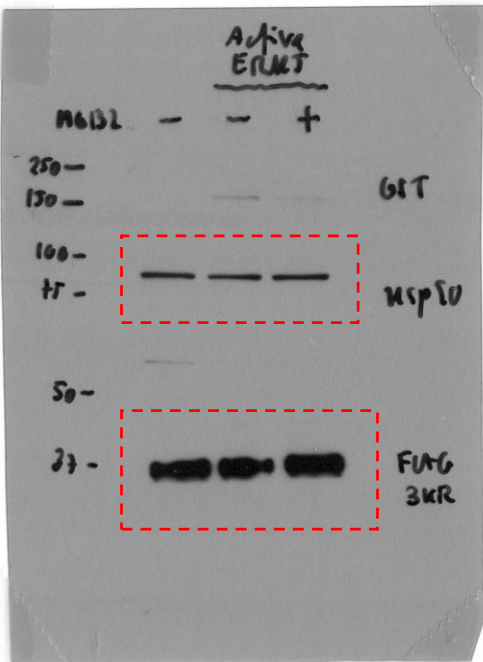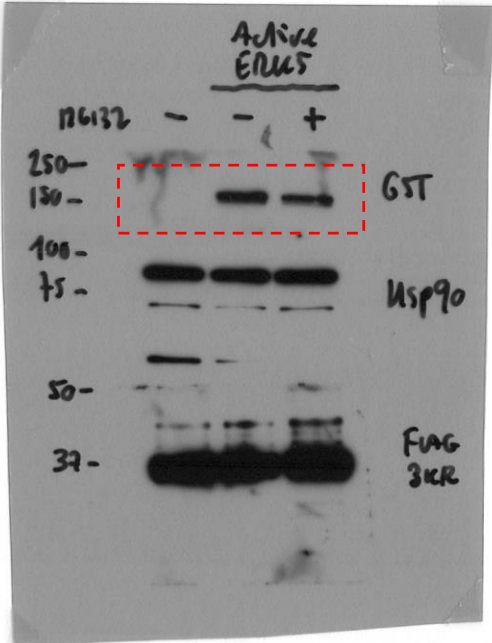

AN3CA cells

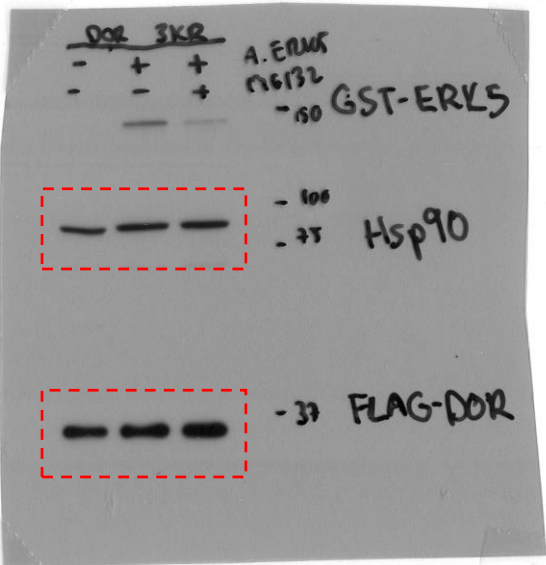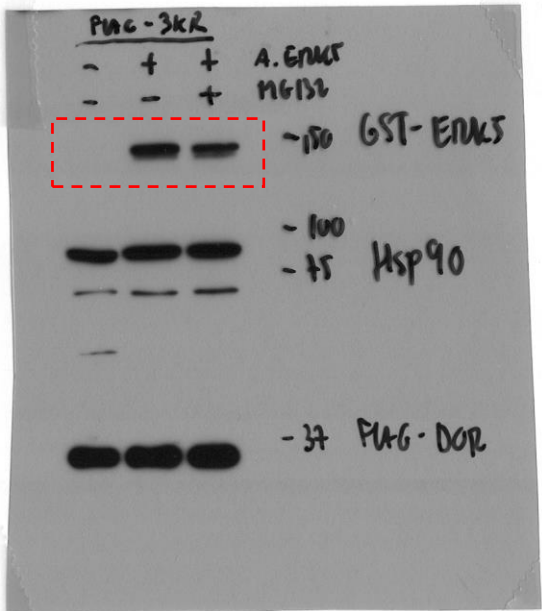

FIGURE 6D Ishikawa

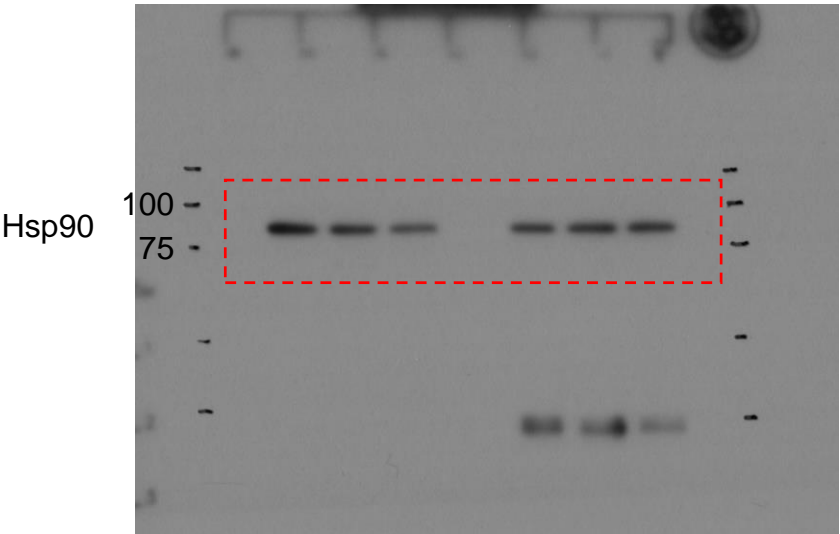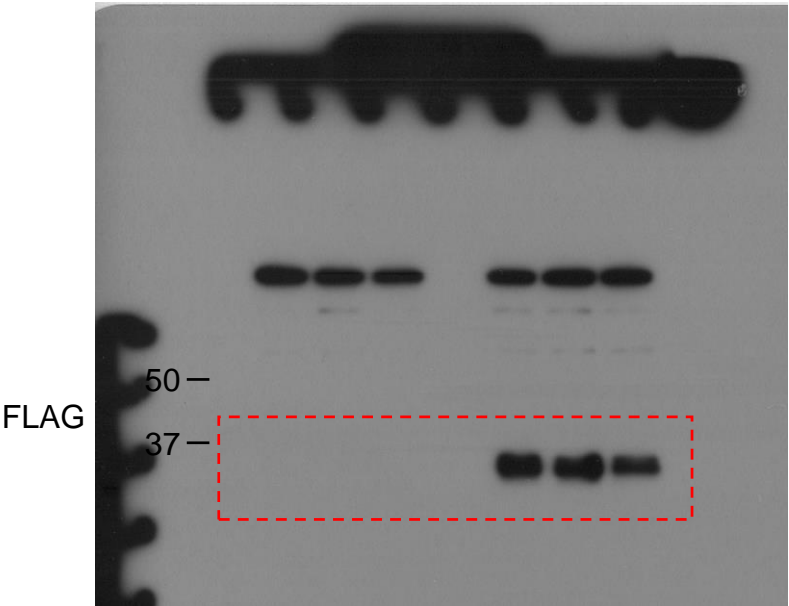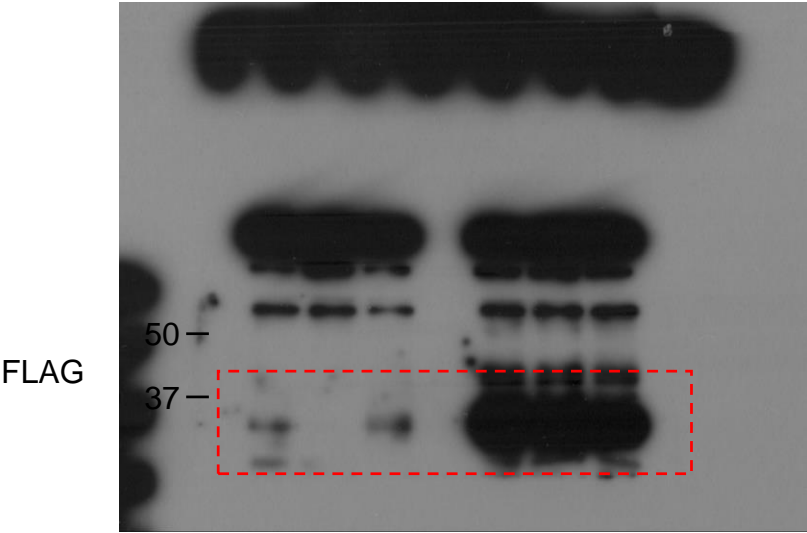

FIGURE 6D AN3CA

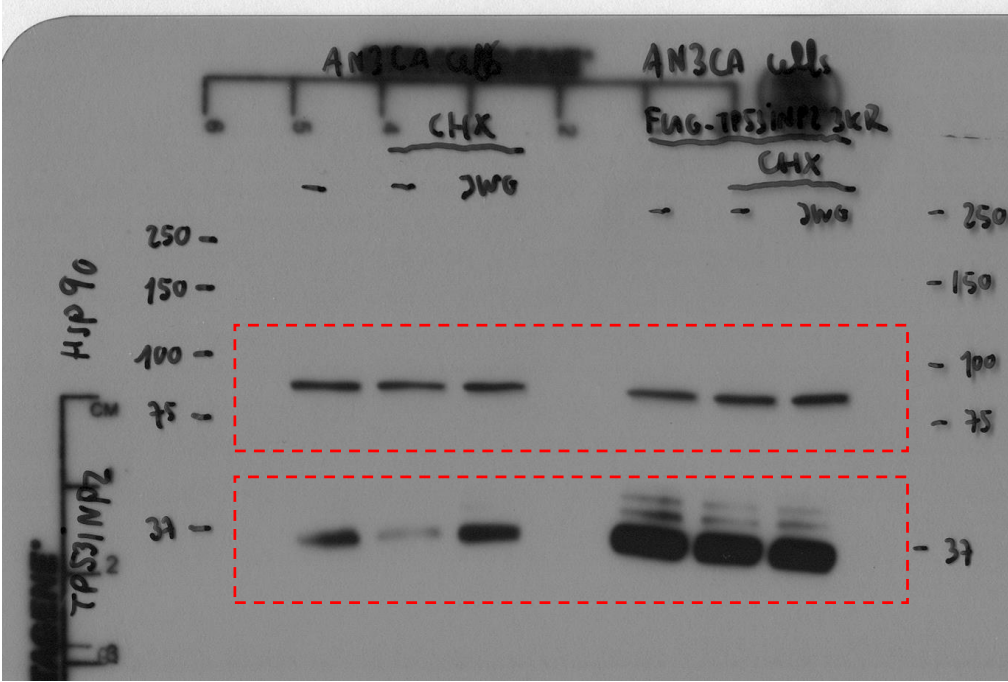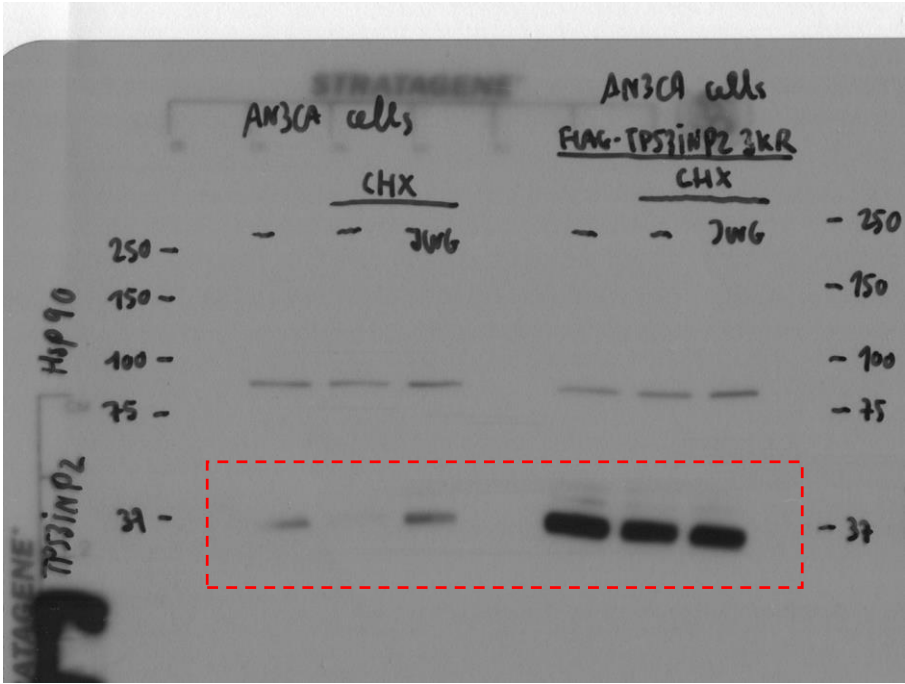

FIGURE 6E

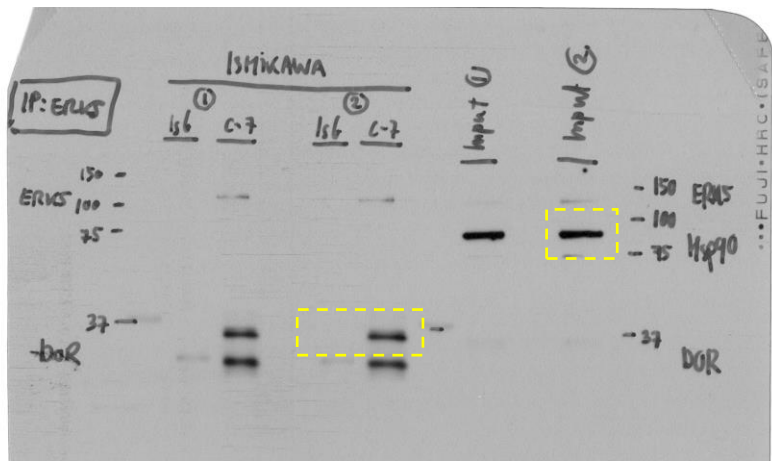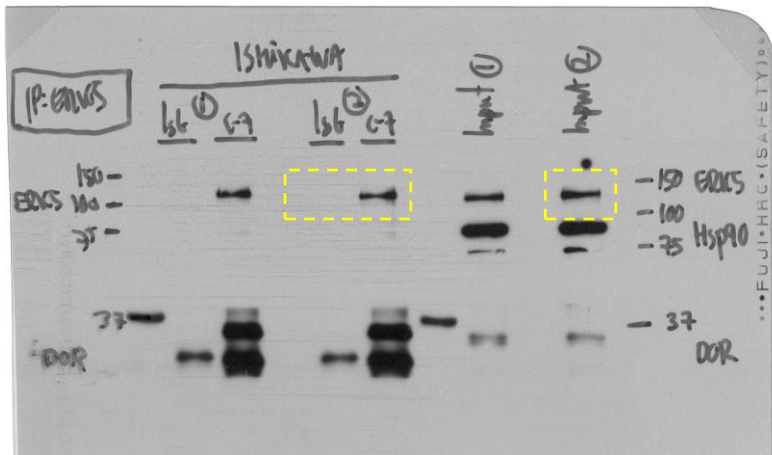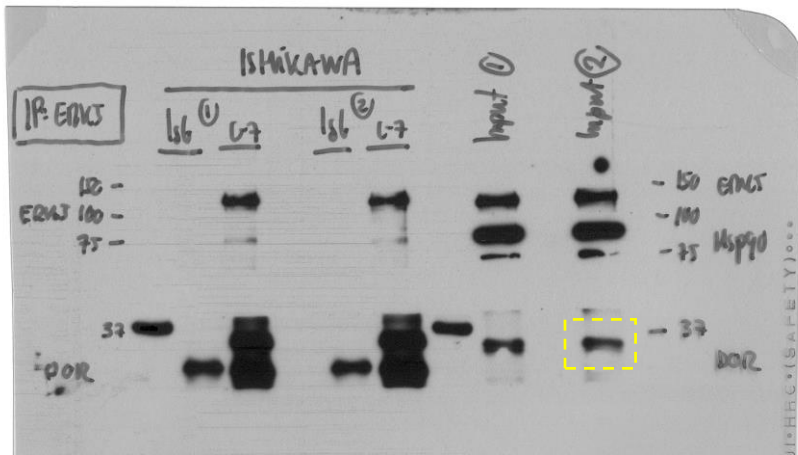

SERGIO
 04/12/20
 1h 30 min exposure
 AUTORAD

JUN6-071   -   -   +
 HIS-ERK5   -   +   +
 FLAG-DOR   +   +   +

250 —
 150 —
 100 —
 75 —
 50 —
 37 —
 25 —

◀ His-ERK5
 ◀ FLAG-DOR

FIGURE 6H

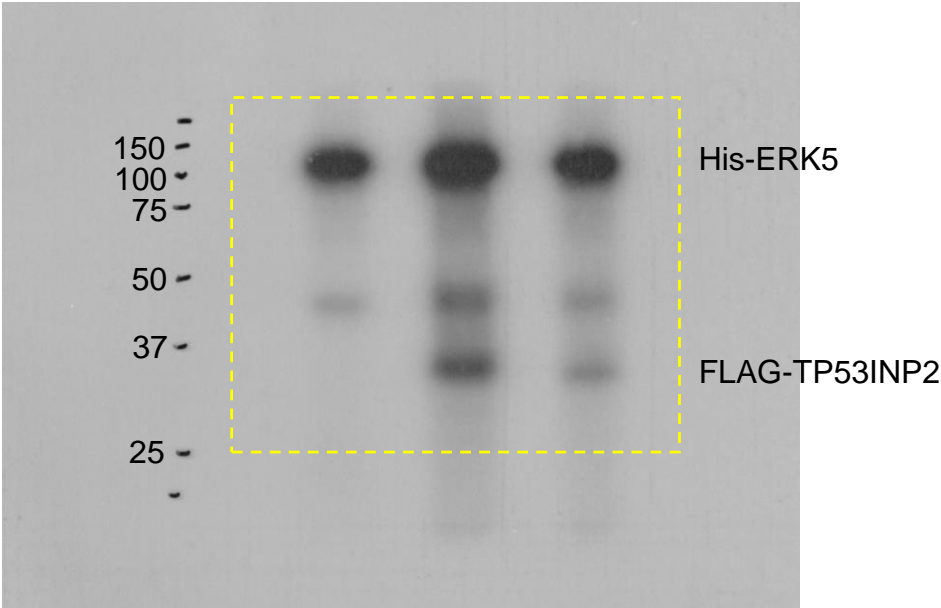

FIGURE 6I Ishikawa

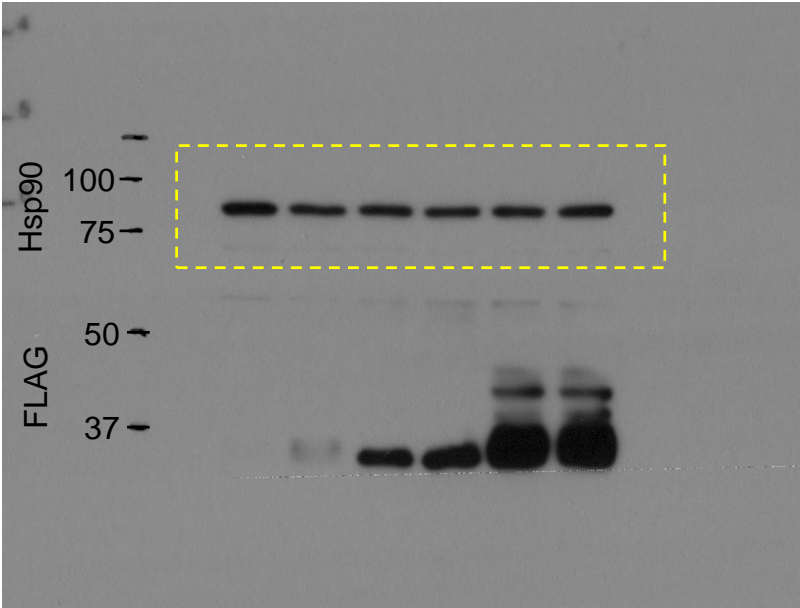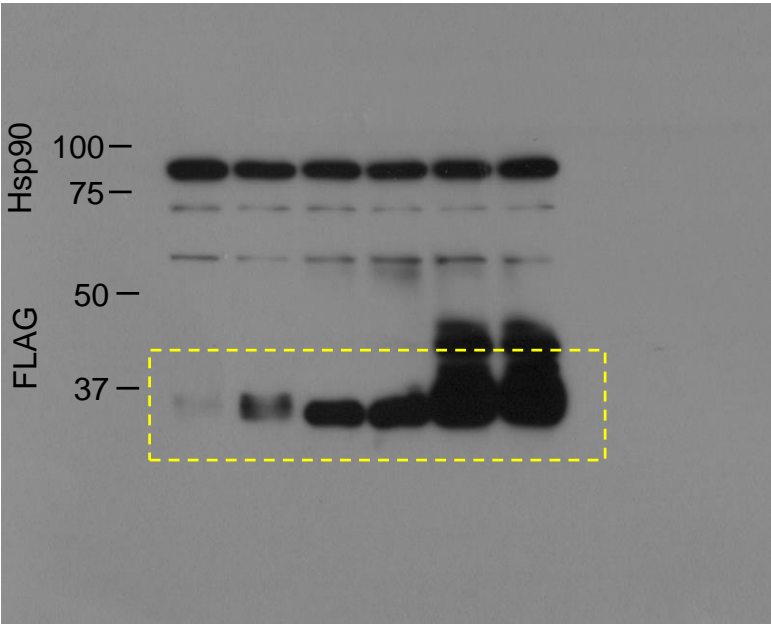

FIGURE 6I AN3CA

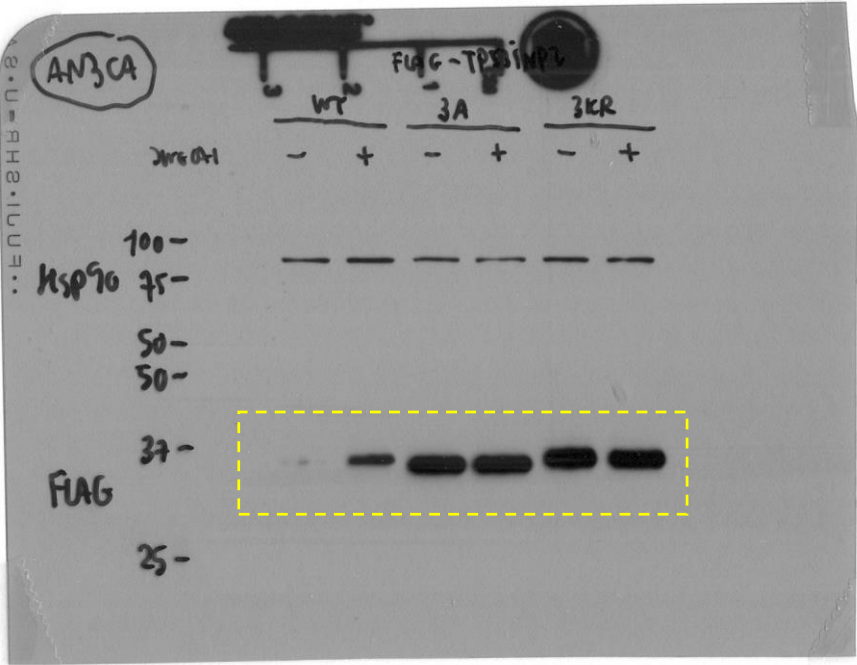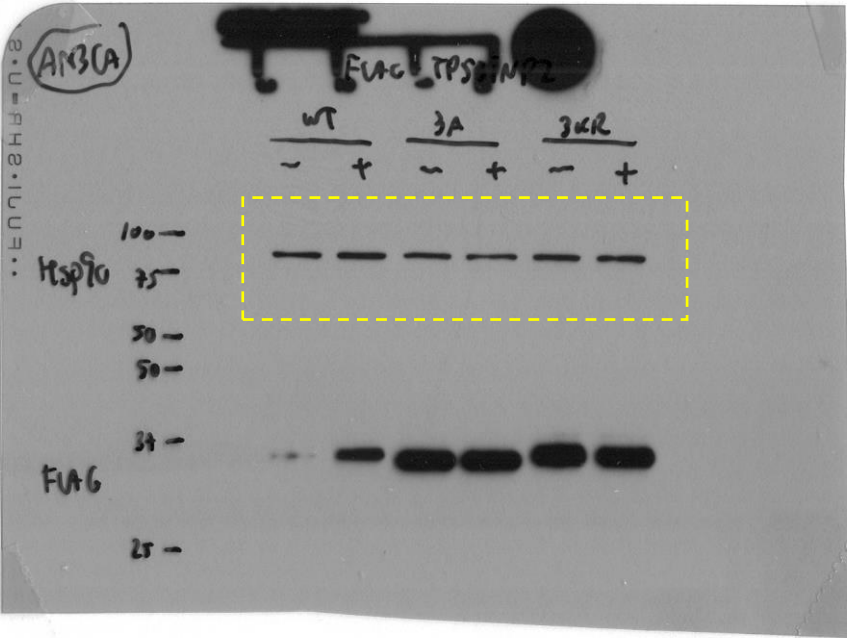

FIGURE 6J

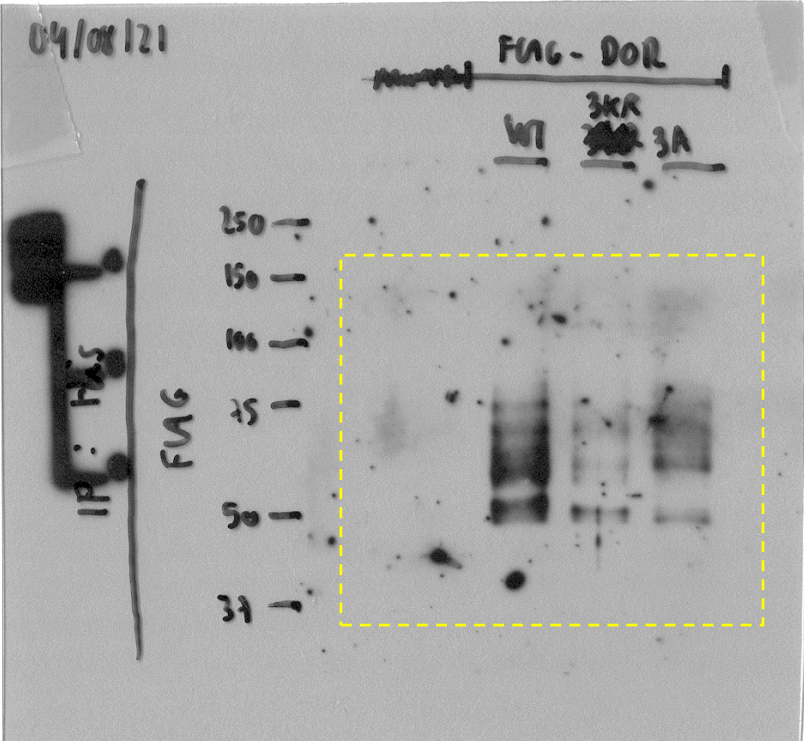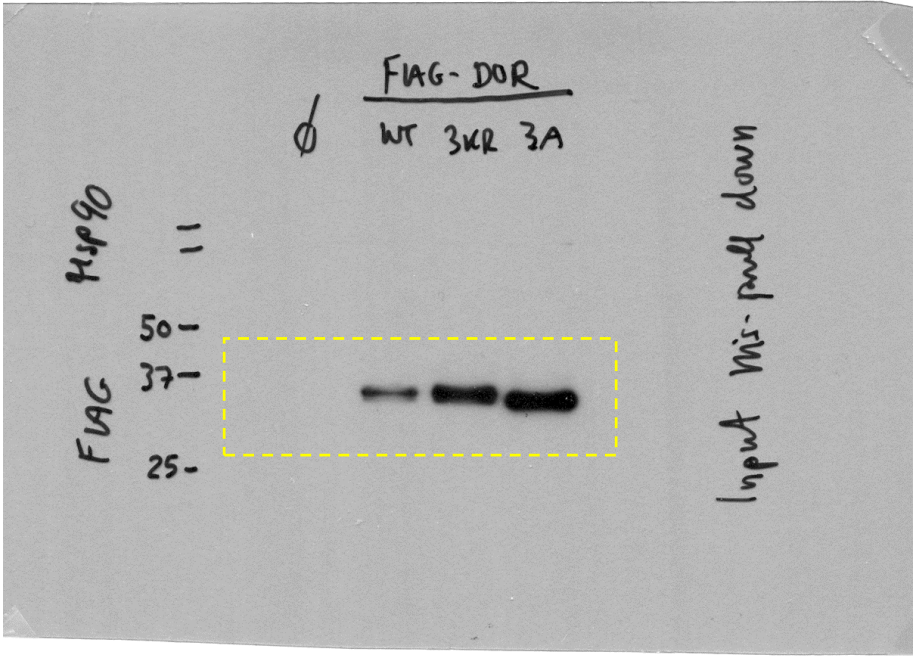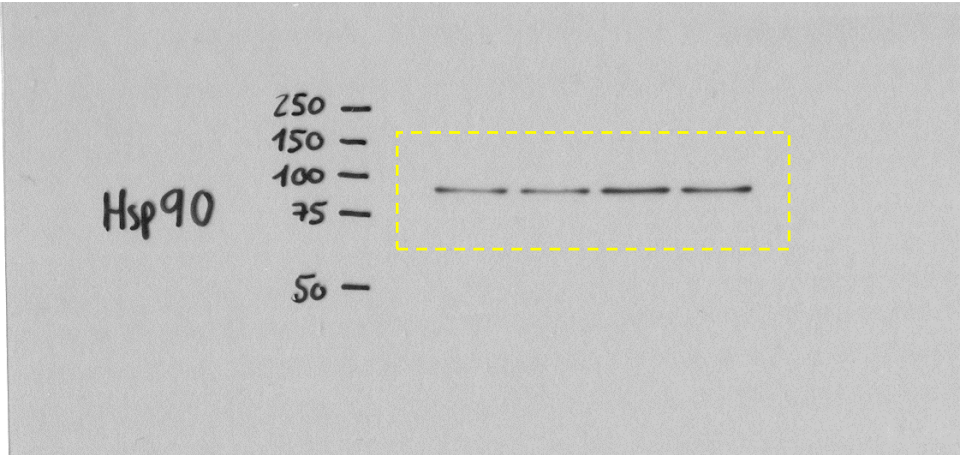

FIGURE 6K

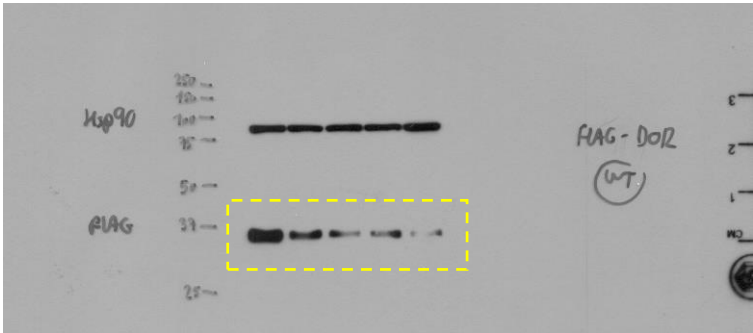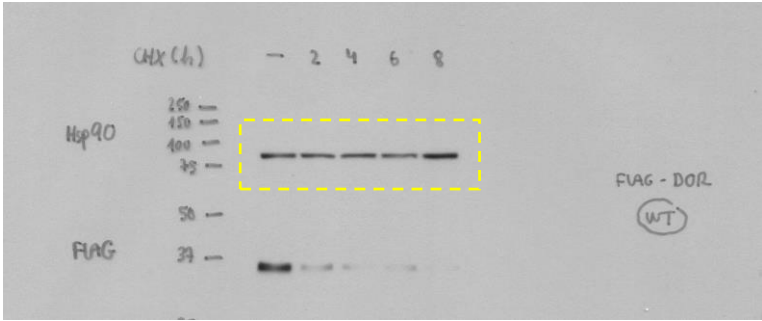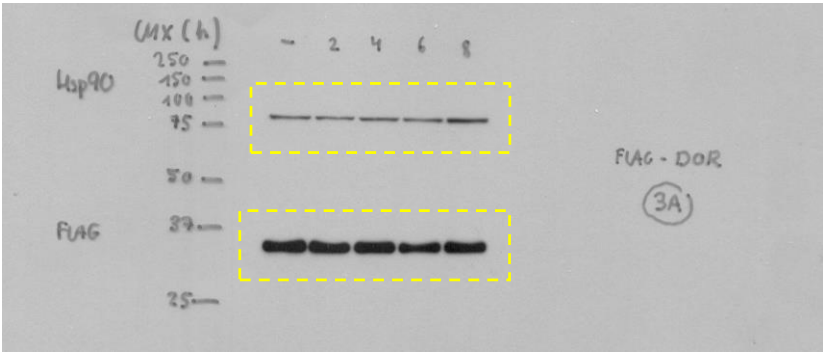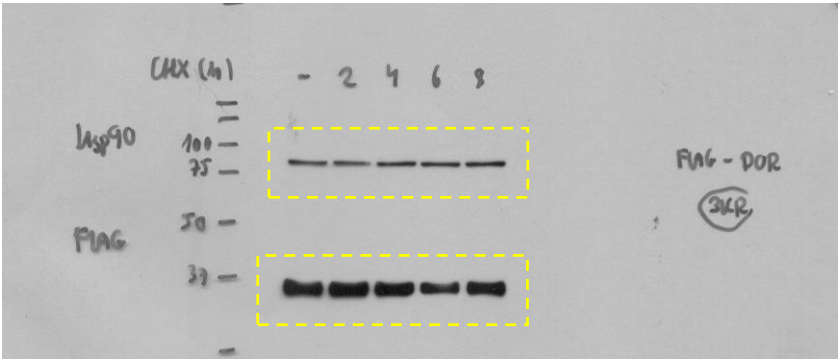

**Supplement:** Supplementary file 6 — Original Data File

How the deposited data were processed for this re-analysis (not part of the article)

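RNA-seq was measured in 6 libraries of Ishikawa endometrial cancer cells, 3 treated with vehicle (DMSO) and 3 with 3 µM JWG-071 for 24 h. Condition and replicate letter were taken from the submitters' labels, the time from the paper's methods and the dose from Supplementary Table 1 and the submitters' design text. The authors deposited 1 table of FPKM per library, on 24237 genes with the same order and gene IDs, with values for 17552 of them and blanks for 6685 in all libraries. The FPKM values were made by the authors; the submitters' processing notes name HISAT and GRCh38.p12, and the quantification program, the annotation release, any filter and the use of strand are not given in the sources used here. In 17 genes, a spreadsheet had turned the symbol into a date, and the symbol was restored from the gene ID. Of the genes with a value, 17314 were matched by gene ID to NCBI RefSeq names (GRCh38.p14), which were used for names only, and coordinates were taken from GENCODE release 29 (GRCh38).

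The values are FPKM and not counts, so no count model was used. Values were set on the log2(FPKM + 1) scale, genes with at least 0.5 FPKM in at least 3 of the 6 libraries were kept (12484 genes), and the groups were compared with limma 3.58.1 in R 4.3.3 (trend on mean expression, no robust fit), with Benjamini-Hochberg adjustment over all genes tested. A gene counts as changed at an adjusted p under 0.05, and as past the paper's thresholds with a log2 fold change past 1.5 as well. With 3 libraries against 3, an exact permutation test of 1 gene cannot give a p under 0.10. Depth per library is not given in the files. Among 80 genes listed at 0 in some library and at 0.1 FPKM or more otherwise, values did not fall on whole multiples of a smallest step. Rounding and unequal depth between libraries could hide such steps. The precision of each value is given by the SD of 3 libraries.

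Before the FPKM values were seen, 36 gene lists were written, of pathways, apoptosis groups, cell type and cell state markers, and hallmark sets recalled from memory and not checked against MSigDB. The values in Supplementary Table 1 had been seen by then. Of these lists, 33 had at least 3 tested genes. They were compared with the other genes by camera with a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 33 lists. Camera with an estimated correlation, fry in both forms and preranked GSEA on the signal-to-noise ratio (fgsea 1.28.0) were alternatives. With an estimated correlation, 8 of the 15 lists past camera had an unadjusted p under 0.05 and 0 an adjusted one.

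Genes were named by a rule set before the FPKM values were seen, but after values of genes in Supplementary Table 1 had been seen. The rule took every gene that the paper names in its text or figures for this experiment. It also took the 10 largest rises and the 10 largest falls among changed genes with separated groups above the median of mean expression. From each list it took up to 4 changed genes in each direction with the smallest adjusted p, or any member of the apoptosis lists. Genes named outside the rule are said to have been chosen after their values were seen.

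The tests were checked on simulated values for the same 12484 genes with 200 genes changed by known amounts. At a log2 change of 0.5, 36 of 40 genes were recovered, at 1, 38 of 40, at 1.5, 40 of 40, and at 0.25, 13 of 40. Of 173 calls, 6 were false (3.47%). A shifted list, made only of changed genes, was called and 0 of 35 random lists were. The noise was drawn independently for each gene. The check therefore does not cover lists of correlated genes, or data in which 51.6% of the tested genes change, as here.

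The alternatives were a replicate block, no filter on low values, a minimum of 2 FPKM, leaving out each library, pseudocounts of 0.1 and 0.01, quantile and trimmed mean scaling between libraries, limma without the trend, and the list tests above. Combinations of a pseudocount with no filter or with quantile scaling, and camera after quantile scaling, were added after the data had been seen. Replicate letters were not used as pairs, since no source ties them to a shared culture or day. Calls were repeated without readthrough and unnamed genes (121 genes, 41 of them readthrough genes). Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Read-level files were not used here. Some genes are not reported here.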

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

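Gene groups that the paper does not discuss were higher with JWG-071 in the libraries, above their level in the control libraries. Their lists were written before the FPKM values were seen, but after Supplementary Table 1, which reports this experiment, had been read. The p-values of these lists are therefore not independent evidence. All tests of explanations in this part were chosen after the results were seen.

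Genes induced by ERK1/2 signaling rose. Of 16 such genes, 12 were higher, 1 was lower and 3 did not pass at an adjusted p under 0.05 from limma (12 and 1 adjusted over the list alone), with a median log2 fold change of 0.53 (camera, adjusted p = 3.0e-08; adjusted p = 0.14 with an estimated correlation). DUSP6, a phosphatase of ERK1/2, rose from 50.0 ± 0.31 to 105 ± 4.4 FPKM (SD, n = 3), SPRY4, a feedback inhibitor, from 6.95 ± 0.28 to 16.7 ± 0.93 FPKM, and SPRY2, its paralog, from 23.9 ± 0.22 to 42.1 ± 1.8 FPKM, while ETV1, an ETS factor, fell from 1.50 ± 0.089 to 1.13 ± 0.17 FPKM. The fall of ETV1 does not pass without control replicate B or JWG-071 replicate C (adjusted p = 0.068 and 0.071 from limma) or after quantile scaling (adjusted p = 0.20 from limma).

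Of 16 genes of fatty acid synthesis, 11 were higher, 1 was lower and 4 did not pass (11 and 1 adjusted over the list alone; limma), with a median log2 fold change of 0.60 (camera, adjusted p = 7.0e-08; adjusted p = 0.14 with an estimated correlation). SCD, a desaturase, rose from 245 ± 3.7 to 470 ± 5.8 FPKM and ACLY, which makes acetyl-CoA, from 64.3 ± 1.1 to 135 ± 4.7 FPKM, whereas SREBF1, a transcription factor of this pathway, fell from 42.2 ± 0.55 to 27.7 ± 2.1 FPKM.

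Of 10 tested neuronal and synaptic vesicle genes, 9 were higher, 0 were lower and 1 did not pass (9 higher and 1 lower adjusted over the list alone; limma), with a median log2 fold change of 0.63 (camera, adjusted p = 1.9e-05; adjusted p = 0.19 with an estimated correlation). CHGA, which encodes chromogranin A, rose from 2.16 ± 0.42 to 4.31 ± 0.29 FPKM.

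Replication-dependent histone genes rose. Of 30 tested, 21 were higher, 1 was lower and 8 did not pass (21 and 1 adjusted over the list alone; limma), with a median log2 fold change of 0.60 (camera, adjusted p = 1.7e-09; adjusted p = 0.14 with an estimated correlation). HIST1H1C rose from 92.8 ± 4.8 to 187 ± 2.8 FPKM and HIST2H2BE from 22.0 ± 1.5 to 45.1 ± 1.6 FPKM; near-identical histone genes may share reads. A larger share of cells in S phase was taken to raise genes of DNA replication by about as much as the histone genes. The median log2 fold change of the replication genes was 0.0145 (bootstrap over genes, 95% interval −0.03 to 0.07, against 0.34 to 0.72 for the histone genes). As a set, they did not rise with the histone genes. How much each set responds to the share of cells in S phase was not measured, so a larger share is not excluded. Of 28 DNA replication genes, 7 were higher, 5 were lower and 16 did not pass (7 and 5 adjusted over the list alone; limma; camera, adjusted p = 0.50). Better recovery of RNA without a poly(A) tail in the JWG-071 libraries cannot be told apart from a change in the cells: 18 of 30 histone genes had a 95% interval that leaves out the list median, but tails differ between histone genes, and 0 of 8 other RNAs without a tail had a value. An effect of JWG-071 on histone mRNA stays open.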

How the results depend on the processing

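The joint settings and camera after quantile scaling were chosen after the results were seen. TP53INP2 stayed short of the threshold (log2 fold change −0.00 to 0.05) and CFLAR (−0.61 to −0.52) and XIAP (−0.37 to −0.30) stayed lower and past it in each of the 14 alternatives set in advance. The count of genes past the paper's thresholds was 21, and 20 to 28 when 1 library was left out, 18 after quantile and 22 after trimmed mean scaling. It was 114 with a pseudocount of 0.1 and 149 with 0.01, because a smaller pseudocount shrinks the changes of low genes less. Settings added after the data were seen gave 138 (pseudocount 0.1 and no low-value filter), 428 (pseudocount 0.01 and no low-value filter; 74 higher, 354 lower) and 351 (the same with quantile scaling; 141 higher, 210 lower). With a log2 fold change past 1, 138 genes passed. The count of changed genes, 6439, was 5302 to 6000 with 1 library left out, 6512 after quantile scaling and 6433 and 6418 with the smaller pseudocounts. A replicate block gave 6057 changed genes and 21 past the thresholds, the same 21 genes. Deviations of same-letter libraries correlated at −0.09, −0.19 and 0.08, and control replicate A correlated best with JWG-071 replicate B (0.22). These values give no sign of pairing by letter, but with 3 libraries per group they cannot exclude it. Of the 4 apoptosis lists, 0 passed camera, and fry called 3 by direction and 4 in either direction. Of the 29 other lists, 15 passed camera, 14 to 16 with 1 library left out, 0 with an estimated correlation (8 at an unadjusted p under 0.05), 15 with preranked GSEA (13 of them also by camera), 14 with camera after quantile scaling, 24 with fry by direction and 29 with fry in either direction; fry does not compare a list with other genes, and otherwise the cause was not tested. Single lists kept their side of the threshold in 404 of 462 values, lost it in 21 and gained it in 37, and 0 reversed. Over the other named genes, 1855 of 1889 values kept their side, 23 lost it in 5 genes, 11 gained it in 3 genes and 0 reversed. The files do not give the read depth per library, so no limit from depth was computed.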

Differences from the paper's values

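Settings that join a pseudocount with no filter were chosen after the results were seen. The paper reports 260 differentially expressed genes, 202 of them lower, at an adjusted p under 0.05 and a log2 fold change past 1.5. Here 21 genes passed these thresholds, 12 of them lower, on the log2(FPKM + 1) scale. No alternative set before the data were examined came within 1.5 times of either count; the closest was a pseudocount of 0.01, with 149 and 110. Supplementary Table 1 lists 656 genes, 303 of which pass 1.5, 240 of them lower, which is more than the paper's text gives. Against 303 and 240, the counts here were again 21 and 12, and no alternative set before the data were examined came within 1.5 times. Against the paper's 656 genes past a log2 fold change of 1, 138 passed here; a pseudocount of 0.01 came within 1.5 times, with 467, and the other alternatives did not. Of the 303 genes, 156 had a mean under 0.5 FPKM in both groups and 129 were tested here. Without the filter on low values alone, the count stayed at 21. A pseudocount of 0.01 with no filter on low values, chosen after seeing the values, gave 428 genes, shares 275 of the 303 with the paper and drops 28. Quantile scaling on top of that, also chosen after seeing the values, gave 351.

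On shared genes the values were close. All 656 genes of the table had a value in the files, all 392 tested here had the paper's direction, and 391 of them changed at an adjusted p under 0.05 from limma. Over 644 genes with a finite ratio, the paper's log2 fold change correlated with the log2 ratio of mean FPKM at 0.996 (Pearson's r) and 0.990 (Spearman's rho), across genes, which are not independent replicates, and the paper's values were higher by a median of 0.05. Of the 21 genes past the thresholds here, 19 were in the table.

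For XIAP, the paper states a smaller fall than the one found here. On the scale of the ratio of mean FPKM, the log2 fold change was −0.37 here (−0.34 on the log2(FPKM + 1) scale), further from the paper's value than the replicate SD. Without control replicate C, without JWG-071 replicate A, after quantile scaling and after trimmed mean scaling, the value lay within the SD of the paper's; under the other alternatives set before the data were examined it did not. For FLIP, the value of −0.61 lay within the SD of the paper's, and it lay beyond it without control replicate B (−0.63) and in no other alternative set before the data were examined. The paper's values and those here come from the same libraries. The replicate SD is thus only a yardstick and does not measure how far computations on the same libraries may differ.

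For the apoptosis hallmark, the paper's FDR from GSEA is 0.44, and camera gave 0.99 here on a list recalled from memory. No alternative set before the data were examined came within 1.5 times; preranked GSEA gave 0.72 and fry 0.11. For extrinsic apoptosis, the paper's FDR is 0.51 and camera gave 0.94 on another list; only leaving out JWG-071 replicate B came within 1.5 times (0.76), and preranked GSEA gave 0.22 and fry 0.013. The paper used MSigDB sets, which were not used here, so these values compare different lists. Camera and GSEA are also different tests, and the adjustment here ran over 33 lists, so the size of the gap has no clear meaning. Neither group passed in the paper's GSEA, in camera or in preranked GSEA here.

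The paper names angiogenesis and the p53 pathway among altered hallmarks. The angiogenesis list, lower in Fig. 4C, did not pass camera (adjusted p = 0.94), fry by direction (adjusted p = 0.41) or preranked GSEA (adjusted p = 0.62), and it passed fry in either direction (adjusted p = 8.5e-06). The p53 pathway list passed preranked GSEA and fry by direction (adjusted p = 0.025), both higher as in Fig. 4C. It did not pass camera (adjusted p = 0.095, and adjusted p = 0.56 with an estimated correlation). The cholesterol homeostasis list was higher by camera and by preranked GSEA (adjusted p = 0.0011), the direction of Fig. 4C (camera, adjusted p = 0.14 with an estimated correlation).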

Other observations

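The gene lists and camera were fixed before the FPKM values were seen, but after Supplementary Table 1, which reports this experiment, had been read. The tests of explanations in the last paragraphs were chosen after the results were seen. Mitotic genes fell together with JWG-071. Of 25 genes of the G2 and M phases, 0 were higher, 24 were lower and 1 did not pass (0 and 24 adjusted over the list alone; limma; camera, adjusted p = 1.7e-09; adjusted p = 0.24 with an estimated correlation). The mitotic kinesin KIF20A fell from 82.0 ± 2.4 to 46.6 ± 2.8 FPKM (SD, n = 3), NUSAP1, a spindle protein, from 106 ± 1.3 to 69.9 ± 3.3 FPKM and UBE2C, an enzyme that works with the anaphase-promoting complex, from 290 ± 8.2 to 187 ± 12 FPKM. Genes of the motile cilium also fell: of 43 tested, 3 were higher, 34 were lower and 6 did not pass (3 and 35 adjusted over the list alone; limma; camera, adjusted p = 7.0e-08; adjusted p = 0.24 with an estimated correlation). CFAP126, a protein of the axoneme, fell from 3.48 ± 0.58 to 0.423 ± 0.23 FPKM, and DNALI1, an axonemal dynein, from 16.2 ± 1.8 to 5.70 ± 0.49 FPKM, while DNAH3, a dynein heavy chain, rose from 0.383 ± 0.038 to 1.95 ± 0.18 FPKM. Of 10 secretory endometrial genes, 0 were higher, 7 were lower and 3 did not pass (0 and 7 adjusted over the list alone; limma; camera, adjusted p = 0.007; adjusted p = 0.16 with an estimated correlation), with falls of SCGB2A1, a secretoglobin, from 10.9 ± 1.9 to 1.92 ± 0.47 FPKM and MSX1 from 367 ± 7.0 to 249 ± 21 FPKM. Of 18 genes of the estrogen and progesterone response, 2 were higher, 10 were lower and 6 did not pass (2 and 10 adjusted over the list alone; limma; camera, adjusted p = 0.0084; adjusted p = 0.24 with an estimated correlation). ESR1, the estrogen receptor, fell from 19.2 ± 0.46 to 8.29 ± 0.66 FPKM and AGR2 from 17.1 ± 1.1 to 5.46 ± 1.1 FPKM, and FKBP5 rose from 15.4 ± 0.35 to 21.4 ± 0.49 FPKM. The call of the estrogen and progesterone list is lost without control replicate A (camera, adjusted p = 0.056). Of 21 collagen and laminin genes, 3 were higher, 14 were lower and 4 did not pass (3 and 14 adjusted over the list alone; limma; camera, adjusted p = 0.0077; adjusted p = 0.24 with an estimated correlation), and preranked GSEA gave an adjusted p of 0.16; LAMB3 fell from 30.3 ± 0.46 to 16.9 ± 0.89 FPKM and COL2A1 rose from 14.7 ± 0.81 to 23.3 ± 0.99 FPKM.

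Of 27 genes of hypoxia and glycolysis, 18 were higher, 3 were lower and 6 did not pass (19 and 3 adjusted over the list alone; limma; camera, adjusted p = 5.1e-07; adjusted p = 0.24 with an estimated correlation). EPAS1, which encodes HIF-2α, rose from 4.71 ± 0.18 to 10.1 ± 0.75 FPKM and BHLHE40 from 6.90 ± 0.35 to 15.8 ± 0.90 FPKM. Of 58 genes of the recalled MYC V2 hallmark, 17 were higher, 7 were lower and 34 did not pass (17 and 7 adjusted over the list alone; limma; camera, adjusted p = 0.0096; adjusted p = 0.31 with an estimated correlation), with an adjusted p of 0.076 from camera after quantile scaling, a setting chosen after seeing the data, and of 0.22 from preranked GSEA. TMEM97 rose from 59.2 ± 1.7 to 99.5 ± 3.1 FPKM and PLK1 fell from 91.0 ± 2.0 to 63.1 ± 3.0 FPKM. The remaining lists did not pass camera: of 16 genes of the recalled pancreas beta cell hallmark, 3 were higher, 4 were lower and 9 did not pass (3 and 4 adjusted over the list alone; limma; camera, adjusted p = 0.94), with a median log2 fold change of −0.07 and a mean of 0.08, camera's direction being higher. Of 7 genes of interferon gamma and guanylate-binding proteins, 4 were higher, 2 were lower and 1 did not pass (4 and 2 adjusted over the list alone; limma; camera, adjusted p = 0.26), with GBP5 at 1.94 and 11.4 FPKM and GBP1 at 1.37 and 0.153 FPKM in control and JWG-071 libraries. Of 7 EGF family ligands, 3 were higher, 4 were lower and 0 did not pass (3 and 4 adjusted over the list alone; limma; camera, adjusted p = 0.99), with a median log2 fold change of −0.24 and a mean of 0.01, camera's direction being higher; NRG1 rose from 8.88 to 21.0 FPKM and NRG4 fell from 17.4 to 8.53 FPKM. Of 17 genes of MHC class I and NK receptor ligands, 6 were higher, 5 were lower and 6 did not pass (6 and 5 adjusted over the list alone; limma; camera, adjusted p = 0.42), and MICA, a ligand of an NK cell receptor, rose from 31.1 ± 2.6 to 73.2 ± 4.6 FPKM. Of 22 genes of the integrated stress response, 6 were higher, 10 were lower and 6 did not pass (6 and 10 adjusted over the list alone; limma; camera, adjusted p = 0.42). Of 18 chaperones of the unfolded protein response, 3 were higher, 6 were lower and 9 did not pass (3 and 6 adjusted over the list alone; limma; camera, adjusted p = 0.99). Of 9 genes of sterol efflux and LXR targets, 2 were higher, 3 were lower and 4 did not pass (2 and 3 adjusted over the list alone; limma; camera, adjusted p = 0.35), and MYLIP fell from 6.79 to 2.59 FPKM. Preranked GSEA and fry by direction called that list lower (adjusted p = 0.024 and 0.012). Of 8 squamous and basal genes, 1 was higher, 6 were lower and 1 did not pass (1 and 6 adjusted over the list alone; limma; camera, adjusted p = 0.13). Of 73 cytosolic ribosomal protein genes, 9 were higher, 11 were lower and 53 did not pass (3 and 4 adjusted over the list alone; limma; camera, adjusted p = 0.94), with a median log2 fold change of −0.02 and a mean of −0.01, while camera's direction was higher. Immune and endothelial lists had 1 tested gene each, CD68 and ESAM, at 0.420 and 0.637 and at 1.88 and 1.87 FPKM (named after their values were seen), and mitochondrially encoded genes had no value. CD68 did not pass (adjusted p = 0.059 from limma) and passed as higher without control replicate A (adjusted p = 0.047 from limma), after quantile or trimmed mean scaling (adjusted p = 0.0077 and 0.048 from limma) and without the trend (adjusted p = 0.045 from limma).

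Genes of low FPKM were lower with JWG-071 as a group: the 3129 genes with a mean of 0.1 to 2 FPKM had a median log2 ratio of −0.23. A scaling factor per library shifts genes of all levels alike, so it is argued against by the gap between low and high genes. After trimmed mean scaling, the low genes lay below genes above 10 FPKM by a log2 difference of −0.22 (bootstrap over genes, 95% interval −0.25 to −0.19). Such scaling could not have removed the gap, so the scaled value adds no evidence. An even background of reads in the control libraries would cost every gene about as much FPKM. The mean loss was instead 3.65 times as large at 1 to 2 FPKM as at 0.1 to 0.5 FPKM (bootstrap over genes, 95% interval 2.84 to 4.55). It did not keep rising with level: it was 0.20 FPKM at 1 to 2 FPKM, 0.22 at 2 to 10 and 0.08 above 10. The comparison therefore covers genes of low FPKM only, and from 1 to 10 FPKM the loss was nearly even. The bootstrap intervals in this paragraph resample genes, not libraries, and do not measure the spread between cultures. Lower depth of the JWG-071 libraries would leave the summed FPKM of these genes near that of the controls, but it was 85.9% of it (84.7% to 87.0% over the libraries, against 99.9% to 100.2% among controls). An effect of the inhibitor on weakly transcribed genes stays open as a hypothesis, as does a difference in library preparation between the groups, for which no batch is given in the sources used here.

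Stromal fibroblast markers were lower with JWG-071: of 6 tested, 0 were higher, 6 were lower and 0 did not pass (0 and 6 adjusted over the list alone; limma; camera, adjusted p = 2.6e-04; adjusted p = 0.15 with an estimated correlation), with ACTA2 at log2 fold change −1.37 and COL1A2 falling from 4.99 ± 0.15 to 2.40 ± 0.17 FPKM. Stromal fibroblasts in the control cultures are argued against as the source, because they would bring decorin and lumican, and DCN was listed at 0 in every control library and LUM at 0.04 FPKM at most, while COL1A2 was 4.82 to 5.10 FPKM (DCN and LUM were chosen after their values were seen); of 14 list genes, 6 are expressed in these cells at the level needed for the test. A change in the cells themselves stays open.

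With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split gave 21 genes past the paper's thresholds and 6439 changed genes, and the highest of the other splits gave 0 and 0; for each, 1 split, the real one, gave a result as large. The real split gave 15 lists past camera and the highest other 12, and the lowest other 7. Every other split puts control and JWG-071 libraries into the same group. The difference between conditions then widens the spread within its groups, which leaves few genes to be called. Such splits also keep part of that difference, so they do not show what chance alone would give.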
